# Transcriptomics Reveals an Energy-Saving Metabolic Switch in an Extremophilic Red Microalga *Cyanidioschyzon merolae* Under Nickel Stress

**DOI:** 10.3390/ijms26104813

**Published:** 2025-05-17

**Authors:** Sergio Santaeufemia, Francesca Marchetto, Patrizia Romano, Dorota Adamska, Krzysztof Goryca, Jeffrey Palatini, Joanna Kargul

**Keywords:** *Cyanidioschyzon merolae*, heavy metals, nickel, photosynthesis, adaptation, transcriptomics

## Abstract

The red microalga *Cyanidioschyzon merolae* inhabits extreme environments with high temperatures (40–56 °C), high acidity (pH 0.05–4), and high concentrations of heavy metals that are lethal to most forms of life. However, information is scarce on the precise adaptation mechanisms of this extremophile to such hostile conditions. Gaining such knowledge is important for understanding the evolution of microorganisms in the early stages of life on Earth characterized by such extreme environments. Through an analysis of the re-programming of the global transcriptome upon the long-term (up to 15 days) exposure of *C. merolae* to extremely high concentrations of nickel (1 and 3 mM), the key adaptive metabolic pathways and associated molecular components were identified. Our work shows that the long-term Ni exposure of *C. merolae* leads to the lagged metabolic switch demonstrated via the transcriptional upregulation of the metabolic pathways critical for cell survival. DNA replication, cell cycle, and protein quality control processes were upregulated, while downregulation occurred with energetically costly processes, including the assembly of the photosynthetic apparatus and lipid biosynthesis. This study paves the way for future multi-omic studies of the molecular mechanisms of abiotic stress adaptation in phototrophs, as well as the future development of rational approaches to the bioremediation of contaminated aquatic environments.

## 1. Introduction

The rapid advancement of RNA sequencing technologies enables in-depth insight into the molecular mechanisms of adaptation to various abiotic and biotic stressors such as exposure to heavy metals. As an example, the transcriptomic studies on the effects of Cd or Ag in a green microalga *Chlamydomonas reinhardtii* showed that genes belonging to metabolic pathways of oxidative stress response and photosynthesis were regulated via these metals [1,2]. In a diatom *Phaeodactylum tricornutum*, the analysis of the transcriptome showed that Ni-regulated genes involved in metabolic pathways related to the nitrogen cycle, DNA structure remodeling and replication, fatty acids biosynthesis, and the regulation of the thiol-disulphide redox system [3].

Nickel is a toxic heavy metal for both eukaryotic and prokaryotic organisms, inducing the generation of reactive oxygen species (ROS), which, in turn, can cause cellular damage through reactions with proteins and DNA.

In particular, the Ni affinity for the -SH groups of enzymes and other proteins and the competition of Ni with other metal cations cause the depletion of enzyme activity, which negatively affects various cellular processes, including cell division, respiration, and photosynthesis [4]. Although the high toxicity of Ni and the detrimental effects of this heavy metal on cellular metabolism is well-documented, knowledge of transcriptome changes caused by Ni exposure is limited, especially in relation to extremophilic microalgae that are naturally exposed to high concentrations of heavy metals. These include members of the Cyanidiales order of thermo-acidophilic red microalgae inhabiting aquatic environments of volcanic origin. A representative of this fascinating group of extremophilic microorganisms, *Cyanidioschyzon merolae*, was isolated from the volcanic hot springs of Campi Flegrei, Italy [5], and was shown to thrive in moderately high temperatures (up to 57 °C), with an extremely acidic pH (0.05–3), and in the presence of high levels of various heavy metals such as Co, Cd, Hg, Ni, As, Pb, Cr, and Fe [6]. Due to its unique evolutionary position at the root of the red algal lineage, this microalga represents a link between prokaryotic cyanobacteria and photosynthetic eukaryotes demonstrated, for example, through the hybrid characteristics of the photosynthetic apparatus [7,8]. The complete sequencing of its nuclear, mitochondrial, and chloroplast genomes [9] has established *C. merolae* as a model organism for a large number of evolutionary studies and for the dissection of the molecular mechanisms of various fundamental cellular processes, including circadian rhythms, lipid, and protein homeostasis, cell cycle and division [10,11,12,13], and, more recently, oxygenic photosynthesis [8,14,15,16,17,18,19,20].

In this study, we explored how long-term exposure to high nickel concentrations affected the transcriptional regulation of metabolic pathways in *C. merolae*. We focused on the identification of time-dependent changes in gene expression, particularly those involving pathways essential for cell survival—such as DNA replication, cell cycle progression, and protein quality control—and how these may be balanced via the downregulation of energetically demanding processes such as photosystems’ assembly.

## 2. Results and Discussion

### 2.1. Dynamic Remodeling of C. merolae Transcriptome During Long-Term Ni Adaptation

In this study, we examined the re-programming of the global transcriptome of *C. merolae* during the long-term adaptation to extremely high concentrations of Ni. The Ni concentrations used (1–10 mM Ni) are up to seven orders of magnitude higher than those found in the natural habitat of this extremophilic microalga (0.003–0.155 mM Ni, [21]). Figure 1 shows the growth dynamics of *C. merolae* under exposure to 1–10 mM Ni for up to 15 days. As previously shown in Marchetto et al. (2024) [22], the cultures treated with 1 mM Ni showed no significant difference in cell growth compared to untreated control, reaching cell density values of, respectively, 2.08 × 10^9^ and 1.92 × 10^9^ cells mL^−1^ on day 15. The cell growth was significantly inhibited at 3 and 6 mM Ni from 24 h onward, reaching cell density values of 0.08 × 10^9^ and 0.02 × 10^9^ cells mL^−1^, respectively, on day 15. In contrast, cells exposed to 3 mM Ni initially showed growth inhibition during the lag phase (up to day 7), followed by a recovery phase between days 10 and 15, reaching 1.05 × 10^9^ cells mL^−1^ on day 15 (Figure 1).

To gain insight into metabolic remodeling during Ni adaptation, we conducted an in-depth analysis of the global transcriptome in response to Ni levels that yielded viable cells, i.e., up to 3 mM Ni. This Ni concentration is lethal for most other organisms, including the model mesophilic green microalga *Chlamydomonas reinhardtii* [23]. 

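The experiment followed the wild-type cultures of *C. merolae* under 0, 1 and 3 mM Ni, and poly(A)-selected RNA was sequenced before exposure (day 0) and on days 5, 10 and 15. The 29 libraries comprised 3 untreated cultures on each of the 4 days, 3 cultures on each of the 3 exposure days at 3 mM Ni, and 3, 3 and 2 cultures on days 5, 10 and 15 at 1 mM Ni. The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 to the ASM9120v1 assembly, removed optical duplicates with GATK and counted reverse-strand reads on each gene with HTSeq-count. Their table holds these counts for 4984 genes without normalization, and the values below start from it. The counts per library ranged from 2602444 to 4067107 (median 3238859) in the untreated controls, 2996552 to 3971501 (median 3172243) at 1 mM Ni and 2703689 to 3714458 (median 3119362) at 3 mM Ni, with 4849 to 4910 genes detected. All libraries were fitted together with edgeR's quasi-likelihood model after TMM normalization, with 1 coefficient per condition, and each treatment was compared with the untreated control of the same day. Benjamini-Hochberg adjustment covered the 4796 genes that passed edgeR's expression filter. In counts simulated for all 29 libraries from their means and sizes, 200 genes among 4780 were changed by known factors in 1 comparison of 6 libraries. The same steps recovered 194 of them, and 11 of 205 calls were false. Every planted change exceeded 0.74, the median absolute log2 fold change of the genes called at 3 mM Ni on day 10. Genes were drawn independently, with the same spread in each library. This recovery therefore does not extend to smaller changes or to libraries that lie apart from their group. The quasi-likelihood dispersions were shared across conditions, so that a library of 1 condition also enters the tests of the others.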

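Of the 4984 annotated genes, 43 had no count in any library, and 4796 had enough counts to be tested. The tested genes included 190 encoded in the chloroplast and 17 in the mitochondrion, whose transcripts a poly(A) selection captures incompletely. A filter of at least 1 count in any library kept 4941 genes, and 1 of at least 10 counts in every library kept 4532. Across all tested genes the median log2 fold change against the untreated control lay between -0.04 (3 mM Ni, day 5) and 0.00 (1 mM Ni, day 5), so that up- and downregulation are read against a centre near 0 in each of the 6 comparisons.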

We analyzed 4765 genes at three different timepoints (days 5, 10 and 15) during 1 and 3 mM Ni exposure. 

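Genes with an edgeR adjusted p under 0.05 and any fold change were taken as DEGs. Summed over the 3 days there were 30 DEGs at 1 mM Ni, 26 upregulated and 4 downregulated, and 2385 at 3 mM Ni, 1254 upregulated and 1131 downregulated. Counting each gene once, 26 genes were DEGs on at least 1 day at 1 mM Ni and 1785 at 3 mM Ni. The sums moved most when the untreated libraries of day 0 replaced those of the same day, to 4535 at 1 mM and 4882 at 3 mM Ni. With DESeq2's Wald test in place of edgeR the sums were 234 and 2871. Single libraries also moved them: without the untreated day 5 library C3 the sums were 1439 and 3399, without the untreated day 5 library C5 the 1 mM sum was 9, and without the 3 mM Ni day 10 library 3B the 3 mM sum was 1521. Here and below, a fit without 1 library of the conditions compared also has less power. A call lost in such a fit therefore need not mean that the library was unusual.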

Compared to the untreated control, we identified 252 and 2888 significantly differentially expressed genes (DEGs; adjusted *p*-value < 0.05; fold change (FC) > 1 for upregulated or FC between 0 and 1 for downregulated genes) for *C. merolae* cells exposed to 1 and 3 mM Ni, respectively, compared to the untreated control.

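Of the genes labelled in Figure 2C, *CMI023C* and *CMI068C* were upregulated at 1 mM Ni on day 5, with log2 fold changes of 1.97 (edgeR adjusted p = 2.13e-05) and 1.26 (edgeR adjusted p = 0.00243), and at 3 mM Ni on day 5, with 2.59 (edgeR adjusted p = 1.5e-07) and 2.04 (edgeR adjusted p = 1.7e-06). *CMO185C* and *CMR026C* were upregulated on day 10, by 3.30 (edgeR adjusted p = 0.00157) and 2.05 (edgeR adjusted p = 0.0376) at 1 mM and 3.12 (edgeR adjusted p = 1.93e-04) and 2.09 (edgeR adjusted p = 9.21e-04) at 3 mM Ni. *CMD002C* had 1.63 (edgeR adjusted p = 0.0434) at 1 mM and 2.91 (edgeR adjusted p = 1.29e-05) at 3 mM Ni on day 10, and *CMQ297C* was downregulated at 3 mM Ni on that day, with -1.82 (edgeR adjusted p = 5e-06). The chloroplast genes *CMV064C*, *CMV047C*, *CMV063C* and *CMV221C*, labelled on day 15, had -5.00 (edgeR adjusted p = 0.536), -4.46 (edgeR adjusted p = 0.536), -3.68 (edgeR adjusted p = 0.536) and -4.52 (edgeR adjusted p = 0.536) at 1 mM Ni. They had -4.65 (edgeR adjusted p = 0.0195), -3.85 (edgeR adjusted p = 0.0227), -3.90 (edgeR adjusted p = 0.0123) and -3.88 (edgeR adjusted p = 0.0258) at 3 mM Ni. *CMR026C* at 1 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.28 without the untreated day 10 library C3). *CMD002C* was one in 0 of 6 (edgeR adjusted p = 0.186 without the untreated day 10 library C5). *CMV064C* at 3 mM Ni on day 15 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.95 without the untreated day 15 library C1). *CMV047C* was one in 2 of 6 (edgeR adjusted p = 0.572 without the untreated day 15 library C1). *CMV063C* was one in 4 of 6 (edgeR adjusted p = 0.891 without the untreated day 15 library C1). *CMV221C* at 3 mM Ni on day 15 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.96 without the untreated day 15 library C1). *CMI023C* and *CMI068C* at 1 mM Ni on day 5, and *CMO185C* at 1 mM Ni on day 10 stayed DEGs in every fit that left out 1 library. The 3 mM values of *CMI023C* and *CMI068C* on day 5 and of the other 4 nuclear genes on day 10 held in each of these fits.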

The large number of DEGs (Figure 2A–C) suggests the presence of tightly coordinated metabolic responses during the Ni adaptation of *C. merolae*. 

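The sum of DEGs over days was 79.5 times as high at 3 mM as at 1 mM Ni. This ratio ranged from 2.36 without the untreated day 5 library C3 to 224 without the untreated day 5 library C5 over the 27 fits that each left out 1 library and kept at least 2 libraries per condition. Tested directly, the 3 mM cultures differed from the 1 mM cultures in 4 genes on day 5, in 410 on day 10 (240 higher and 170 lower at 3 mM) and in 0 on day 15. At an unadjusted p under 0.05 the direct comparison gave 626, 1272 and 213 genes on the 3 days. The day 10 count fell to 5 without the 3 mM Ni day 10 library 3B and rose to 876 without the 3 mM Ni day 10 library 3C, and the day 5 count ranged from 0 without the 1 mM Ni day 5 library 1C to 59 without the untreated day 15 library C1. On day 15 it was 2 without the untreated day 15 library C1. DESeq2's Wald test gave 72, 635 and 3 genes on the 3 days. Libraries of the same rank in the culture labels deviated together within a day, and limma-voom with that rank as a block, a setting chosen after the data were seen, gave 89, 1412 and 6. DEGs at both doses with the same direction numbered 20 on day 5, 7 on day 10 and 0 on day 15. Over all tested genes the correlation of the log2 fold changes at both doses was 0.753, 0.753 and 0.851 on these days. The shared control alone gives a positive value: in 100 simulations of unchanged cultures, with the control libraries drawn as well, the median correlations were 0.511, 0.5 and 0.454 and the highest 0.562, 0.557 and 0.517. These simulations give each library of a gene the same spread, which understates that of the untreated day 5 library C3 and the untreated day 15 library C1. By root mean square log2 difference, C3 lay 0.766 and 0.724 from C4 and C5 of day 5, which lay 0.274 apart. A wider spread of the shared control raises the correlation that it gives alone. The simulated values therefore do not decide whether the doses shared a response on days 5 and 15.

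**Figure D1:**
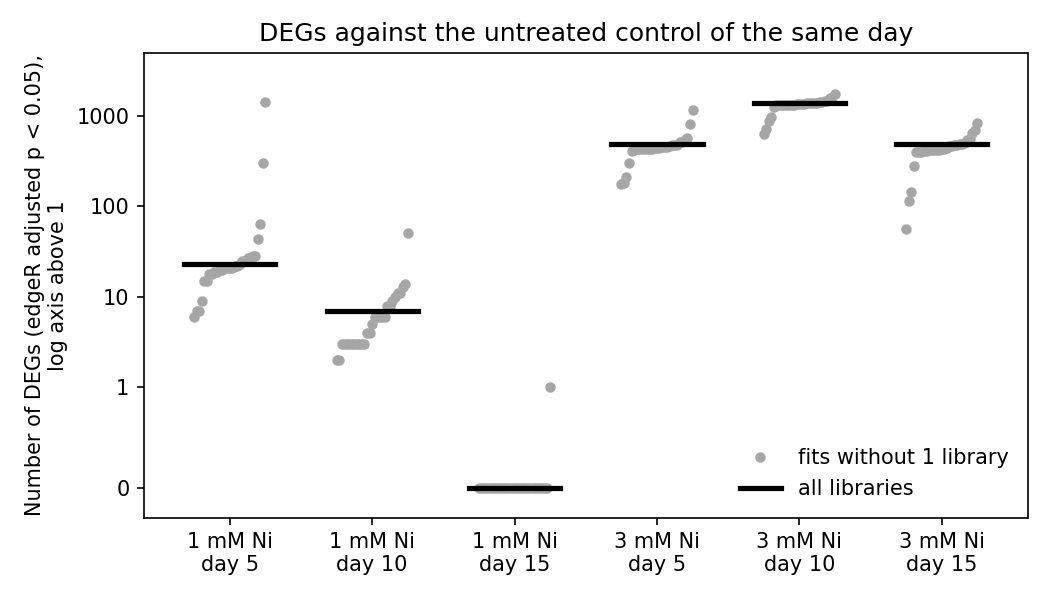
Number of DEGs (edgeR adjusted p under 0.05, vertical log axis) against the untreated control of the same day for each Ni concentration and day. Black lines give the fit of all libraries and grey points the fits that each left out 1 library, which lie between 6 and 1425 at 1 mM Ni on day 5 and between 642 and 1752 at 3 mM Ni on day 10.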

The over 10-fold higher number of DEGs at 3 mM Ni compared to the 1 mM indicates substantial transcriptomic remodeling in this extremophile, which correlates with the cell growth dynamics observed for 3 mM Ni (Figure 1). Figure 2A–C shows that the cells treated with 1 mM Ni exhibit the highest number of DEGs on day 5, followed by the gradual decline. 

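At 1 mM Ni, 23 genes were DEGs on day 5 (20 up and 3 down), 7 on day 10 (6 up and 1 down) and 0 on day 15, where the treated group held 2 libraries. The numbers at an unadjusted p under 0.05 were 1128, 420 and 436. Every treated library lay outside the range of the untreated ones for 26% of the genes on day 5 and 23.2% on day 10, where chance gives 10% on average, and for 13.6% on day 15, where 2 against 3 libraries give 20% on average by chance. Without the untreated day 5 library C3 the day 5 number was 1425, and without the untreated day 5 library C5 it was 6. On day 10 it ranged from 2 without the untreated day 10 library C5 to 51 without the untreated day 15 library C1, a library outside that comparison. On day 15 a single gene passed without the 3 mM Ni day 10 library 3C, and 0 passed in the other fits. Day 5 had the most DEGs in all 27 fits without 1 library that gave all 6 comparisons and in 10 of 13 other settings. Day 10 had the most with only the compared conditions in the fit (76 against 2 on day 5), with the rank of the culture label as a block in limma-voom (48 against 15, a setting chosen after the data were seen) and against the day 0 controls (1832 against 1399).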

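The 3 mM Ni cultures had 489 DEGs on day 5 (260 up and 229 down), 1402 on day 10 (720 up and 682 down) and 494 on day 15 (274 up and 220 down). Treated and untreated libraries did not overlap for 29.7%, 47.2% and 26.6% of the tested genes on these days, where chance gives 10% on average over the splits of the libraries. Genes vary together, so a single split can lie far from that average, and these shares are no test. Of the DEGs, 374, 990 and 356 changed by more than the 1.5-fold drawn as dashed lines in Figure 2C. The day 10 number lay between 642 without the 3 mM Ni day 10 library 3B and 1752 without the untreated day 15 library C1. For day 5 it lay between 179 without the 3 mM Ni day 5 library 3C and 1157 without the untreated day 5 library C3, and for day 15 between 57 without the 3 mM Ni day 15 library 3D and 843 without the untreated day 15 library C3. Day 10 kept the highest number in all 27 of these fits and in 12 of 13 other settings, the exception being the comparison with the day 0 controls (1743 on day 5 and 1617 on day 10). Days 5 and 10 shared 377 DEGs with the same direction, days 10 and 15 shared 204 with the same and 2 with the opposite direction, and 73 genes were upregulated and 36 downregulated on all 3 days. A test of the change itself gave 0 genes whose response to 3 mM Ni differed between days 5 and 10 and 0 between days 10 and 15, with 254 and 1058 genes at an unadjusted p under 0.05. Without the 3 mM Ni day 10 library 3C these tests gave 19 and 460 genes, and DESeq2 with its Wald test gave 4 and 180. As libraries of the same rank in the culture labels deviated together, limma-voom was also run with the rank within a day as a block, a setting chosen after the data were seen. It gave 1 and 135 genes for the 2 changes and 1545 DEGs on day 5, so the 0 genes do not show that the response stayed the same.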

Interestingly, in the case of 3 mM Ni adaptation, the highest number of DEGs was observed on day 10, which corresponds to the onset of the recovery phase of cell growth (Figure 1).

The DEGs shown in Figure 3 and listed in Table S1 reflect the intricate, dynamic remodeling of the transcriptome during the long-term exposure of *C. merolae* cells to Ni. Differentially regulated DEGs associated with the same metabolic function were observed at different timepoints. Below, we present a comprehensive analysis of transcriptomic changes associated with DNA replication and structural remodeling, cytoskeleton remodeling, oxidative stress responses, intra/extracellular metal transport and sequestration, and protein quality control, as well as lipid and energy metabolism.

### 2.2. DNA Replication and Structure Remodeling During Ni Adaptation

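Table S2 lists DEGs of DNA maintenance, of which 107 loci could be read from the supplement and all were tested. Under 3 mM Ni, 13 of them were upregulated and 6 downregulated on day 5, 38 and 23 on day 10, and 36 and 2 on day 15. Adjusted over the list alone, these numbers were 26 and 10, 41 and 25, and 46 and 3, which is not independent evidence because the study chose the list on these samples. Under 1 mM Ni, 1 locus was upregulated on day 5 and 1 on day 10, and none on day 15, where 16 loci were higher and 3 lower at an unadjusted p under 0.05. Without the untreated day 5 library C3, 38 loci were upregulated and 9 downregulated at 1 mM Ni on day 5, and 38 and 11 at 3 mM Ni, whereas without the untreated day 5 library C5 the 3 mM numbers of day 5 were 2 and 0. For day 10 the lowest number upregulated was 23 without the 3 mM Ni day 10 library 3B and the lowest downregulated 9 without the 3 mM Ni day 10 library 3A. For day 15 the number upregulated was 5 without the 3 mM Ni day 15 library 3D and the number downregulated 0 without the untreated day 15 library C1 and 3 without the untreated day 15 library C3.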

Long-term Ni exposure triggered dynamic transcriptomic remodeling in *C. merolae*, particularly in DNA-related pathways; 1 mM Ni-treated cells exhibited the highest number of DEGs on day 5, while 3 mM Ni-exposed cells peaked at day 10 indicating treatment-specific temporal response (Table S2). Specifically, the highest expression of genes involved in cell cycle regulation, chromosome segregation, histone modification, and DNA repair was observed on day 10, while a shift towards the upregulation of DNA replication-related genes was apparent on day 15 (Figure 4A). These findings highlight a time-dependent shift in the critical cellular responses during Ni adaptation.

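By category of Table S2, 2 of 49 loci of regulation were upregulated at 3 mM Ni on day 5, 20 on day 10 and 10 on day 15. For repair, 6 of 35, 11 and 12 loci were upregulated on the 3 days, for recombination 1 of 8, 4 and 4, and for replication 6 of 34, 10 and 18. Single libraries moved the day 15 numbers to 0 (regulation) and 4 (replication) without the 3 mM Ni day 15 library 3D and to 3 (repair) without the untreated day 15 library C1, and the day 10 numbers of regulation and repair to 12 and 7 without the 3 mM Ni day 10 library 3B. On day 5, regulation, repair, recombination and replication had 11, 12, 6 and 22 loci without the untreated day 5 library C3. A set of 23 genes taken from words for replication factors in the gene descriptions holds MCM8 but not the other MCM genes of the paper's text or Psf1 to Psf3, which are described in other words or not at all. It had a median log2 fold change of 0.54 on day 5 (camera adjusted p = 6.84e-04), 0.30 on day 10 (camera adjusted p = 0.16) and 1.13 on day 15 (camera adjusted p = 9.31e-09), with 19, 16 and 21 genes higher than in the control. The day 10 median fell to 0.05 without the untreated day 10 library C1 and passed camera's threshold without the untreated day 10 library C3 (camera adjusted p = 0.0393). The change of the set's response from day 10 to day 15 had a median of 0.44 and was higher for 21 genes (camera adjusted p = 0.00199, fry adjusted p = 0.176).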

Heavy metals including Ni are well documented as impairing DNA integrity by inhibiting synthesis, increasing mutation rates, and inducing chromosomal aberrations [4,25]. Cells counteract these effects by activating DNA repair and replication molecular machinery, regulated via chromosome segregation, as well as epigenetic modifications.

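The MCM genes MCM1 (*CMD025C*), MCM5 (*CMF173C*), MCM6 (*CMJ261C*) and MCM7 (*CMR234C*) are on the list of named loci, and for MCM4 the locus *CMP356C* of Table S2 was used, because the locus printed in the text (*CMP365C*) is not in the table of counts. Under 3 mM Ni on day 15 the log2 fold changes were 2.19 (standard error 0.61, edgeR adjusted p = 0.0258) for MCM1, 1.61 (standard error 0.53, edgeR adjusted p = 0.0518) for MCM4, 2.10 (standard error 0.49, edgeR adjusted p = 0.0137) for MCM5, 2.18 (standard error 0.67, edgeR adjusted p = 0.0398) for MCM6 and 1.86 (standard error 0.45, edgeR adjusted p = 0.016) for MCM7. None of the 5 genes passed the threshold on day 5 or day 10 at 3 mM Ni or on any day at 1 mM Ni, where the list had 4, 0 and 4 genes higher at an unadjusted p under 0.05 on days 5, 10 and 15. The medians of the 5 genes were 0.86, 0.26 and 2.10 at 3 mM Ni and 1.26, -0.27 and 1.49 at 1 mM Ni on days 5, 10 and 15. MCM1 at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.118 without the untreated day 15 library C1). MCM5 was one in 3 of 6 (edgeR adjusted p = 0.0777 without the 3 mM Ni day 15 library 3D). MCM6 was one in 3 of 6 (edgeR adjusted p = 0.162 without the untreated day 15 library C1). MCM7 at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0794 without the untreated day 15 library C1). MCM4 at 3 mM Ni on day 15 (edgeR adjusted p = 0.0175) passed the threshold without the untreated day 15 library C4. Without the untreated day 5 library C3, 5 of the 5 genes passed at 1 mM Ni and 4 at 3 mM Ni on day 5. With DESeq2's Wald test in place of edgeR, MCM4 also passed at 3 mM Ni on day 15 (DESeq2 adjusted p = 0.0182).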

During the 1 and 3 mM Ni treatments, transcripts linked to the replication pre-initiation complex (pre-RC) were upregulated (Figure 4B, Tables S1 and S2), including MCM1 (*CMD025C*), MCM4 (*CMP365C*), MCM5 (*CMF173C*), MCM6 (*CMJ261C*), and MCM7 (*CMR234C*), indicating enhanced replication licensing during the early G1 phase [26]. The selective upregulation of additional components crucial to DNA synthesis [24], like MCM8 (*CMT087C*), MCM9 (*CMO137C*), and the entire GINS complex (Psf1 *CMR136C*, Psf2 *CMQ381C*, Psf3 *CMP212C*, and Sld5 *CMR406C*) suggests a targeted enhancement in replication efficiency under stress in *C. merolae*.

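MCM8 (*CMT087C*) had a log2 fold change of 1.66 (standard error 0.31, edgeR adjusted p = 0.00216) at 3 mM Ni on day 5, 1.495 (edgeR adjusted p = 0.00137) on day 10 and 1.56 (edgeR adjusted p = 0.00728) on day 15, and 1.55 (edgeR adjusted p = 0.0216) at 1 mM Ni on day 5. For MCM9 (*CMO137C*) the 3 mM values were 1.55 (edgeR adjusted p = 0.00859), 1.51 (edgeR adjusted p = 0.0032) and 2.26 (edgeR adjusted p = 0.00165). Among the GINS genes, Psf2 (*CMQ381C*) was upregulated on all 3 days at 3 mM Ni, by 1.45 (edgeR adjusted p = 0.0225), 1.49 (edgeR adjusted p = 0.00624) and 1.35 (edgeR adjusted p = 0.0407). Psf1 (*CMR136C*) was upregulated on days 5 and 10, by 0.81 (edgeR adjusted p = 0.0119) and 0.69 (edgeR adjusted p = 0.0104), Psf3 (*CMP212C*) on day 10 by 0.90 (edgeR adjusted p = 0.0225) and Sld5 (*CMR406C*) on day 15 by 1.15 (edgeR adjusted p = 0.0493). MCM8 at 1 mM Ni on day 5 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.234 without the untreated day 5 library C5). MCM9 at 3 mM Ni on day 5 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0637 without the untreated day 5 library C5). Psf2 was one in 2 of 6 (edgeR adjusted p = 0.129 without the untreated day 5 library C4). Psf1 was one in 3 of 6 (edgeR adjusted p = 0.0908 without the untreated day 5 library C5). Psf2 at 3 mM Ni on day 15 was a DEG in 1 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.132 without the 3 mM Ni day 15 library 3E). Sld5 was one in 2 of 6 (edgeR adjusted p = 0.186 without the 3 mM Ni day 15 library 3D). Psf1 at 3 mM Ni on day 10 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0768 without the 3 mM Ni day 10 library 3B). Psf3 was one in 2 of 6 (edgeR adjusted p = 0.11 without the untreated day 10 library C1). MCM8 at 3 mM Ni on day 5, MCM8, MCM9 and Psf2 at 3 mM Ni on day 10, and MCM8 and MCM9 at 3 mM Ni on day 15 stayed DEGs in every fit that left out 1 library.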

In addition to the preemptive replication machinery upregulation, we also observed a coordinated upregulation of key components of the DNA replication machinery: POLA (*CMF127C*, *CMI176C*), POLD (*CMB052C*, *CMN199C*), and POLE (*CMH082C*), as well as RFC2 (*CMF110C*) and PCNA (*CMS101C*), (Figure 4B). These proteins function in both replication and repair, reinforcing genome stability under Ni stress. 

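The POLA genes *CMF127C* and *CMI176C* had log2 fold changes of 1.36 (standard error 0.34, edgeR adjusted p = 0.0187) and 1.01 (standard error 0.25, edgeR adjusted p = 0.0167) at 3 mM Ni on day 15, and the POLD gene *CMB052C* 0.78 (standard error 0.22, edgeR adjusted p = 0.0263). The other POLD gene, *CMN199C*, passed on day 10 with 0.69 (edgeR adjusted p = 0.00249), and POLE (*CMH082C*) on day 5 with 0.67 (edgeR adjusted p = 0.0185). RFC2 (*CMF110C*) passed on no day, and its highest value, on day 5, was 0.54 (edgeR adjusted p = 0.0656), which was past the threshold with DESeq2's Wald test (DESeq2 adjusted p = 0.0361). PCNA (*CMS101C*) had a log2 fold change of 1.64 (standard error 0.48, edgeR adjusted p = 0.0337) on day 15. Under 1 mM Ni none of the 7 genes was a DEG on days 5, 10 or 15, with 3, 0 and 1 higher at an unadjusted p under 0.05, and 3 passed on day 5 without the untreated day 5 library C3. *CMF127C* at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0897 without the untreated day 15 library C1). *CMI176C* was one in 3 of 6 (edgeR adjusted p = 0.0929 without the 3 mM Ni day 15 library 3D). *CMB052C* was one in 2 of 6 (edgeR adjusted p = 0.126 without the untreated day 15 library C1). PCNA at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.157 without the untreated day 15 library C1). POLE at 3 mM Ni on day 5 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.112 without the untreated day 5 library C4). RFC2 at 3 mM Ni on day 5 (edgeR adjusted p = 0.0364) passed the threshold without the untreated day 5 library C3. *CMN199C* at 3 mM Ni on day 10 was a DEG in all 6 fits that each left out 1 library.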

The upregulation of repair genes, including MRE11 (*CMB035C*), MSH4 (*CMK199C*, *CMB035C*) MSH6 (*CMI229C*), and TFIH family members (*CMT290C*, *CME176C*), further confirms the activation of damage-control mechanisms [27]. Such patterns mirror mammalian systems, where increased replication activates MSH/MLH genes [28]. 

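On day 15 at 3 mM Ni the repair genes *CMB035C*, which the paper gives for both MRE11 and MSH4, *CMK199C* (MSH4) and *CMI229C* (MSH6) were upregulated by log2 fold changes of 0.71 (standard error 0.18, edgeR adjusted p = 0.0174), 1.09 (standard error 0.34, edgeR adjusted p = 0.0432) and 0.62 (standard error 0.18, edgeR adjusted p = 0.0335). The coordinates of *CMK199C* overlap those of another gene, and the counting was strand-specific. On day 10 the TFIIH genes *CMT290C* and *CME176C* had log2 fold changes of 0.54 (standard error 0.15, edgeR adjusted p = 0.0105) and 0.56 (standard error 0.21, edgeR adjusted p = 0.0428), with treated and untreated libraries overlapping in both. *CMB035C* at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.085 without the untreated day 15 library C1). *CMK199C* was one in 1 of 6 (edgeR adjusted p = 0.115 without the 3 mM Ni day 15 library 3D). MSH6 was one in 2 of 6 (edgeR adjusted p = 0.161 without the untreated day 15 library C1). *CMT290C* at 3 mM Ni on day 10 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.083 without the 3 mM Ni day 10 library 3B). *CME176C* was one in 2 of 6 (edgeR adjusted p = 0.172 without the 3 mM Ni day 10 library 3B).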

The upregulation of both replication and repair machinery represents a strategic cellular response in *C. merolae* to preserve genomic integrity in a challenging environment as under Ni-induced stress.

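Of the SMC complexes, 7 genes have descriptions that name cohesin, condensin or SMC, 6 of them other subunits and 1 the SMC protein SMC6. The genes of SMC1 to SMC5 and Dcc1, described in other words or not at all, are not in this set. It had a median log2 fold change of 0.47 at 3 mM Ni on day 10 (camera adjusted p = 0.0205, fry adjusted p = 0.00701) and 0.24 on day 15 (camera adjusted p = 0.0269, fry adjusted p = 0.0397). On day 10, 6 of its genes were higher than in the untreated cultures and 4 were DEGs, and on day 15 7 were higher and 2 were DEGs. Adjusted over the list alone, 4 and 3 genes passed on the 2 days. The day 15 median was 0.09 without the untreated day 15 library C3 and 0.48 without the untreated day 15 library C1, and camera's call was lost in 3 of 6 fits, with a camera adjusted p = 0.139 without the untreated day 15 library C3. No DEG of the set remained on day 15 without the untreated day 15 library C1, against 3 genes at an unadjusted p under 0.05 with all libraries. The median of day 10 was 0.70 without the untreated day 10 library C3.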

Another DEG cluster upregulated at 3 mM Ni (days 10 and 15) involved SMC (structural maintenance of chromosome) complexes, which support chromosomal transmission, condensation, and segregation, and DNA repair and recombination, as well as epigenetic silencing [29,30]. Notably, genes encoding the cohesin subunits SMC1-SMC3 (*CMI192C-CML027C*) and Dcc 1 (*CMN029C*) were upregulated, as were condensin components SMC2-SMC4 (*CMG189C-CME029C*), subunit G (*CMS422C*) and condensin II subunits D3 (*CMQ236C*), G2 (*CMA089C*), and H2 (*CMI207C*). These findings support the presence of active regulation of chromosomal architecture in *C. merolae* cells during Ni adaptation.

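The cohesin genes passed the threshold on day 15 at 3 mM Ni, with log2 fold changes of 1.55 (standard error 0.38, edgeR adjusted p = 0.016) for SMC1 (*CMI192C*), 1.53 (standard error 0.40, edgeR adjusted p = 0.021) for SMC3 (*CML027C*) and 1.42 (standard error 0.36, edgeR adjusted p = 0.0187) for Dcc1 (*CMN029C*). The condensin genes passed on day 10, with 0.82 (standard error 0.19, edgeR adjusted p = 0.00342) for SMC2 (*CMG189C*), 0.82 (standard error 0.18, edgeR adjusted p = 0.00247) for SMC4 (*CME029C*) and 0.75 (standard error 0.16, edgeR adjusted p = 0.00224) for condensin subunit G (*CMS422C*). Of condensin II, D3 (*CMQ236C*) had 0.85 (edgeR adjusted p = 0.00284), G2 (*CMA089C*) 0.47 (edgeR adjusted p = 0.0226) and H2 (*CMI207C*) 0.82 (edgeR adjusted p = 0.00222) on day 10. The coordinates of SMC2, subunit G and H2 overlap those of a neighbouring gene, whose reads strand-specific counting keeps apart only where the strands differ. SMC1 at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0783 without the 3 mM Ni day 15 library 3D). SMC3 was one in 3 of 6 (edgeR adjusted p = 0.0969 without the untreated day 15 library C1). Dcc1 was one in 3 of 6 (edgeR adjusted p = 0.0761 without the 3 mM Ni day 15 library 3E). Condensin II G2 at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.116 without the 3 mM Ni day 10 library 3A). SMC2, SMC4, condensin subunit G, condensin II D3 and condensin II H2 at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library. On day 15 none of the 6 condensin genes was a DEG, and on day 10 none of the 3 cohesin genes was, although Dcc1 passed on day 10 without the untreated day 10 library C3 (edgeR adjusted p = 0.0146).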

Additionally, SMC5-SMC6 (*CMH246C-CMA066C*), involved in the ds break DNA repair [31], were also upregulated. 

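SMC6 (*CMA066C*) had a log2 fold change of 0.71 (standard error 0.22, edgeR adjusted p = 0.0433) at 3 mM Ni on day 15, and SMC5 (*CMH246C*) had a log2 fold change of 0.71 (standard error 0.26, edgeR adjusted p = 0.0758), with every treated library above every untreated one for both. With DESeq2's Wald test SMC5 passed (DESeq2 adjusted p = 0.0445). SMC6 at 3 mM Ni on day 15 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.214 without the untreated day 15 library C1). SMC5 at 3 mM Ni on day 15 (edgeR adjusted p = 0.00887) passed the threshold without the untreated day 15 library C3.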

Genes associated with the kinetochore and spindle assembly checkpoint (SAC) were induced (Tables S1 and S2), all four Ndc80 complex subunits (*CMG078C*, *CMB012C*, *CMG186C*, *CMI101C*), Bub1/Mad3 (*CMK144C*), Mps1 (*CMB064C*, *CMB108C*), and SKA1 (*CMI099C*), indicating tight control of mitotic chromosome alignment [32].

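Under 3 mM Ni on day 10 the 4 Ndc80 complex genes had log2 fold changes of 0.64 (standard error 0.24, edgeR adjusted p = 0.0457) for *CMG078C* (Ndc80), 0.65 (standard error 0.22, edgeR adjusted p = 0.03) for *CMB012C* (Nuf2), 0.76 (standard error 0.19, edgeR adjusted p = 0.00643) for *CMG186C* (Spc24) and 0.72 (standard error 0.15, edgeR adjusted p = 0.00138) for *CMI101C* (Spc25). Bub1/Mad3 (*CMK144C*) had 0.63 (edgeR adjusted p = 0.00747) on day 10 and 0.59 (edgeR adjusted p = 0.0286) on day 15, and SKA1 (*CMI099C*) 1.12 (edgeR adjusted p = 0.00164) on day 10. The Mps1 genes *CMB064C* and *CMB108C* had 1.06 (edgeR adjusted p = 0.0111) and 0.98 (edgeR adjusted p = 0.0249) on day 10; HTSeq-count by default leaves out reads that map to more than 1 place, so reads the 2 genes share would be missing from both. Ndc80 at 3 mM Ni on day 10 was a DEG in 1 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.18 without the 3 mM Ni day 10 library 3B). Nuf2 was one in 2 of 6 (edgeR adjusted p = 0.165 without the 3 mM Ni day 10 library 3A). Spc24 was one in 5 of 6 (edgeR adjusted p = 0.0518 without the 3 mM Ni day 10 library 3B). *CMB064C* at 3 mM Ni on day 10 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0801 without the 3 mM Ni day 10 library 3A). *CMB108C* was one in 2 of 6 (edgeR adjusted p = 0.128 without the 3 mM Ni day 10 library 3A). Bub1/Mad3 at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.128 without the untreated day 15 library C1). Spc25, Bub1/Mad3 and SKA1 at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library. None of the 8 genes was a DEG at 1 mM Ni on any day, with 2, 0 and 0 higher at an unadjusted p under 0.05 on days 5, 10 and 15, and without the untreated day 5 library C3 3 passed on day 5.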

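Table S2 gives 24 downregulated loci at 3 mM Ni on day 10, 11 on day 5 and 3 on day 15 among those legible. Each of them had a negative log2 fold change here, with medians of -0.51 on day 5, -0.52 on day 10 and -0.57 on day 15, and 6, 23 and 2 of them were DEGs. Adjusted over the list alone, 10, 24 and 3 passed, on loci that the study chose on these samples. In the category of regulation, which the table uses for the cell cycle, chromosome segregation and histone modification, 14 of 49 loci were downregulated on day 10, 2 on day 5 and 2 on day 15, against 20, 2 and 10 upregulated. The largest fall of the category on day 10 was that of *CMR172C*, at -1.11. Leaving out 1 library lowered the day 10 number to 6 (without the 3 mM Ni day 10 library 3A), and on day 5 gave 7 without the untreated day 5 library C3 and 0 without the untreated day 5 library C5.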

Among the downregulated DEGs, most clustered around histone acetylation and methylation or methyltransferase activity (Table S2), suggesting reduced in chromatin accessibility and a possible transcriptional silencing response in *C. merolae* cells under Ni stress.

Moreover, SAC-related and microtubule-associated genes were consistently upregulated at 3 mM Ni on day 10, indicating reinforcement of the cytoskeletal integrity during cell division.

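The 8 kinetochore and checkpoint genes named above had a median log2 fold change of 0.74 at 3 mM Ni on day 10, against 0.29 on day 5 and 0.11 on day 15. The numbers of DEGs among them on days 5, 10 and 15 were 0, 8 and 1, with 1 gene higher at an unadjusted p under 0.05 on day 5. Leaving out the 3 mM Ni day 10 library 3B brought the day 10 number to 3, leaving out the untreated day 15 library C1 the day 15 number to 0, and leaving out the untreated day 5 library C3 the day 5 number to 3.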

Together, these transcriptomic responses—the upregulation of repair, replication, and chromatin organization genes, alongside suppression of histone modifications—suggest a tightly controlled adaptation mechanism driving cell recovery from day 10 onward during 3 mM Ni exposure of *C. merolae* cells (Figure 1, Tables S1 and S2).

### 2.3. Regulation of Oxidative Stress Responses

Our recent study demonstrated that *C. merolae* cells exposed to 1–10 mM Ni for 15 days display a dynamic amelioration of the ROS accumulation between days 10 and 15, especially for 3 mM Ni-exposed cells [22]. The extreme environment in which *C. merolae* thrives is rich in heavy metals, which can induce oxidative stress, the indirect formation of ROS, and ROS-induced lipid peroxidation [4]. High ROS levels can ultimately damage membranes and enzymes and induce apoptosis. The dynamic growth of *C. merolae* under Ni suggests that this alga has evolved efficient responses to oxidative stress. Indeed, the DEG analysis revealed key components involved in ROS detoxification during Ni adaptation (Figure 5, Table S1).

Mn superoxide dismutase (MnSOD) was downregulated in a non-specifically localized variant on day 10 of 3 mM Ni adaptation, whereas the mitochondrial counterpart was upregulated both on days 5 and 10 (Figure 5 and Table S1). This suggests that the transcriptional activation of mitochondrial MnSOD is the primary response to increased ROS levels. However, other ROS-processing enzymes, like catalase (CAT) and glutathione peroxidase (GPX), were either downregulated or unchanged compared to the control (Figure 5, Table S1), highlighting a fine-tuned oxidative stress regulation involving various components of the ROS detoxification pathways.

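The gene described as Mn superoxide dismutase without a localization (*CMT028C*) lies on chromosome 20 of ASM9120v1 from 70562 to 71509 and had a log2 fold change of -1.25 (standard error 0.42, edgeR adjusted p = 0.0286) at 3 mM Ni on day 10. The gene described as mitochondrial (*CMR158C*) lies on chromosome 18 of ASM9120v1 from 392571 to 393380 and had a log2 fold change of 0.73 (standard error 0.19, edgeR adjusted p = 0.0177) on day 5 and 0.60 (edgeR adjusted p = 0.0226) on day 10. *CMT028C* at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.112 without the 3 mM Ni day 10 library 3A). *CMR158C* was one in 1 of 6 (edgeR adjusted p = 0.14 without the 3 mM Ni day 10 library 3B). *CMR158C* at 3 mM Ni on day 5 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.114 without the 3 mM Ni day 5 library 3C). In all 3 comparisons the treated and the untreated libraries did not overlap.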

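Catalase (*CMI050C*, on chromosome 9 of ASM9120v1 from 147075 to 148565) had a log2 fold change of -1.62 (standard error 0.45, edgeR adjusted p = 0.00981) at 3 mM Ni on day 10, -0.98 (edgeR adjusted p = 0.153) on day 5 and 0.01 (edgeR adjusted p = 0.99) on day 15. Catalase at 3 mM Ni on day 10 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0709 without the 3 mM Ni day 10 library 3B). Catalase at 3 mM Ni on day 5 (edgeR adjusted p = 0.0481) passed the threshold without the untreated day 5 library C3. No gene in the table is described as a glutathione peroxidase, so that enzyme was not analysed here.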

Our findings highlight the importance of the ascorbate–glutathione cycle (AsA-GSH) in Ni-induced oxidative stress response. The upregulation of cytosolic ascorbate hydrogen peroxidase (APX), monodehydroascorbate reductase (MDHAR), and glutathione reductase (GR) suggests that this pathway plays a major role in *C. merolae*’s Ni adaptation (Figure 5). This is consistent with a similar observation in higher plants, where metal stress upregulates the same pathway [33]. 

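Cytosolic ascorbate hydrogen peroxidase (*CMC150C*) had log2 fold changes of 0.14 (edgeR adjusted p = 0.597), 0.41 (edgeR adjusted p = 0.05) and -0.48 (edgeR adjusted p = 0.0493) at 3 mM Ni on days 5, 10 and 15. For the monodehydroascorbate reductase gene *CMT414C*, which the annotation describes as mitochondrial, they were -0.11 (edgeR adjusted p = 0.651), 0.04 (edgeR adjusted p = 0.847) and 0.38 (edgeR adjusted p = 0.0843). Glutathione reductase (*CMC043C*) was upregulated on day 10, with a log2 fold change of 0.89 (standard error 0.23, edgeR adjusted p = 0.00643), and had 0.68 (edgeR adjusted p = 0.0579) on day 5. Ascorbate peroxidase at 3 mM Ni on day 15 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.381 without the untreated day 15 library C1). Ascorbate peroxidase at 3 mM Ni on day 10 (edgeR adjusted p = 0.0209) passed the threshold without the 3 mM Ni day 10 library 3C. Monodehydroascorbate reductase at 3 mM Ni on day 15 (edgeR adjusted p = 0.042) passed the threshold without the untreated day 15 library C3. Glutathione reductase at 3 mM Ni on day 5 (edgeR adjusted p = 0.00597) passed the threshold without the untreated day 5 library C3. Glutathione reductase at 3 mM Ni on day 10 was a DEG in all 6 fits that each left out 1 library. DESeq2's Wald test also called ascorbate peroxidase at 3 mM Ni on day 10 (DESeq2 adjusted p = 0.0309), monodehydroascorbate reductase at 3 mM Ni on day 15 (DESeq2 adjusted p = 0.0306) and glutathione reductase at 3 mM Ni on day 5 (DESeq2 adjusted p = 0.0317).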

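Glutathione synthetase (*CMF043C*) had log2 fold changes of -0.34 (edgeR adjusted p = 0.119), -0.33 (edgeR adjusted p = 0.0718) and 0.34 (edgeR adjusted p = 0.116) at 3 mM Ni on days 5, 10 and 15. Of 6 genes described as glutathione S-transferases, *CMR110C* and *CMS309C* were upregulated on day 10, with 1.505 (standard error 0.44, edgeR adjusted p = 0.0137) and 1.38 (standard error 0.34, edgeR adjusted p = 0.00486), and *CMK074C* was downregulated, with -1.08 (standard error 0.31, edgeR adjusted p = 0.0128). The other 3 transferase genes were not DEGs at 3 mM Ni on days 5, 10 or 15, and none of the 7 genes was one at 1 mM Ni, where 0, 1 and 0 were higher and 1, 0 and 0 lower at an unadjusted p under 0.05 on the 3 days. Without the untreated day 5 library C3, 2 of them passed as downregulated at 1 mM Ni on day 5. *CMR110C* at 3 mM Ni on day 10 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0591 without the untreated day 10 library C1). *CMK074C* was one in 4 of 6 (edgeR adjusted p = 0.0792 without the 3 mM Ni day 10 library 3B). *CMF043C* at 3 mM Ni on day 5 (edgeR adjusted p = 0.0481) passed the threshold without the untreated day 5 library C3. *CMS309C* at 3 mM Ni on day 10 was a DEG in all 6 fits that each left out 1 library. No gene is described as a phytochelatin synthase, so phytochelatins were not analysed here.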

Interestingly, genes involved in ROS scavenging, such as glutathione (GSH) and phytochelatins (PCs), remain unchanged, although two genes encoding glutathione S-transferase (GST) were upregulated, pointing towards their role in Ni-induced oxidative stress response in *C. merolae*.

During the recovery phase of Ni adaptation, biotin biosynthesis was upregulated (Table S1), consistent with findings in *C. reinhardtii* under mercury stress [34], indicating an evolutionary conserved adaptive response to heavy metal-induced oxidative stress. 

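The annotation describes *CMK049C* as similar to biotin synthase and *CMG023C* as an adenosylmethionine-8-amino-7-oxononanoate transaminase, an enzyme of biotin synthesis. The paper's text names no locus here, so it may have meant other genes. On day 10 of 3 mM Ni their log2 fold changes were -0.26 (standard error 0.14, edgeR adjusted p = 0.157) and -0.02 (standard error 0.11, edgeR adjusted p = 0.909), and on day 15 -0.31 (standard error 0.14, edgeR adjusted p = 0.151) and 0.06 (standard error 0.12, edgeR adjusted p = 0.766). Neither gene was a DEG in any fit that left out 1 library of these comparisons, where the values ranged from -0.34 to -0.16 for *CMK049C* and from -0.06 to 0.03 for *CMG023C* on day 10.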

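The gene described as mercuric reductase, *CMJ014C*, lies on chromosome 10 of ASM9120v1 from 47024 to 48493. Its transcript reached 139 ± 9.48 CPM (SD, n = 3) against 103 ± 19.1 (SD, n = 3) in the untreated cultures at 3 mM Ni on day 10, a log2 fold change of 0.44 (standard error 0.13, edgeR adjusted p = 0.0162). On days 5 and 15 the values were 0.06 (edgeR adjusted p = 0.813) and -0.05 (edgeR adjusted p = 0.841), and at 1 mM Ni on days 5, 10 and 15 -0.07 (edgeR adjusted p = 0.778), 0.27 (edgeR adjusted p = 0.573) and -0.04 (edgeR adjusted p = 0.942). *CMJ014C* at 3 mM Ni on day 10 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0941 without the untreated day 10 library C1).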

We also observed an intriguing upregulation of mercuric reductase, an enzyme that catalyzes the bio-transformation of Hg^2+^ into Hg^0^ and metacinnabar (β-HgS). This enzyme, considering also its activity in another extremophilic red microalga closely related to *C. merolae*, *G. sulphuraria* [35], may help maintain redox homeostasis by facilitating the conversion of Ni^2+^ to metallic Ni.

Another notable phenomenon was the upregulation of polyamine (PA) biosynthetic genes (Figure 5, Table S1), which suggests the protective role of these metabolites in *C. merolae* during Ni-oxidative stress. PAs stabilize membranes and metal-binding proteins, potentially reducing intracellular metal accumulation and enhancing stress tolerance [36]. Therefore, the transcriptional upregulation of PAs biosynthesis may result in the stabilization of an enzymatic antioxidant and metal chelation machinery during the mitigation of metal toxicity [37]. Our proposed PA biosynthesis pathway suggests arginine, rather than ornithine, as the precursor for putrescin [38] (Figure 5). The upregulation of enzymes such as ornithine carbamoyl transferase and ornithine/arginine decarboxylase (OAD) compensates for the downregulation of ornithine decarboxylase (ODC), while methionine adenosyltransferase (MAT) and S-adenosylmethionine decarboxylase (SAMDC), together with PAPT (putrescine aminopropyl transferase) and SPMS (spermine synthase), promote spermidine (Spd) and spermine (Spm) synthesis. Both PAs are involved in the amelioration of the oxidative stress response [39], inducing the expression of several heat-shock proteins (HSPs) [40], increasing the biosynthesis of the photosynthetic pigments (chlorophyll and carotenoids) [41], and protecting the structural and functional integrity of higher plant thylakoid membranes and photosynthetic apparatus under heavy metal stress [42]. This upregulation is consistent with the increased photosynthetic pigment content and thylakoid membrane stability in Ni-adapted *C. merolae* cells [22].

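The enzymes of polyamine synthesis were matched to genes by their descriptions. Ornithine carbamoyltransferase (*CML214C*) was upregulated at 3 mM Ni on day 10, with a log2 fold change of 1.25 (standard error 0.32, edgeR adjusted p = 0.00668). MAT (*CMN227C*) had 1.21 (edgeR adjusted p = 0.0189) on day 10, SAMDC (*CMO012C*) 0.96 (edgeR adjusted p = 0.0201) on day 5 and 1.18 (edgeR adjusted p = 0.00247) on day 10, and PAPT (*CMP329C*) 0.72 (edgeR adjusted p = 0.0104) and 0.81 (edgeR adjusted p = 0.00173). ODC (*CMA052C*) was downregulated on day 15, with a log2 fold change of -0.66 (standard error 0.17, edgeR adjusted p = 0.0178), and had -0.09 (edgeR adjusted p = 0.758) on day 5 and -0.26 (edgeR adjusted p = 0.252) on day 10. The gene described as arginine decarboxylase (*CMQ029C*) had 0.08 (edgeR adjusted p = 0.799), -0.18 (edgeR adjusted p = 0.456) and -0.05 (edgeR adjusted p = 0.892) on the 3 days. MAT at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0764 without the 3 mM Ni day 10 library 3B). SAMDC at 3 mM Ni on day 5 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.156 without the 3 mM Ni day 5 library 3C). PAPT was one in 3 of 6 (edgeR adjusted p = 0.077 without the untreated day 5 library C5). ODC at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.111 without the untreated day 15 library C1). Ornithine carbamoyltransferase, SAMDC and PAPT at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library. A spermine synthase could not be told from the descriptions and was not analysed here.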

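The 14 genes described with peroxisomes or peroxins, a set fixed from the annotation words, were tested together. Their median log2 fold change was -0.32 at 3 mM Ni on day 5 (camera adjusted p = 0.0195, fry adjusted p = 0.0188), with 11 of them lower than in the control, and -0.45 on day 10 (camera adjusted p = 0.00524, fry adjusted p = 0.00142), with 13 lower. On day 15 it was -0.10 (camera adjusted p = 0.358).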

Interestingly, genes related to peroxisomal function were downregulated during Ni adaptation. Peroxisomes, which manage ROS and lipid metabolism, showed a downregulation of genes related to structural and functional roles (see data for days 5 and 10, Table S1), suggesting a metabolic shift towards energy-saving pathways. This indicates a redirection of resources from energy-intensive processes like membrane biogenesis and lipid metabolism to essential functions such as DNA replication and ROS detoxification.

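Of these peroxisome genes, 2 were downregulated DEGs on day 5 and 6 on day 10, where 1 was upregulated, and adjusted over the list alone 2 and 8 were downregulated. The day 10 number was 1 without the untreated day 10 library C5, and the day 5 number 5 without the untreated day 5 library C3 and 0 without the untreated day 5 library C5. The set's median on day 5 was -0.21 without the 3 mM Ni day 5 library 3C, where it did not pass (camera adjusted p = 0.115), and on day 10 between -0.59 and -0.37 over the fits without 1 library.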

In summary, the upregulation of PAs biosynthesis genes and key ROS detoxification components suggests that these pathways contribute to the previously observed dynamic amelioration of ROS levels in Ni-exposed *C. merolae* cells [22]. On the other hand, the downregulation of peroxisomal genes points to the induction of an ‘energy-saving mode’ during the Ni adaptation of *C. merolae*, whereby diverting the metabolic resources occurs towards crucial cell survival pathways such as DNA replication, transcription, protein quality control, and heavy metal-induced ROS detoxification.

### 2.4. Protein Synthesis, Folding, and Degradation

Heavy metals exert adverse effects on multiple cellular components, including proteins, through direct interactions or ROS-induced oxidative stress. Cells respond by refolding, removing, and resynthesizing damaged proteins, processes regulated via heat shock proteins (HSPs) [43]. HSPs protect against heavy metal stress by preventing protein aggregation and priming damaged/misfolded proteins for degradation [44].

In this work, we observed the upregulation of several HSPs in 3 mM Ni-adapted *C. merolae* cells (Figure S1, Table S1), including HSP70 (*CMP145C*), which aids in protein refolding and prevent aggregation, thus enhancing heavy metal tolerance [44,45]. 

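HSP70 (*CMP145C*, described as cytosolic) lies on chromosome 16 of ASM9120v1 from 366427 to 368412. Its transcript had 5507 ± 666 CPM (SD, n = 3) against 2212 ± 517 (SD, n = 3) in the control at 3 mM Ni on day 5, a log2 fold change of 1.32 (standard error 0.37, edgeR adjusted p = 0.0256). The log2 fold change was 0.78 (edgeR adjusted p = 0.117) on day 10 and -0.57 (edgeR adjusted p = 0.33) on day 15. HSP70 at 3 mM Ni on day 5 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.113 without the untreated day 5 library C4).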

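Table S1 names 4 DnaJ loci that could be read, and all were tested. Under 3 mM Ni on day 5, 1 of them was upregulated and 1 downregulated, and on day 10 1 was upregulated and 2 were downregulated, with 2 and 2 upregulated on the 2 days when adjusted over the list alone. The largest changes on day 10 were those of *CML030C*, at 1.02, and *CMI136C*, at -1.21. None was a DEG on day 15, where 0 were higher and 0 lower at an unadjusted p under 0.05. In the fit without the untreated day 5 library C3 the number upregulated on day 5 was 0, and without the 3 mM Ni day 10 library 3A the number downregulated on day 10 was 1. The number downregulated on day 5 was 0 without the untreated day 5 library C4.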

HSP70 functions in concert with the co-chaperone DnaJ, which was also upregulated in Ni-treated cells (Table S1). 

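The GrpE genes *CMT423C* and *CML088C* had log2 fold changes of 1.34 (edgeR adjusted p = 0.023) and 0.80 (edgeR adjusted p = 0.017) at 3 mM Ni on day 5, and 1.05 (edgeR adjusted p = 0.0328) and 1.01 (edgeR adjusted p = 0.00169) on day 10. HSP110 (*CMS343C*) had 1.39 (edgeR adjusted p = 0.00538) and 0.97 (edgeR adjusted p = 0.017) on these days. The HSP90 genes *CMA061C* and *CMQ224C* were upregulated on day 10, with 0.69 (standard error 0.17, edgeR adjusted p = 0.00548) and 0.94 (standard error 0.36, edgeR adjusted p = 0.0496). None of the 5 genes was a DEG on day 15, with 0 higher and 0 lower at an unadjusted p under 0.05. *CMT423C* at 3 mM Ni on day 5 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.178 without the 3 mM Ni day 5 library 3C). *CML088C* was one in 3 of 6 (edgeR adjusted p = 0.0875 without the untreated day 5 library C5). *CMT423C* at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.134 without the untreated day 10 library C5). HSP110 was one in 3 of 6 (edgeR adjusted p = 0.0934 without the 3 mM Ni day 10 library 3C). *CMQ224C* was one in 0 of 6 (edgeR adjusted p = 0.179 without the untreated day 10 library C5). *CML088C* and *CMA061C* at 3 mM Ni on day 10, and HSP110 at 3 mM Ni on day 5 stayed DEGs in every fit that left out 1 library. Of the CCT subunits in Table S1, the gene descriptions name the complex only for 2 genes, both of subunit 6a, and the others were not tested as a set. These 2 genes were upregulated on days 5 and 10, with medians of 0.75 (camera adjusted p = 0.00686) and 0.79 (camera adjusted p = 0.0316), and neither on day 15, where the median was -0.01 and 0 passed an unadjusted p under 0.05. The number of these CCT genes called on day 5 was 0 without the untreated day 5 library C4, and on day 10 1 without the untreated day 10 library C5.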

Other upregulated HSPs at 3 mM Ni include nucleotide-exchange factors GrpE (*CMT423C*, *CML088C*), HSP110 (*CMS343C*), HSP90 (*CMA061C*, *CMQ224C*), which stabilizes intracellular proteins [43], and CCT protein (chaperonin containing TCP-1 complex), which is involved in actin and tubulin production [46]. The most broadly upregulated HSP transcript corresponds to the small HSP20 (sHSP20, *CMJ101C*) which was upregulated for all 3 mM Ni timepoints and for days 5 and 10 for 1 mM Ni-treated cells. This HSP prevents protein aggregation [43], as shown for *Tigriopus japonicus* under different metal stress [47].

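The small HSP20 gene *CMJ101C* lies on chromosome 10 of ASM9120v1 from 295921 to 296640. Under 3 mM Ni it reached 1319 ± 239 CPM (SD, n = 3) against 53.5 ± 11.3 (SD, n = 3) in the control on day 5, a log2 fold change of 4.62 (standard error 0.57, edgeR adjusted p = 2.46e-05). It had 2.70 (edgeR adjusted p = 9.89e-04) on day 10 and 1.91 (edgeR adjusted p = 0.0215) on day 15. Under 1 mM Ni the log2 fold change was 3.30 (standard error 0.54, edgeR adjusted p = 0.00243) on day 5, 2.16 (standard error 0.51, edgeR adjusted p = 0.0994) on day 10 and 0.65 (standard error 0.54, edgeR adjusted p = 0.708) on day 15. Every treated library lay above every untreated one on each of these days except day 15 at 1 mM Ni. *CMJ101C* at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0845 without the 3 mM Ni day 15 library 3D). *CMJ101C* at 1 mM Ni on day 5, at 3 mM Ni on day 5 and at 3 mM Ni on day 10 stayed a DEG in every fit that left out 1 library. The Wald test of DESeq2 called the gene at 1 mM Ni on day 10 (DESeq2 adjusted p = 0.00342).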

As heavy metal stress often results in protein damage, it trigger both protein degradation and enhanced translation to biosynthesize properly folded proteins. Indeed, in 3 mM Ni-adapted cells, we observed a massive transcriptional upregulation of ribosomal proteins, including 26 and 38 transcripts for the small ribosomal (40S) and the large (60S) ribosomal subunits, respectively (Figure S1, Table S1). However, the transcripts for ribosomal subunits encoded in the chloroplast genome were downregulated in both 1 and 3 mM Ni-exposed cells (Table S1).

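Of 28 tested genes described as 40S and 35 as 60S ribosomal proteins, 24 and 30 were upregulated on at least 1 day at 3 mM Ni. By day, the numbers were 1 and 5 on day 5, 24 and 30 on day 10, and none on day 15, where 1 and 0 were higher at an unadjusted p under 0.05. On day 15, 1 and 1 were downregulated, with 3 and 2 without the untreated day 15 library C3 and none without the untreated day 15 library C1, against 2 and 3 lower at an unadjusted p under 0.05 with all libraries. Without the 3 mM Ni day 10 library 3B the day 10 numbers were 13 and 21, and without the untreated day 5 library C3 the day 5 numbers were 18 and 21. The 63 cytosolic ribosomal protein genes had median log2 fold changes of 0.42 (camera adjusted p = 1.16e-08), 0.90 (camera adjusted p = 7.99e-21) and -0.04 (camera adjusted p = 0.462) on days 5, 10 and 15, with 55, 61 and 29 genes higher than in the control. Camera was run with a preset correlation between genes of 0.01, and of these 3 results only that of day 10 also passed fry (fry adjusted p = 0.00282, against 0.118 on day 5 and 0.897 on day 15), while with an estimated correlation none passed. The day 5 median moved most, to 0.18 without the 3 mM Ni day 5 library 3C and 0.67 without the untreated day 5 library C3. On day 15 the median was 0.09 without the untreated day 15 library C1, and without the 3 mM Ni day 15 library 3D it was -0.12 and passed camera's threshold (camera adjusted p = 0.016). The change from day 10 to day 15 had a median of -0.87 over the 63 genes (camera adjusted p = 1.23e-27, fry adjusted p = 0.042).

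**Figure D2:**
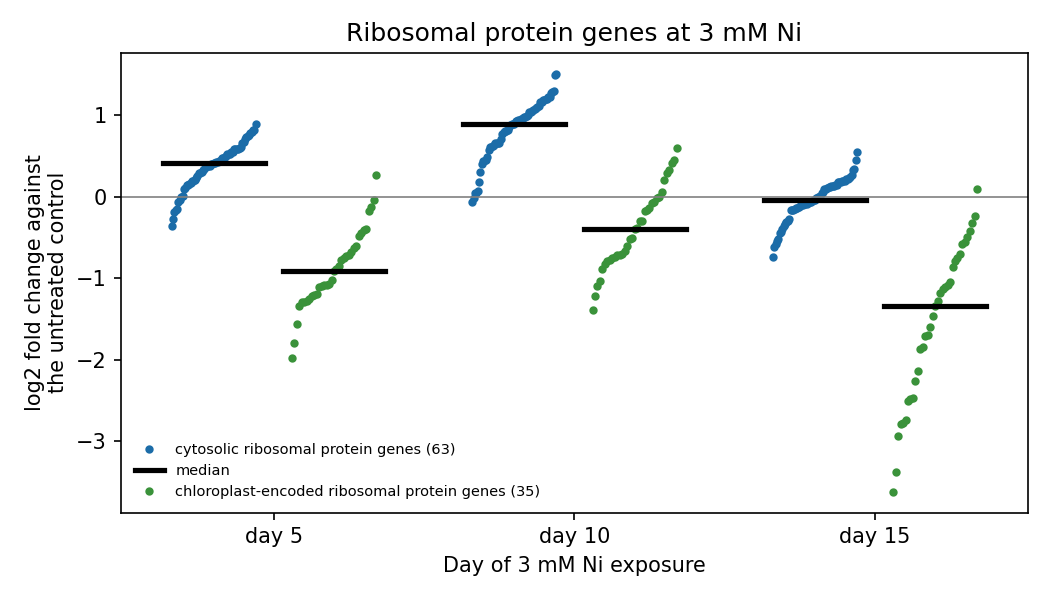
Log2 fold change of each ribosomal protein gene at 3 mM Ni against the untreated control on days 5, 10 and 15. Points are genes, blue for the 63 cytosolic and green for the 35 chloroplast-encoded ones, and black lines are medians, which on day 10 were 0.90 and -0.40.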

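The 35 tested ribosomal protein genes of the chloroplast genome had median log2 fold changes of -1.74, -0.30 and -1.68 at 1 mM Ni on days 5, 10 and 15 (camera adjusted p = 2.07e-11, 0.00413 and 1.56e-07). With 3 mM Ni they were -0.92, -0.40 and -1.34 (camera adjusted p = 7.44e-06, 0.12 and 5.74e-04), and none of the 6 results passed fry, whose lowest adjusted p was 0.0645 (1 mM Ni, day 5). Genes at or under 3 counts in every library of a group, set to their limit, changed the median at 1 mM Ni on day 5 to -1.28 and on day 15 to -1.59. Lower values were found for 34, 27 and 34 genes at 3 mM Ni on days 5, 10 and 15, of which 6, 3 and 3 were DEGs. Under 1 mM Ni none was a DEG, with 22, 2 and 11 lower at an unadjusted p under 0.05, and 13 were DEGs on day 5 without the untreated day 5 library C3. The day 15 medians rested on the untreated day 15 library C1: without it they were 0.00 at 1 mM Ni (camera adjusted p = 0.641) and 0.16 at 3 mM Ni (camera adjusted p = 0.814), and no gene was a DEG. Under 1 mM Ni on day 10 the median was -0.05 without the 1 mM Ni day 10 library 1B and -1.05 without the 1 mM Ni day 10 library 1D. On the same day at 3 mM Ni it was -0.03 without the untreated day 10 library C3, -0.75 without the 3 mM Ni day 10 library 3C and passed camera without the untreated day 10 library C1 (camera adjusted p = 0.00526). On day 5 it was -1.08 at 1 mM Ni and -0.48 at 3 mM Ni without the untreated day 5 library C5. Poly(A) selection captures chloroplast transcripts incompletely, so these values depend on that step.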

We also observed a differential expression of transcripts coding for proteasome proteins and proteins involved in ubiquitin-meditated proteolysis in Ni-adapted *C. merolae* cells (Figure S1, Table S1). 

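Of the 28 genes described as proteasome subunits, 4 were upregulated at 3 mM Ni on day 5, 19 on day 10 and 1 on day 15, 19 on at least 1 day, and none was downregulated (0, 0 and 1 lower at an unadjusted p under 0.05). Adjusted over the list alone, 8, 20 and 0 were upregulated. The median log2 fold changes were 0.35 (camera adjusted p = 3.97e-06, fry adjusted p = 0.00888), 0.57 (camera adjusted p = 4.87e-08, fry adjusted p = 6.18e-04) and 0.02 (camera adjusted p = 0.691, fry adjusted p = 0.725) on days 5, 10 and 15, with 27, 27 and 14 genes higher. Without the 3 mM Ni day 10 library 3B the day 10 number was 9, without the untreated day 5 library C4 the day 5 number was 1 and without the untreated day 5 library C3 it was 9. On day 15 it was 0 without the untreated day 15 library C1, and 2 genes were downregulated without the untreated day 15 library C4. The change of the response from day 10 to day 15 had a median of -0.57 (camera adjusted p = 1.5e-07, fry adjusted p = 0.042).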

Of the 22 DEGs of proteasomal subunits, most were upregulated in 3 mM Ni-treated cells, particularly on day 10. On the other hand, the transcriptional regulation of ubiquitin–proteasome pathway components is more complex, with upregulation of the E1-ubiquitin activation enzyme and varying regulation of E2 and E3 components involved in protein degradation.

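The gene described as ubiquitin-activating enzyme E1, *CMI034C*, lies on chromosome 9 of ASM9120v1 from 103112 to 106378 and had a log2 fold change of 0.39 (standard error 0.13, edgeR adjusted p = 0.0261) at 3 mM Ni on day 10. On days 5 and 15 it had 0.16 (edgeR adjusted p = 0.444) and -0.07 (edgeR adjusted p = 0.777). *CMI034C* at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0953 without the 3 mM Ni day 10 library 3A). The E2 and E3 genes of Table S1 could not be read completely and were not analysed here as a list.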

In summary, our transcriptomic data suggest a high demand for chaperonin components required for proper protein folding and the activation of energy-saving metabolic pathways in *C. merolae* cells exposed to Ni stress, as demonstrated by the upregulation of the cytosolic ribosomal subunits and downregulation of the chloroplast-localized counterparts. The upregulation of proteasomal subunit genes and the mixed regulation of ubiquitin-mediated proteolysis transcripts indicate that, in *C. merolae*, protein degradation occurs mainly through ubiquitin-independent proteolysis. Moreover, most transcripts related to protein quality control are differentially expressed in 3 mM Ni cells on day 10, likely coinciding with the metabolic switch to the energy-saving mode.

### 2.5. Lipid Metabolism

Oxidative stress, triggered by heavy metals, leads to lipid peroxidation, which affects membrane properties (fluidity and permeability) and disrupts cell organization and function, as observed for Ni-exposed *C. merolae* cells [22].

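The genes of fatty acid elongation KCS (*CMD118C*), KCR (*CMK172C*) and HCD (*CMR006C*) had log2 fold changes of 0.74 (standard error 0.28, edgeR adjusted p = 0.0505), 0.52 (standard error 0.11, edgeR adjusted p = 0.00211) and 1.096 (standard error 0.20, edgeR adjusted p = 6.75e-04) at 3 mM Ni on day 10, with no overlap between treated and untreated libraries. KCS at 3 mM Ni on day 10 (edgeR adjusted p = 0.0238) passed the threshold without the 3 mM Ni day 10 library 3C. KCR and HCD at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library. KCS also passed with DESeq2's Wald test (DESeq2 adjusted p = 0.0307). None of the 3 was a DEG on days 5 or 15 at 3 mM Ni, with 2 and 0 higher at an unadjusted p under 0.05, and without the untreated day 5 library C3 1 passed on day 5.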

In this study, we observed the upregulation of enzymes involved in fatty acid (FA) elongation in the endoplasmic reticulum (ER) (e.g., KCS, 3-ketoacyl-CoA synthase, *CMD118C*; KCR, 3-ketoacyl-CoA reductase, and *CMK172C*; and HCD, 3-hydroxyacyl-CoA dehydratase, and *CMR006C*). However, ACCase (acetyl-CoA carboxylase), which catalyzes the first step of acetyl-CoA conversion into malonyl-CoA, was downregulated both in the cytosol (*CMM188C*) and in the chloroplast (AccA, *CMV056C*; AccD, *CMV207C*). 

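The cytosolic ACCase gene *CMM188C* had a log2 fold change of -1.09 (standard error 0.30, edgeR adjusted p = 0.0208) at 3 mM Ni on day 5, -1.67 (edgeR adjusted p = 6.29e-04) on day 10 and -0.74 (edgeR adjusted p = 0.108) on day 15. AccD (*CMV207C*) had -0.997 (edgeR adjusted p = 0.00527), -0.77 (edgeR adjusted p = 0.01) and -0.38 (edgeR adjusted p = 0.245) on the 3 days. AccA (*CMV056C*) passed on no day, with -0.91 (edgeR adjusted p = 0.2), -0.66 (edgeR adjusted p = 0.276) and -1.29 (edgeR adjusted p = 0.071), and DESeq2's Wald test called it on day 15 (DESeq2 adjusted p = 0.0321). *CMM188C* at 3 mM Ni on day 5 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.14 without the 3 mM Ni day 5 library 3C). AccD at 3 mM Ni on day 10 was a DEG in 5 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0579 without the 3 mM Ni day 10 library 3A). *CMM188C* at 3 mM Ni on day 15 (edgeR adjusted p = 0.0434) passed the threshold without the untreated day 15 library C1. AccD at 3 mM Ni on day 15 (edgeR adjusted p = 0.0341) and AccA at 3 mM Ni on day 15 (edgeR adjusted p = 0.0114) passed the threshold without the untreated day 15 library C3. *CMM188C* at 3 mM Ni on day 10, and AccD at 3 mM Ni on day 5 stayed DEGs in every fit that left out 1 library. AccA and AccD are encoded in the chloroplast genome, whose transcripts poly(A) selection captures incompletely.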

The activity of these enzymes is currently unknown and will be the subject of a future investigation.

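The desaturation genes *CMK291C*, *CMP111C* and *CMR130C* had log2 fold changes of 1.40 (standard error 0.37, edgeR adjusted p = 0.00789), 1.03 (standard error 0.19, edgeR adjusted p = 6.96e-04) and 0.35 (standard error 0.14, edgeR adjusted p = 0.0515) at 3 mM Ni on day 10. Treated and untreated libraries overlapped only for *CMR130C*, which DESeq2's Wald test called (DESeq2 adjusted p = 0.0295). *CMR130C* at 3 mM Ni on day 10 (edgeR adjusted p = 0.00936) passed the threshold without the untreated day 10 library C3. *CMK291C* and *CMP111C* at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library.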

The desaturation of fatty acids in phosphatidylcholine, primarily occurring in the ER of *C. merolae* [48], was upregulated in 3 mM Ni-treated cells on day 10 (see *CMK291C*, *CMP111C* and *CMR130C* in Table S1). Similarly, transcripts for enzymes involved in phosphatidylinositol biosynthesis were upregulated (*CME109C*, *CMJ134C* and *CMM125C*, see Table S1). In contrast, transcripts encoding enzymes involved in triacylglycerol (TAG) biosynthesis in the ER (*CMR054C*, *CMN061C* and *CMQ199C*) and those involved in glycolipids and phosphatidylglycerol biosynthesis in the plastid (*CMF185C*, *CMM311C*, *CMR015C* and *CMV121C*) were downregulated (Table S1). 

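Among the genes of phosphatidylinositol biosynthesis at 3 mM Ni on day 10, *CMJ134C* had a log2 fold change of 0.65 (standard error 0.21, edgeR adjusted p = 0.0251), *CME109C* 0.40 (standard error 0.16, edgeR adjusted p = 0.0554) and *CMM125C* 0.34 (standard error 0.14, edgeR adjusted p = 0.078). The Wald test of DESeq2 called *CME109C* at 3 mM Ni on day 10 (DESeq2 adjusted p = 0.0287) and *CMM125C* at 3 mM Ni on day 10 (DESeq2 adjusted p = 0.0467). *CMJ134C* at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.13 without the 3 mM Ni day 10 library 3B). *CMM125C* at 3 mM Ni on day 10 (edgeR adjusted p = 0.0221) passed the threshold without the 3 mM Ni day 10 library 3C.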

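Of the TAG genes, *CMN061C* and *CMQ199C* were downregulated at 3 mM Ni on day 10, with log2 fold changes of -0.49 (standard error 0.13, edgeR adjusted p = 0.00822) and -0.46 (standard error 0.15, edgeR adjusted p = 0.0243). *CMR054C* had 0.36 (edgeR adjusted p = 0.306), 0.15 (edgeR adjusted p = 0.638) and 0.61 (edgeR adjusted p = 0.0945) on days 5, 10 and 15. The coordinates of *CMN061C* overlap those of another gene. The plastid lipid genes *CMF185C*, *CMM311C* and *CMR015C* were downregulated on day 15, with -0.95 (standard error 0.25, edgeR adjusted p = 0.0204), -0.75 (standard error 0.23, edgeR adjusted p = 0.0363) and -0.42 (standard error 0.12, edgeR adjusted p = 0.0236), and *CMR015C* on day 5, with -0.37 (edgeR adjusted p = 0.0433). The chloroplast gene *CMV121C* had -2.29 (edgeR adjusted p = 0.0758) on day 15, where DESeq2's Wald test called it (DESeq2 adjusted p = 0.0299), and at 1 mM Ni on day 15 its treated libraries were at or under 3 counts, at least 9.28-fold lower. *CMN061C* at 3 mM Ni on day 10 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0562 without the 3 mM Ni day 10 library 3A). *CMQ199C* was one in 2 of 6 (edgeR adjusted p = 0.139 without the 3 mM Ni day 10 library 3B). *CMF185C* at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.246 without the untreated day 15 library C1). *CMM311C* was one in 2 of 6 (edgeR adjusted p = 0.361 without the untreated day 15 library C1). *CMR015C* was one in 3 of 6 (edgeR adjusted p = 0.12 without the 3 mM Ni day 15 library 3D). *CMR015C* at 3 mM Ni on day 5 was a DEG in 1 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.155 without the 3 mM Ni day 5 library 3D). *CMR054C* at 3 mM Ni on day 15 (edgeR adjusted p = 0.0211) and *CMV121C* at 3 mM Ni on day 15 (edgeR adjusted p = 0.022) passed the threshold without the untreated day 15 library C3.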

The *CMV121C* enzyme catalyzes the conversion of monogalactosyldiacylglycerol (MGDG) into digalactosyldiacylglycerol (DGDG), the two main lipid components of the thylakoid membranes. 

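The beta-oxidation genes *CML080C*, *CMC137C* and *CMA042C* had log2 fold changes of -1.02 (standard error 0.26, edgeR adjusted p = 0.00615), -0.82 (standard error 0.24, edgeR adjusted p = 0.0149) and -1.003 (standard error 0.18, edgeR adjusted p = 6.38e-04) at 3 mM Ni on day 10. On day 5, *CMC137C* had -0.97 (edgeR adjusted p = 0.0139) and *CML080C* -0.69 (edgeR adjusted p = 0.0867), and on day 15 *CMA042C* had -0.56 (edgeR adjusted p = 0.0485) and *CMC137C* -0.61 (edgeR adjusted p = 0.108). *CMC137C* at 3 mM Ni on day 10 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0985 without the 3 mM Ni day 10 library 3B). *CMC137C* was one in 3 of 6 such fits at 3 mM Ni on day 5 (edgeR adjusted p = 0.0875 without the 3 mM Ni day 5 library 3C). *CMA042C* at 3 mM Ni on day 15 was a DEG in 1 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.161 without the untreated day 15 library C4). *CML080C* at 3 mM Ni on day 5 (edgeR adjusted p = 0.00687) passed the threshold without the untreated day 5 library C3. *CMC137C* at 3 mM Ni on day 15 (edgeR adjusted p = 0.0379) passed the threshold without the untreated day 15 library C3. *CML080C* and *CMA042C* at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library.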

Beta-oxidation of fatty acids (*CML080C*, *CMC137C* and *CMA042C*) was also downregulated at the transcriptional level in Ni-adapted cells (Table S1).

In conclusion, the remodeling of lipid metabolic transcriptome in *C. merolae* cells exposed to Ni constitutes an adaptative response: the upregulation of FA elongation and desaturation may optimize membrane properties such as permeability and fluidity. On the other hand, the downregulation of TAG, glycolipid, and phosphatidylglycerol biosynthesis likely forms an energy-preserving strategy under Ni stress, redirecting resources to essential survival pathways. In a broader context, changes in lipid metabolism may also contribute to stress responses, whereby altered lipid composition triggers the synthesis of antioxidant molecules to counteract ROS-induced oxidative stress [49].

### 2.6. Energy Metabolism

Microalgae exposed to environmental stress, such as heavy metals, can redirect energy resources towards repair, maintenance, and defense. Heavy metals affect the photosynthetic apparatus at many levels: directly, by destabilizing photosystem II (PSII) complex and associated chlorophyll molecules, and indirectly via oxidative stress [4]. 

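The chloroplast genome contributed 2.89 ± 0.0822%, 3.17 ± 0.227% and 2.95 ± 0.265% of all counts at 3 mM Ni on days 5, 10 and 15 (SD, n = 3), against 5.02 ± 1.03%, 4.27 ± 0.482% and 4.11 ± 2.4% in the untreated cultures (SD, n = 3). In exact permutation tests of 3 against 3 libraries, whose smallest possible p is 0.1, these differences gave p = 0.1, 0.1 and 0.7. With 1 mM Ni the shares were 3.42 ± 0.349%, 3.21 ± 0.614% and 2.71 ± 0.854% (SD, n = 3, 3 and 2). The difference on day 15 at 3 mM Ni, -1.16 percentage points, became 0.20 without the untreated day 15 library C1. Poly(A) selection captures plastid transcripts incompletely, and the share depends on it. Figure 6 draws 52 genes of the photosynthetic apparatus, 38 of which were downregulated and 3 upregulated on at least 1 day at 3 mM Ni. By day there were 23, 20 and 15 downregulated genes, or 26, 21 and 24 adjusted over the list alone, with the median transcript halved on day 5 and median log2 fold changes of -0.67 and -0.64 on days 10 and 15. These numbers fell to 14 on day 5 without the untreated day 5 library C5, to 10 on day 10 without the 3 mM Ni day 10 library 3A and to 1 on day 15 without the untreated day 15 library C1, and on day 15 rose to 25 without the untreated day 15 library C3. None was a DEG at 1 mM Ni, with 14, 15 and 19 lower at an unadjusted p under 0.05 and 8 called on day 5 without the untreated day 5 library C3. At 1 mM Ni camera called the chloroplast-encoded photosynthesis genes as a set lower on days 5, 10 and 15 (camera adjusted p = 2.2e-08, 8.27e-10 and 8.62e-09). Fry called it on none of these days (fry adjusted p = 0.1125, 0.1865 and 0.233). Without the untreated day 15 library C1 the day 15 call was lost (camera adjusted p = 0.291). All 54 photosynthesis genes encoded in the chloroplast were lower on day 5 at 3 mM Ni, with a median of -0.98 (camera adjusted p = 9.07e-12, fry adjusted p = 0.0214), and on days 10 and 15 the medians were -0.52 and -0.93 (camera adjusted p = 1.72e-04 and 1.6e-05, fry adjusted p = 0.116 and 0.186). The other 101 chloroplast-encoded genes, outside photosynthesis and ribosomes, had -0.90, -0.59 and -0.73, and all 190 chloroplast-encoded genes -0.91, -0.54 and -0.93, all past camera's threshold (highest camera adjusted p = 2.22e-04) and none past fry's (lowest fry adjusted p = 0.0569). In the fit without the untreated day 15 library C1 the day 15 medians were -0.10 for photosynthesis, 0.05 for the others and 0.05 for all, and none passed camera's threshold. The 15 photosynthesis genes encoded in the nucleus had -0.45, -0.26 and 0.04 (camera adjusted p = 0.292, 0.353 and 0.94), with 13, 9 and 7 of them lower. On day 10, 6 were downregulated and 2 upregulated DEGs, and the set passed camera's threshold on day 5 without the untreated day 5 library C5 (camera adjusted p = 0.0406). On day 15 their median was -0.15 without the untreated day 15 library C1. The 17 mitochondrion-encoded genes had -0.43, -0.18 and 0.06 (camera adjusted p = 0.94, 0.51 and 0.988), and without the untreated day 15 library C1 1.29 on day 15 (camera adjusted p = 0.0121) and without the untreated day 5 library C4 0.31 on day 5.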

In *C. merolae* cells exposed to Ni, a general downregulation of the photosynthetic components was observed (Figure 6), including transcripts of photosystem I (PSI), PSII, ATP synthase, ferredoxin, light-harvesting subunits Lhcr, and cytochromes. This downregulation is an adaptive response in photosynthetic organisms under stress, optimizing energy usage while protecting photosynthetic components and avoiding energy imbalance [50,51]. In fact, phototrophs invest energy in immediate adaptive responses necessary for cell survival without losing photosynthetic capacity, thanks to the slow turnover of the photosynthetic proteins [50]. Despite the downregulation of most of the photosynthetic genes, *C. merolae* exposed to 3 mM Ni maintained similar photosynthetic efficiency of both PSI and PSII as the untreated control [22], possibly because the production and reassembly of functional photosynthetic proteins are not closely regulated via transcription [52].

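PGR5 (*CMT289C*, matched by its description) lies on chromosome 20 of ASM9120v1 from 737442 to 737861. With 3 mM Ni it had a log2 fold change of 0.68 (standard error 0.14, edgeR adjusted p = 0.00177) on day 10, and 0.16 (edgeR adjusted p = 0.483) and 0.04 (edgeR adjusted p = 0.896) on days 5 and 15. PGR5 at 3 mM Ni on day 10 was a DEG in all 6 fits that each left out 1 library. With 1 mM Ni it was not a DEG on days 5, 10 or 15 in any of these fits, with 0.487, 0.773 and 0.19 as unadjusted edgeR p.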

Among several downregulated photosynthetic transcripts, the PGR5 transcript was upregulated at 3 mM Ni. This protein is involved in cyclic electron flow around PSI and in maintaining redox balance of the photosynthetic electron transport. Additionally, the upregulation of two precursors of the iron–sulfur subunit of cytochrome *b*_6_*f* suggests a possible adjustment in the photosynthetic machinery to optimize light energy capture and utilization under Ni stress.

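The 2 genes described as precursors of the iron-sulfur subunit, *CMO066C* and *CMQ165C*, were upregulated at 3 mM Ni on days 5, 10 and 15. Their log2 fold changes were 2.51 (edgeR adjusted p = 6.33e-05), 1.87 (edgeR adjusted p = 6.38e-04) and 2.32 (edgeR adjusted p = 4.75e-04), and 1.92 (edgeR adjusted p = 3.19e-04), 0.93 (edgeR adjusted p = 0.0186) and 0.96 (edgeR adjusted p = 0.0386). *CMQ165C* at 3 mM Ni on day 10 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.074 without the 3 mM Ni day 10 library 3C). *CMQ165C* was one in 1 of 6 such fits at 3 mM Ni on day 15 (edgeR adjusted p = 0.145 without the 3 mM Ni day 15 library 3D). *CMO066C* and *CMQ165C* at 3 mM Ni on day 5, *CMO066C* at 3 mM Ni on day 10, and *CMO066C* at 3 mM Ni on day 15 stayed DEGs in every fit that left out 1 library.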

Previously, we showed that Ni exposure affected the total pigment content in *C. merolae*, with the lowest levels measured between days 5 and 10 [22]. However, a complete recovery was observed in 3 mM Ni-treated cells, which can be associated with the upregulation of chlorophyll *a* and carotenoid biosynthetic pathways observed in the present study on days 10 and 15 and with the upregulation of previously discussed PAs.

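Of the 9 pigment biosynthesis genes drawn in Figure 6, 4 were upregulated and 3 downregulated at 3 mM Ni on day 10, and 2 and 0 on day 15, with 1 lower at an unadjusted p under 0.05. When adjusted over the list alone, the numbers were 4 and 3 on day 10 and 3 and 1 on day 15. The medians were 0.29 and 0.10, and the largest changes on day 10 were 0.95 for *CMK151C* and -1.77 for *CMB093C*. Without the 3 mM Ni day 10 library 3A the number downregulated on day 10 was 1, and on day 15 the number upregulated was 1 without the untreated day 15 library C1 and 3 without the untreated day 15 library C3, which also gave 2 downregulated.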

Our data show that, upon Ni exposure, the glycolysis pathway is upregulated, generally on day 10 of 3 mM Ni treatment (Figure 7), alongside the tricarboxylic acid (TCA) cycle and part of oxidative phosphorylation (Figure 6). 

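The 17 genes described with glycolytic enzymes had median log2 fold changes of 0.28, 0.56 and 0.02 at 3 mM Ni on days 5, 10 and 15 (camera adjusted p = 0.0331, 0.0457 and 0.783, fry adjusted p = 0.0397, 0.0213 and 0.692). On day 10, 9 of them were upregulated and 3 downregulated, and camera's call was lost in 3 of 6 fits that each left out 1 library (camera adjusted p = 0.0737 without the 3 mM Ni day 10 library 3C). The day 5 call was lost in 3 (camera adjusted p = 0.155 without the untreated day 5 library C5), where the median was 0.03 without the 3 mM Ni day 5 library 3C and 0.57 without the untreated day 5 library C3. Figure 7 draws 28 genes, of which 6, 14 and 0 were upregulated and 2, 9 and 0 downregulated on the 3 days, with 0 and 4 at an unadjusted p under 0.05 on day 15, and adjusted over the list alone 19 and 9 on day 10. The largest changes on day 10 were 1.83 for *CMP260C* and -2.37 for *CMF012C*. In the fit without the untreated day 10 library C5 the number upregulated on day 10 was 5, without the 3 mM Ni day 10 library 3B the number downregulated 4, and on day 5 the number upregulated was 0 without the untreated day 5 library C5 and 10 without the untreated day 5 library C3. The 15 TCA cycle genes had medians of 0.29, 0.45 and 0.07 (camera adjusted p = 0.0424, 0.0158 and 0.637, fry adjusted p = 0.033, 0.00291 and 0.447), with 0, 6 and 1 upregulated, 5 on day 5 at an unadjusted p under 0.05 and 3 on day 10 without the 3 mM Ni day 10 library 3A. Their day 5 call was lost in 3 fits (camera adjusted p = 0.0805 without the untreated day 5 library C5). Of 27 oxidative phosphorylation genes in Figure 6, 2, 10 and 1 were upregulated and 1, 2 and 3 downregulated. Adjusted over the list alone, 3, 12 and 3 were upregulated and 1, 2 and 8 downregulated. The day 10 numbers changed to 4 without the 3 mM Ni day 10 library 3A and 0 without the 3 mM Ni day 10 library 3B, and those of day 15 to 0 and 0 without the untreated day 15 library C1.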

Glycolysis rapidly generates metabolic energy through substrate-level phosphorylation, producing ATP and NADH, both essential for oxidative phosphorylation. Glycolysis also provides precursors to the biosynthesis of stress-related metabolites and osmoprotectants [53]. Pyruvate, the end product of glycolysis, can enter the TCA cycle, where it is oxidized to produce NADH and FADH2, used in the oxidative phosphorylation for ATP production.

Upon stress, microalgae may increase mitochondrial respiration as an alternative means of ATP production, in particular, if the photosynthetic apparatus is compromised. Given *C. merolae*’s high photosynthetic efficiency under Ni exposure, the upregulation of alternative energy pathways—especially on day 10, when metabolic recovery is postulated to begin (Figure 1 and [22])—suggests that these processes may supply additional energy required to meet increased metabolic demands beyond what photosynthesis alone can provide.

### 2.7. Metal Transport

In plants and algae, metal transporters are fundamental to maintaining metal homeostasis. In *C. merolae*, the characterization of metal transporters, including their sub-cellular localization and possible function, has been predicted only by bioinformatic analysis [54]. Among the different metal transporters, by far, the ATP-binding cassette (ABC) transporters represent one of the largest and most ancient protein superfamilies found in all living organisms. These are molecular machines that are capable of coupling ATP binding, hydrolysis, and phosphate release to the translocation of diverse substrates across membranes. The vast array of substrates of the ABC transporters range from vitamins, lipids, and ions to peptides, proteins, polysaccharides, and xenobiotics [55]. Based on structural similarities, ABC transporters can be classified into several subfamilies, and of these, only two subfamilies have been demonstrated to be directly involved in metal transport: multidrug resistance-associated proteins (MRPs) and heavy metal tolerance/ABC transporters located in the mitochondrial and vacuolar membranes (ATM/HMT). The members of the latter subfamily are involved in transport of heavy metal–phytochelatin complexes from the cytoplasm into the vacuole [56].

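CmMRP1 (*CMN251C*) had a log2 fold change of -0.79 (standard error 0.23, edgeR adjusted p = 0.013) at 3 mM Ni on day 10, and CmATM/HMT-1 (*CMN105C*) -0.95 (standard error 0.37, edgeR adjusted p = 0.0525), with every treated library below every untreated one for both. CmMRP1 at 3 mM Ni on day 10 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0748 without the 3 mM Ni day 10 library 3B). CmATM/HMT-1 at 3 mM Ni on day 10 (edgeR adjusted p = 0.0321) passed the threshold without the 3 mM Ni day 10 library 3C. The Wald test of DESeq2 called CmATM/HMT-1 (DESeq2 adjusted p = 0.0405). Table S1 names 9 ABC transporter loci that could be read, of which 4 were downregulated on day 10 (5, with 2 upregulated, adjusted over the list alone), 0 without the 3 mM Ni day 10 library 3A.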

In this study, transcripts of the ABC transporters are downregulated in 3 mM Ni cells on day 10 (Table S1), including CmMRP1 (*CMN251C*) and CmATM/HMT-1 (*CMN105C*) transcripts proposed to transport metal cations from the cytosol to the vacuole and iron from mitochondrion to cytoplasm, respectively. 

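Among all 24 genes described as ABC transporters, 4 were DEGs at 3 mM Ni on day 10, all downregulated, and none on days 5 and 15 or at 1 mM Ni. The numbers at an unadjusted p under 0.05 in either direction on days 5, 10 and 15 were 4, 10 and 0 at 3 mM Ni. As a set they had medians of -0.16, -0.12 and -0.01 (camera adjusted p = 0.196, 0.406 and 0.844), and without the untreated day 15 library C4 the day 15 median was 0.10. At 1 mM Ni camera called the set downregulated on day 5 (camera adjusted p = 0.0483), which fry did not (fry adjusted p = 0.196). That call was lost in 4 of the 6 fits that each left out 1 library. On days 10 and 15 camera did not call it at 1 mM Ni (camera adjusted p = 0.809 and 0.146). The day 10 number at 3 mM Ni was 0 without the 3 mM Ni day 10 library 3A, and at 1 mM Ni 7 passed on day 5 without the untreated day 5 library C3. With DESeq2's Wald test, 3 genes were upregulated and 5 downregulated on at least 1 day at 3 mM Ni.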

Other members of the ABC transporter family seem to retain the same transcript levels as the untreated control at various timepoints and Ni concentrations applied to the *C. merolae* cells.

Apart from the ABC transporters, metal homeostasis is regulated by members of the large and ubiquitous cation diffusion facilitator (CDF) family. Members of this family function as transmembrane divalent d-block metal cation exporters facilitating the efflux of transition metal cations from cytoplasm to subcellular compartments or outside the cells. In this study, we identified the downregulation of the CmMTP2 (*CMC075C*) member of the CDF family on day 5 in both 1 and 3 mM Ni-treated cells, and on day 10 only in 3 mM Ni cells.

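CmMTP2 (*CMC075C*) had log2 fold changes of -0.58 (standard error 0.17, edgeR adjusted p = 0.0946) at 1 mM Ni on day 5, -0.61 (standard error 0.17, edgeR adjusted p = 0.027) at 3 mM Ni on day 5 and -0.61 (standard error 0.17, edgeR adjusted p = 0.0117) at 3 mM Ni on day 10. In the 3 comparisons every treated library lay below every untreated one. CmMTP2 at 3 mM Ni on day 5 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.184 without the 3 mM Ni day 5 library 3C). CmMTP2 was one in 3 of 6 such fits at 3 mM Ni on day 10 (edgeR adjusted p = 0.0784 without the 3 mM Ni day 10 library 3B). CmMTP2 at 1 mM Ni on day 5 (edgeR adjusted p = 0.00569) passed the threshold without the untreated day 5 library C3. The Wald test of DESeq2 called the gene at 1 mM Ni on day 5 (DESeq2 adjusted p = 0.0489).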

In contrast, the CmZIP1 (*CMS155C*) and CmZIP2 (*CMG102C*) members of the ZIP family, also involved in metal homeostasis, are upregulated at all the timepoints for 3 mM Ni-treated cells, and in the case of CmZIP1 also upregulated on day 5 for 1 mM Ni-treated cells.

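CmZIP1 (*CMS155C*, on chromosome 19 of ASM9120v1 from 413080 to 414267) had log2 fold changes of 4.24 (edgeR adjusted p = 0.00261), 3.91 (edgeR adjusted p = 0.00125) and 2.30 (edgeR adjusted p = 0.0442) at 3 mM Ni on days 5, 10 and 15. On day 5 at 1 mM Ni it had 3.80 (standard error 0.82, edgeR adjusted p = 0.0337). For CmZIP2 (*CMG102C*) the 3 mM values were 0.61 (edgeR adjusted p = 0.0168), 0.74 (edgeR adjusted p = 0.00214) and 0.71 (edgeR adjusted p = 0.012). CmZIP1 at 3 mM Ni on day 15 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.203 without the 3 mM Ni day 15 library 3D). CmZIP1 was one in 2 of 6 such fits at 1 mM Ni on day 5 (edgeR adjusted p = 0.254 without the untreated day 5 library C4). CmZIP2 at 3 mM Ni on day 5 was a DEG in 4 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0747 without the 3 mM Ni day 5 library 3C). CmZIP2 was one in 5 of 6 such fits at 3 mM Ni on day 15 (edgeR adjusted p = 0.0515 without the 3 mM Ni day 15 library 3D). CmZIP1 at 3 mM Ni on day 5, and CmZIP1 and CmZIP2 at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library.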

The FTR, NRMAP, and IREG1 families mainly regulate iron homeostasis using a proton gradient to transport iron and other divalent cations throughout the cells [54]. Our analysis shows that this group of transporters is differentially regulated in *C. merolae*. CmFTR2 (*CML004C*) and CmNRAMP2 (*CML262C*) are significantly upregulated at all timepoints in 3 mM Ni-treated cells and also on day 5 in 1 mM Ni-adapted cells. In contrast, CmFTR4 (*CMN003C*), CmNRAMP1 (*CMJ138C*), and CmIREG1 (*CMG212C*) are downregulated on day 10 and CmNRAMP1 also on day 5 in 3 mM Ni-treated cells.

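CmFTR2 (*CML004C*) had log2 fold changes of 2.21 (edgeR adjusted p = 7.07e-04), 1.81 (edgeR adjusted p = 0.00121) and 1.47 (edgeR adjusted p = 0.0189) at 3 mM Ni on days 5, 10 and 15 and 2.01 (standard error 0.37, edgeR adjusted p = 0.00862) at 1 mM Ni on day 5. CmNRAMP2 (*CML262C*, on chromosome 12 of ASM9120v1 from 677283 to 679067) had 3.44 (edgeR adjusted p = 3.88e-05), 2.79 (edgeR adjusted p = 1.58e-04) and 4.00 (edgeR adjusted p = 1.95e-05), and 3.25 (standard error 0.44, edgeR adjusted p = 2.4e-04) at 1 mM Ni on day 5, where it reached 195 ± 70.9 CPM (SD, n = 3) against 20.4 ± 12.3 (SD, n = 3) in the control. CmFTR2 at 3 mM Ni on day 15 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.125 without the 3 mM Ni day 15 library 3D). CmFTR2 was one in 3 of 6 such fits at 1 mM Ni on day 5 (edgeR adjusted p = 0.13 without the untreated day 5 library C5). CmFTR2 and CmNRAMP2 at 3 mM Ni on day 5, CmFTR2 and CmNRAMP2 at 3 mM Ni on day 10, CmNRAMP2 at 3 mM Ni on day 15, and CmNRAMP2 at 1 mM Ni on day 5 stayed DEGs in every fit that left out 1 library. In all 8 comparisons every treated library lay above every untreated one.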

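With 3 mM Ni on day 10 the log2 fold changes were -0.63 (standard error 0.20, edgeR adjusted p = 0.0199) for CmFTR4 (*CMN003C*), -0.63 (standard error 0.16, edgeR adjusted p = 0.00596) for CmNRAMP1 (*CMJ138C*) and -0.55 (standard error 0.16, edgeR adjusted p = 0.013) for CmIREG1 (*CMG212C*). CmNRAMP1 also had -0.70 (standard error 0.16, edgeR adjusted p = 0.00779) on day 5. CmFTR4 at 3 mM Ni on day 10 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.109 without the 3 mM Ni day 10 library 3B). CmIREG1 was one in 4 of 6 (edgeR adjusted p = 0.0824 without the 3 mM Ni day 10 library 3B). CmNRAMP1 at 3 mM Ni on day 10 and at 3 mM Ni on day 5 stayed a DEG in every fit that left out 1 library.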

Amongst the DEGs, we identified Cu transporter CmCOPT1 (*CMS307C*, upregulated on day 10 in 3 mM Ni), Ca/Mn transporter Ccc1p (*CMT466C*, downregulated on day 5 and 10 in 3 mM Ni), and Na transporter (*CML032C*, upregulated on day 5 in 1 mM Ni and in all timepoints of 3 mM Ni). 

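CmCOPT1 (*CMS307C*) had a log2 fold change of 1.19 (standard error 0.34, edgeR adjusted p = 0.0122) at 3 mM Ni on day 10. Ccc1p (*CMT466C*) had -0.50 (standard error 0.14, edgeR adjusted p = 0.0238) on day 5 and -0.58 (standard error 0.14, edgeR adjusted p = 0.00476) on day 10. The Na transporter gene *CML032C* had 0.57 (edgeR adjusted p = 0.0603), 0.94 (edgeR adjusted p = 0.00141) and 0.62 (edgeR adjusted p = 0.0442) at 3 mM Ni on days 5, 10 and 15, and 0.62 (edgeR adjusted p = 0.101) at 1 mM Ni on day 5. CmCOPT1 at 3 mM Ni on day 10 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0621 without the 3 mM Ni day 10 library 3B). Ccc1p at 3 mM Ni on day 5 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.124 without the untreated day 5 library C4). The Na transporter at 3 mM Ni on day 15 was a DEG in 2 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.183 without the untreated day 15 library C1). The Na transporter at 3 mM Ni on day 5 (edgeR adjusted p = 7.37e-04) and the Na transporter at 1 mM Ni on day 5 (edgeR adjusted p = 6.77e-04) passed the threshold without the untreated day 5 library C3. Ccc1p and the Na transporter at 3 mM Ni on day 10 stayed DEGs in every fit that left out 1 library. The Wald test of DESeq2 called the Na transporter at 3 mM Ni on day 5 (DESeq2 adjusted p = 0.0375) and the Na transporter at 1 mM Ni on day 5 (DESeq2 adjusted p = 0.0489).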

Interestingly, a functional protein domain analysis of the Na-dependent transporter showed that it belongs to the ACR3 family of arsenite permeases which bestow resistance to arsenic by its extrusion from the cells [57], highlighting the versatility of this transporters group. 

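The untreated cultures had at most 3 counts of the p19 transcript (*CMG092C*) on each day, so that only the lower bound of a fold change is known. On days 5, 10 and 15 of 3 mM Ni the transcript was at least 6.61-fold, 13.2-fold and 7.01-fold higher (edgeR adjusted p = 0.00342, 9.24e-04 and 0.00849), and at least 7.42-fold at 1 mM Ni on day 5 (edgeR adjusted p = 0.0151). With 1 mM Ni on days 10 and 15 both groups were at this floor, and no fold change is given. *CMG092C* at 3 mM Ni on day 15 was a DEG in 5 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0515 without the 3 mM Ni day 15 library 3D). *CMG092C* was one in 3 of 6 such fits at 1 mM Ni on day 5 (edgeR adjusted p = 0.13 without the untreated day 5 library C5). *CMG092C* at 3 mM Ni on day 5 and at 3 mM Ni on day 10 stayed a DEG in every fit that left out 1 library.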

Lastly, the transcript for periplasmic protein p19 (*CMG092C*) is upregulated on days 5, 10, and 15 in 3 mM Ni-exposed cells and on day 5 for 1 mM Ni-treated cells. This protein belongs to the Tp34-type periplasmic metal-binding protein family, functioning with the importer FTR1 and playing a key role in metal sequestration [58].

The transcriptomic data from this study do not clarify the previously reported lack of Ni accumulation inside *C. merolae* cells [22] or whether the transcriptional regulation confers the high metal tolerance, as differentially regulated DEGs were observed within the same family and with the same predicted cellular localization. Nevertheless, the upregulation of CmFTR2, CmZIP1, and CmZIP2, CmNRAMP2, the Na-dependent transporter and the periplasmic protein p19 throughout various timepoints highlights their possible role in maintaining metal homeostasis under heavy metal stress in *C. merolae* cells, perhaps via other metal cation transport systems.

### 2.8. Other Molecular Components

Several DEGs coding for trefoil factors proteins were found in this study to be upregulated in both 1 and 3 mM Ni-treated *C. merolae* cells, with upregulation observed across all timepoints (Figure 8A). 

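The 11 genes described as trefoil factors had median log2 fold changes of 0.86, 1.01 and 0.95 at 1 mM Ni on days 5, 10 and 15 (camera adjusted p = 3.02e-05, 1.14e-07 and 6.09e-04, fry adjusted p = 0.00932, 0.0216 and 0.129). With 3 mM Ni the medians were 1.13, 1.63 and 2.01, and all 3 passed camera and fry (highest camera adjusted p = 3.02e-05, highest fry adjusted p = 0.0037). The day 15 median at 1 mM Ni was 0.87 without the untreated day 15 library C3, where camera did not call it (camera adjusted p = 0.137). Figure 8A draws 7 of these genes, and 6, 7 and 6 were upregulated at 3 mM Ni and 3, 2 and 0 at 1 mM Ni, where 6 passed an unadjusted p under 0.05 on day 15. When adjusted over the list alone, the numbers were 6, 7 and 6 at 3 mM and 6, 6 and 6 at 1 mM Ni. With 1 mM Ni on day 5 the number was 1 without the untreated day 5 library C4 and 6 without the untreated day 5 library C3, and on day 10 0 without the untreated day 10 library C1. Reads shared by similar copies are left out of the counts by default, and the similarity of these genes was not analysed here.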

The function of these proteins is still unknown, but a functional analysis of their protein domains and BLAST (version 2.15.0) analysis reveals the presence of a P-type trefoil domain and a long (~500 aa) Kelch-type β-propeller domain, suggesting a putative protein binding function or similarity to signaling Hedgehog proteins. Many of these proteins were significantly up- or downregulated, implying their role in the fine-tuning of cellular homeostasis during the Ni adaptation of *C. merolae*.

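The 14 genes described as hedgehog proteins had medians of -0.49, -0.33 and -0.17 at 3 mM Ni on days 5, 10 and 15 and did not pass as a set (camera adjusted p = 0.296, 0.358 and 0.957). In the fit without the untreated day 15 library C4 the day 15 median was 0.23, and without the untreated day 5 library C3 that of day 5 was -0.22. Of the 8 drawn in Figure 8A, 2 were upregulated on day 5 and 2 on day 10, 1 was on day 15, and 0, 4 and 0 were downregulated, with 4 and 2 lower at an unadjusted p under 0.05 on days 5 and 15. When adjusted over the list alone, 4, 5 and 2 were downregulated. The number downregulated on day 10 was 2 and the number upregulated 1 without the untreated day 10 library C1. On day 5, 1 was upregulated without the untreated day 5 library C4 and 1 downregulated without the untreated day 5 library C3. On day 15, 2 were downregulated without the untreated day 15 library C3 and 2 upregulated without the untreated day 15 library C1.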

An intriguing observation concerned the transcriptional regulation of the hypothetical protein *CMK153C*, the only transcript that was upregulated at all timepoints in both 1 and 3 mM Ni-exposed cells. 

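*CMK153C* lies on chromosome 11 of ASM9120v1 from 421112 to 422020 and has no description in the annotation. Its log2 fold changes at 3 mM Ni on days 5, 10 and 15 were 7.35 (standard error 0.64, edgeR adjusted p = 1.5e-07), 4.73 (standard error 0.59, edgeR adjusted p = 4.62e-05) and 5.42 (standard error 0.59, edgeR adjusted p = 1.61e-05). For 1 mM Ni they were 6.27 (standard error 0.65, edgeR adjusted p = 6.11e-06), 5.08 (standard error 0.59, edgeR adjusted p = 4.68e-05) and 3.33 (standard error 0.68, edgeR adjusted p = 0.254). Every treated library lay above every untreated one in all 6 comparisons. With 0 genes called in all 6 comparisons, *CMK153C* was 1 of 4 genes upregulated in 5 of them, beside *CMD002C*, *CMI023C* and *CMR001C*, while 471 of the tested genes had a positive log2 fold change in all 6. *CMK153C* at 3 mM Ni on day 5, at 3 mM Ni on day 10, at 3 mM Ni on day 15, at 1 mM Ni on day 5 and at 1 mM Ni on day 10 stayed a DEG in every fit that left out 1 library. With 1 mM Ni on day 15, with 2 treated libraries, DESeq2's Wald test called the gene (DESeq2 adjusted p = 0.0011), and of the edgeR fits without 1 library only that without the 3 mM Ni day 10 library 3C did.

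**Figure D3:**
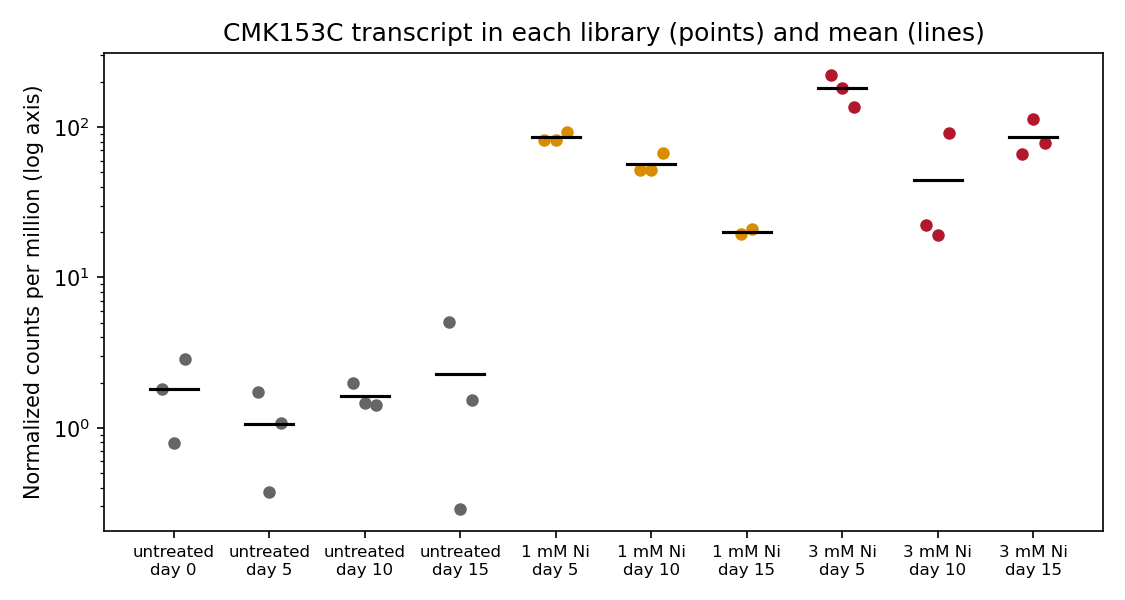
Normalized CPM of *CMK153C* in each of the 29 libraries against the day of exposure, on a log axis. Colours give the Ni concentration (0, 1 or 3 mM), and on day 5 the means were 181 at 3 mM Ni and 1.06 in the control.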

A bioinformatic analysis provides clues as to the possible function of this protein: structure prediction, sequence functional analysis, and amino acid alignment suggest a transmembrane nature, with a large extracellular region and two transmembrane α-helical regions (Figure 8C). The hydrophobic N-terminal region of *CMK153C* shares similarities with several transmembrane channel/gate proteins. Moreover, protein–protein interaction analysis (Figure 8B) shows its connection with V-ATPases (*CMO274C*, *CMP123C*), known for pH regulation and proton transport across cellular membrane through ATP hydrolysis; Gtr1/RagA G protein (*CMB121C*, *CMP251C*), important for cell growth, nutrient sensing, and signaling, and the photoregulatory zinc-finger protein COP1 (*CMK039C*), involved in photoprotection and abiotic stress signaling [60]. 

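Of the genes of the interaction network, the V-ATPase gene *CMP123C* was upregulated at 3 mM Ni on day 5, with a log2 fold change of 0.66 (standard error 0.16, edgeR adjusted p = 0.0117), and *CMB121C* downregulated on day 10, with a log2 fold change of -0.38 (standard error 0.14, edgeR adjusted p = 0.037). *CMP251C* and *CMK039C* were DEGs in none of the 6 comparisons, with 0 of 12 results at an unadjusted p under 0.05, although both passed at 1 mM Ni on day 5 without the untreated day 5 library C3. *CMP123C* at 3 mM Ni on day 5 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0628 without the untreated day 5 library C4). *CMB121C* at 3 mM Ni on day 10 was a DEG in 1 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.17 without the untreated day 10 library C1). *CMO274C* had too few counts to be tested.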

Given the possible involvement of *CMK153C* in light signaling, nutrient sensing, and ion homeostasis, this transmembrane protein may participate in the cellular responses to metal stress possibly with a role in metal transport. Furthermore, the combination of transmembrane localization and interactions with membrane-bound proteins suggests its role in mediating cell membrane signaling pathways. These hypotheses will be verified in future work.

In general, similar DEG categories were observed after the Ni exposure of other organisms such as higher plants [61,62] or bacteria [63]. Nickel had a significant effect on cell-wall and microtubule organization [61], metal transport/export and homeostasis [61,62,63], DNA repair and epigenetic modifications [62], and photosynthesis [64]. This suggests that, while Ni exposure affects similar categories of genes across taxa, the specific genes and the extent of their differential expression vary, reflecting species-specific adaptative responses to this heavy metal.

## 3. Materials and Methods

### 3.1. Culture Conditions and Experimental Design

*C. merolae* strain NIES-3377 was obtained from the Microbial Culture Collection at the National Institute for Environmental Studies (Tsukuba, Japan (NIES Collection)). The cell culture was cultivated in a Panasonic^®^ Plant Growth Chamber (FL40SS-ENW/37H, Sakata, Japan) using a modified 2× Allen medium [65]. Cell suspensions (125 mL) were grown at pH 2.5, in continuous white light of 90 µE m^−2^ s^−1^ intensity (400–700 nm), with gentle shaking (110 rpm), at 42 °C. These conditions were maintained throughout the experiment. The nickel source used for the stock solution preparation was nickel sulfate hexahydrate (NiSO_4_ × 6(H_2_O)) dissolved in MilliQ water.

At the onset of each experiment, the stock *C. merolae* inoculum (NiSO_4_ × 6 (H_2_O)) and an adequate volume of the modified 2× Allen culture medium were mixed to reach the cell suspension optical density (OD) at 750 nm of 0.15. Samples (10 mL) (3 independent biological replicas, *n* = 3) were collected at given timepoints up to 15 days and then were subjected to further analyses.

### 3.2. Cell Growth Measurements

Cell growth was measured as cell density, expressed as the cell number (number of cells × mL^−1^), and analyzed by counting the number of cells using a Burker Hemocytometer Counting Chamber (Glaswarenfabrik Karl Hecht, Sondheim vor der Rhön, Germany) and an Olympus CX41 light microscope (Olympus, Tokyo, Japan). Based on the cell density, only *C. merolae* control cultures and cultures exposed to 1 and 3 mM NiSO_4_ were selected and considered for transcriptomic analysis.

### 3.3. Total RNA Extraction

Total RNA was isolated from untreated *C. merolae* cells and cells exposed to 1 and 3 mM Ni. A volume of 10 mL of microalgae cell suspension was collected on days 0, 5, 10, and 15 of each experiment. Next, microalgae cell suspensions were centrifuged at 2200 g for 15 min at 4 °C. Then, the samples were frozen and stored at −80 °C. RNA extraction was performed using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA concentration was measured using a DeNovix DS-11 spectrophotometer (Wilmington, DE, USA) and the purity was assessed through the evaluation of A_260_/A_280_ and A_260_/A_230_ absorbance ratios. In parallel, RNA integrity and quality were assessed with a Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Extracted RNA was stored at −80 °C until further analysis.

### 3.4. Construction of RNA-Seq Libraries and Sequencing

After the RNA quality analysis was performed using Agilent RNA 6000 Pico Kit (Agilent), it was determined that five samples needed additional RNA purification using KAPA Pure Beads (KAPA Biosystems, Wilmington, MA, USA). Enrichment was performed using NEBNext Poly (A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). Libraries (mRNA-seq) were constructed using 1 μg of material according to the KAPA mRNA Hyperprep (KAPA Biosystems, Wilmington, MA, USA) procedure with KAPA Unique Dual Indexes 96 Plate (KAPA Biosystems, Wilmington, MA, USA). Subsequently, fragmentation was conducted within 5 min at 94 °C followed by 10 cycles of PCR enrichment. The quality of obtained libraries was analyzed using Agilent TapeStation 2200 with High Sensitivity D1000 ScreenTape (Agilent) and High Sensitivity D1000 Reagents (Agilent). Finally, the quantitative analysis of libraries was measured via qPCR with the KAPA Library Quantification kit (KAPA Biosciences, Wilmington, MA, USA, cat. no. KK48sun), according to the manufacturer’s protocol. Sequencing was performed on Illumina NovaSeq 6000 with NovaSeq 6000 S1 Reagent Kit (200 cycles) (Illumina, cat. no. 20012864, Neutral Bay, New South Wales), using 100-bp paired-end reads following standard operating procedures and 1% PhiX control library addition. As a result, high-quality data were obtained (more than 93% of data of quality over Phred Score Q37) in a quantity of 4.3–7.3 MR/sample.

### 3.5. Differentially Expressed Genes Analysis

Raw sequences were trimmed according to quality using Trimmomatic [66] (version 0.39) using default parameters, except MINLEN, which was set to 50. Trimmed sequences were mapped to *C. merolae* reference genome provided via ENSEMBL (version ASM9120v1) using Hisat2 [67] with default parameters. Optical duplicates were removed using MarkDuplicates tool from GATK [68] package (version 4.2.3.0) with default parameters except OPTICAL_DUPLICATE_PIXEL_DISTANCE set to 12,000. Reads that failed to map to the reference were extracted using Samtools [69] and mapped to Silva meta-database of rRNA sequences [70] (version 119) with Sortmerna [71] (version 2.1b) using “–best 1” option. Mapped reads were associated with transcripts from ASM9120v1 database [72] (Ensembl, version 54) using HTSeq-count [73] (version 2.0.1) with default parameters except –stranded set to “reverse”. DDEGs were selected using DESeq2 package [74] (version 1.26.1). To consider whether one specific gene was differentially expressed, two main criteria were followed: fold change (FC) > 1 or <1, either for an upregulated or downregulated gene, respectively, and an adjusted *p*-value < 0.05. Fold change was corrected using the lfcShrink function from DESeq2 package (option: type = “normal”).

### 3.6. Gene Ontology and KEGG Pathway Enrichment Analysis

Once the DEGs under nickel exposure of *C. merolae* microalgal cells were determined, a gene ontology (GO) and *Kyoto Encyclopedia of Genes and Genomes* (KEGG) pathway analysis was performed to determine the possible cellular function or metabolic pathway to which each DEG corresponds. The DEGs were then divided into three different categories, such as molecular function (MF), biological process (BP), and cellular component (CC). As in the case of DEGs, fold change (FC) > 1 or <1, either for an up- or downregulated gene, respectively, and an adjusted *p*-value < 0.05 were considered significant and used in this analysis. A K-means clustering analysis, among others, was generated and conducted via iDEP 9.6 (integrated differential expression and pathway analysis) webtool (http://bioinformatics.sdstate.edu/idep96/ (accessed on 30 November 2023)) [75].

### 3.7. Statistical and Bioinformatic Analysis

For the transcriptomic analysis, three biologically independent replicates of untreated and Ni-treated cells were analyzed. Additionally, group diagrams were used to display which specific differentially expressed gen was unique or shared between the different nickel treatments and timepoints. On the other hand, volcano plots and heatmaps were also generated and created using R, and principal component analysis (PCA) was carried out to determine the reproducibility between the three biologically independent replicates. 

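On log2 CPM of the tested genes, the first 4 principal components held 25.7, 20.1, 16.7 and 12.1% of the variance over the 29 libraries. By the root mean square distance to the mean of the other libraries of each condition, 11 libraries lay nearer another condition than their own, 5 untreated and 6 treated. The untreated day 5 library C3 was 0.733 log2 units from the other untreated day 5 libraries and 0.359 from those of day 10, and the untreated day 15 library C1 0.99 from its own group and at least 0.945 from any other.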

In the case of up- or downregulated transcripts whose function was unknown or unclear, further bioinformatics analyses were conducted to elucidate their potential roles and functional significance. The bioinformatic resources of InterPro [76] for a comprehensive and integrated analysis of protein sequences and domains, BLAST [77] for the comparison of primary biological sequence, and STRING [78] for the analysis of protein–protein interactions, and AlphaFold [59] were employed.

## 4. Conclusions

This study has described the first global transcriptome analysis of the acido-thermophilic red microalga *C. merolae* in response to extremely high Ni concentrations. It has revealed the possible molecular components and pathways underlying the long-term adaptation of this model extremophile to heavy metal toxicity. The DEG analysis revealed that cells undergo an energy-saving metabolic switch in response to Ni. Metabolic pathways critical for cell survival, such as DNA replication, cell cycle, protein-quality control, and ROS amelioration are transcriptionally upregulated, while energetically costly processes, including assembly of the photosynthetic apparatus and lipid biosynthesis, are downregulated.

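In the paper the upregulation of replication, cell cycle, protein quality control and ROS genes together with the downregulation of photosynthesis and lipid genes leads to its statement of an energy-saving metabolic switch. Read as transcript levels against the control of the same day, camera called 30 of 51 set results at 3 mM Ni, 7, 7 and 3 sets upregulated and 5, 4 and 4 downregulated on days 5, 10 and 15. Fry kept 19 of these calls, and with the correlation between genes estimated from the data 0 remained, with 0 of 102 over all 6 comparisons. The 4 sets downregulated on day 15 overlap: all chloroplast-encoded genes and the photosynthesis, ribosomal protein and other genes among them. None of the 4 passed camera without the untreated day 15 library C1 (lowest camera adjusted p = 0.551). Those of days 5 and 10 also included all chloroplast-encoded genes together with parts of them. For 1 mM Ni, camera called 12 results upregulated and 16 downregulated, of which fry kept 6 (5, 1 and 0 on days 5, 10 and 15). The transcripts measure neither the energy spent by the cells nor the protein levels of these pathways.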

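*CMK153C* rose 163-fold at 3 mM Ni on day 5, from 1.06 ± 0.677 to 181 ± 43.1 CPM (SD, n = 3 each), without shrinkage of the fold change. On days 10 and 15 the folds were 26.6 and 42.9, and at 1 mM Ni 77.3, 33.9 and 10.1 on days 5, 10 and 15. Over the fits without 1 library the day 5 log2 fold change at 3 mM Ni lay between 6.97 and 7.88. By log2 fold change it ranked 2, 4 and 3 among the upregulated DEGs of 3 mM Ni on the 3 days and 2 and 1 among those of 1 mM Ni on days 5 and 10. Every DEG ranked above it had all control libraries at or under 3 counts, so that only lower bounds of their folds are known. At the size of these libraries, the untreated day 5 mean of *CMK153C*, 1.06 CPM, itself lies close to 3 counts. Its folds on day 5 therefore rest on a baseline near the floor and are imprecise.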

Among the most highly upregulated transcripts across all Ni treatments and timepoints, *CMK153C*, likely involved in metal transport, stood out for its consistent and strong induction—reaching a maximum 22-fold increase on day 5 in 3 mM Ni-exposed cells and remaining elevated across all other conditions. *CML262C* and *CMJ101C*, encoding a putative metal transporter and a small heat-shock protein of the HSP20 family, respectively, were also among the most upregulated transcripts, suggesting their key roles in the early Ni stress response. 

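By log2 fold change among the upregulated DEGs of 3 mM Ni on days 5, 10 and 15, *CML262C* ranked 9 of 260, 17 of 720 and 7 of 274, and *CMJ101C* 4, 20 and 47. For 1 mM Ni on day 5 they ranked 6 and 5 of 20. The DEGs of 3 mM Ni included 4, 10 and 12 genes on the 3 days with every control library at or under 3 counts. These were ranked by their fitted changes.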

Other notably induced genes, such as *CMR001C* (similar to a trefoil factor), point towards the importance of metal transport, protein folding, and oxidative stress protection as part of the Ni adaptation strategy of *C. merolae*. In contrast, *CMR269C*, coding for a NagB/RpiA/CoA transferase-like superfamily protein, was the most consistently downregulated transcript across all the Ni exposure conditions. 

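*CMR001C*, on chromosome 18 of ASM9120v1 from 3369 to 6125, had log2 fold changes of 2.96 (edgeR adjusted p = 1.26e-05), 3.08 (edgeR adjusted p = 9.18e-06) and 2.54 (edgeR adjusted p = 2.61e-04) at 3 mM Ni on days 5, 10 and 15. For 1 mM Ni they were 2.49 (edgeR adjusted p = 2.61e-04), 1.99 (edgeR adjusted p = 0.00981) and 1.25 (edgeR adjusted p = 0.536). *CMR001C* at 1 mM Ni on day 10 was a DEG in 3 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0773 without the untreated day 10 library C1). *CMR001C* at 3 mM Ni on day 5, at 3 mM Ni on day 10, at 3 mM Ni on day 15 and at 1 mM Ni on day 5 stayed a DEG in every fit that left out 1 library. It ranked 11, 13 and 19 among the upregulated DEGs of 3 mM Ni, those with every control library at or under 3 counts included.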

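*CMR269C* had log2 fold changes of -0.34 (edgeR adjusted p = 0.0455), -0.33 (edgeR adjusted p = 0.0211) and -0.34 (edgeR adjusted p = 0.0454) at 3 mM Ni on days 5, 10 and 15, and -0.13 (edgeR adjusted p = 0.467), -0.19 (edgeR adjusted p = 0.643) and -0.32 (edgeR adjusted p = 0.536) at 1 mM Ni. *CMR269C* at 3 mM Ni on day 5 was a DEG in 1 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.188 without the untreated day 5 library C4). *CMR269C* was one in 2 of 6 such fits at 3 mM Ni on day 10 (edgeR adjusted p = 0.077 without the 3 mM Ni day 10 library 3A). *CMR269C* was one in 2 of 6 such fits at 3 mM Ni on day 15 (edgeR adjusted p = 0.255 without the untreated day 15 library C1). A negative log2 fold change in all 6 comparisons was found for 624 genes. Of all tested genes, none was a downregulated DEG in 4 or more comparisons, and 36 were on all 3 days at 3 mM Ni. By size of the fall *CMR269C* ranked 226 of 229, 675 of 682 and 218 of 220 among the downregulated DEGs of these days.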

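*CMO314C*, the PSII assembly factor gene, had log2 fold changes of -0.45 (edgeR adjusted p = 0.0104), -0.26 (edgeR adjusted p = 0.0711) and -0.41 (edgeR adjusted p = 0.021) at 3 mM Ni on days 5, 10 and 15. The insulinase gene *CMM104C* had 0.00 (edgeR adjusted p = 0.988), -0.03 (edgeR adjusted p = 0.844) and -0.22 (edgeR adjusted p = 0.167). *CMO314C* at 3 mM Ni on day 5 was a DEG in 5 of the 6 fits that each left out 1 library (edgeR adjusted p = 0.0554 without the 3 mM Ni day 5 library 3C). *CMO314C* was one in 3 of 6 such fits at 3 mM Ni on day 15 (edgeR adjusted p = 0.113 without the 3 mM Ni day 15 library 3D). DESeq2 with its Wald test called *CMO314C* at 3 mM Ni on day 10 (DESeq2 adjusted p = 0.0369) and *CMM104C* at 3 mM Ni on day 15 (DESeq2 adjusted p = 0.0462). Among the downregulated DEGs *CMO314C* ranked 206 of 229 on day 5 and 210 of 220 on day 15, and neither gene was a DEG at 1 mM Ni, with 3 of 6 results at an unadjusted p under 0.05.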

*CMM104C* and *CMO314C*, encoding an insulinase (peptidase family M16) and a PSII stability/assembly factor, respectively, were among the most repressed genes, each showing over 0.85-fold downregulation compared to the untreated control.

Our study shows that the upregulation of molecular components involved in DNA repair and replication, as well as chromosome condensation and segregation are likely to constitute the high-level control of the downstream metabolic pathways differentially regulated in *C. merolae* cells exposed to extremely high Ni levels. This, in turn, provides the basis for the observed cell growth recovery, whereby the optimized metabolic energy expenditure is used for cell survival. Our comprehensive transcriptomic analysis lays the foundation for future directions in multi-omic fundamental studies of stress adaptation in extremophilic microorganisms. Last but not least, the differentially regulated genes identified in this study provide important clues on the possible molecular targets for the development of rational strategies for heavy metal bioremediation in aquatic environments.

## Figures and Tables

**Figure 1:**
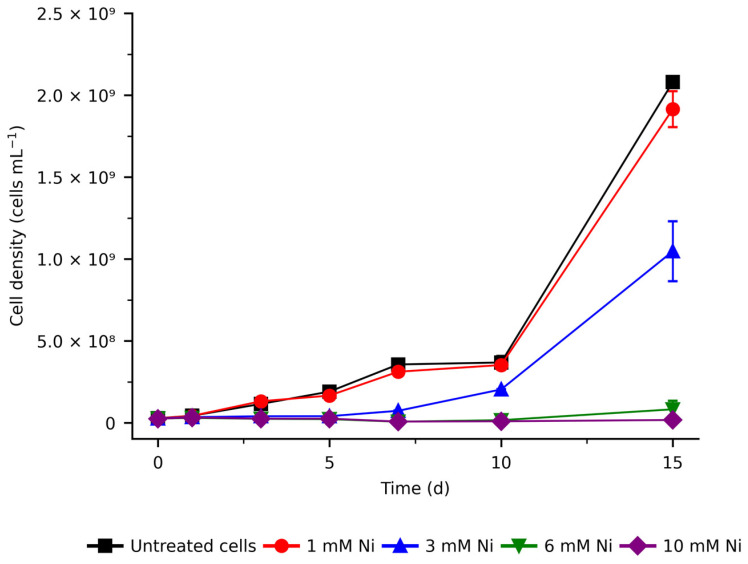
Growth curves of *C. merolae* cells exposed to various Ni concentrations. Cell density average values (±SD) were determined as described in Materials and Methods for up to 15 days of the Ni exposure for three independent biological replicas (*n* = 3).

**Figure 2:**
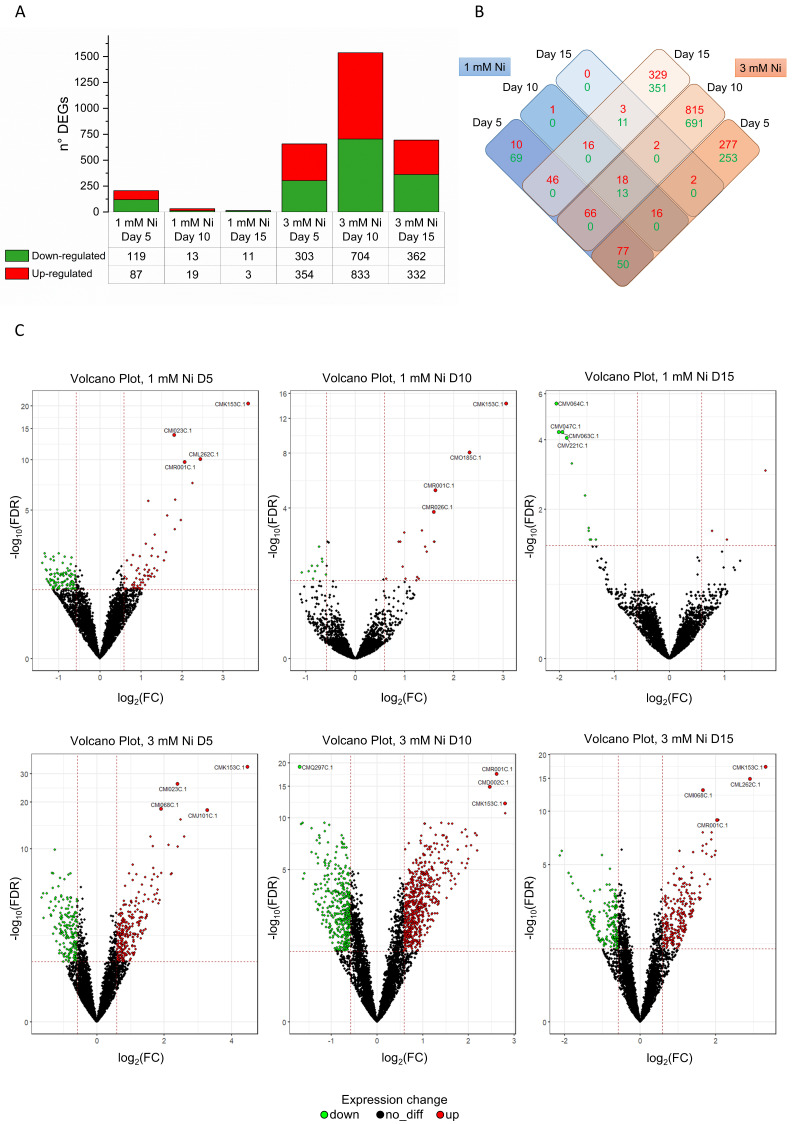
Differentially expressed genes in *C. merolae* cells exposed to 1 and 3 mM Ni. (**A**) Numbers of up- and downregulated genes for the different Ni concentrations and timepoints (5, 10, and 15 days). (**B**) Matrix of DEGs that were either unique or shared between Ni concentrations tested. Color coding: red, upregulated genes; green, downregulated genes. (**C**) Volcano plots of DEGs for untreated *C. merolae* cells versus cells exposed to 1 and 3 mM Ni at different timepoints. Plotted are log 10 (FDR—false discovery rate) versus log 2 (FC). Data were obtained from three biological replicas (*n* = 3).

**Figure 3:**
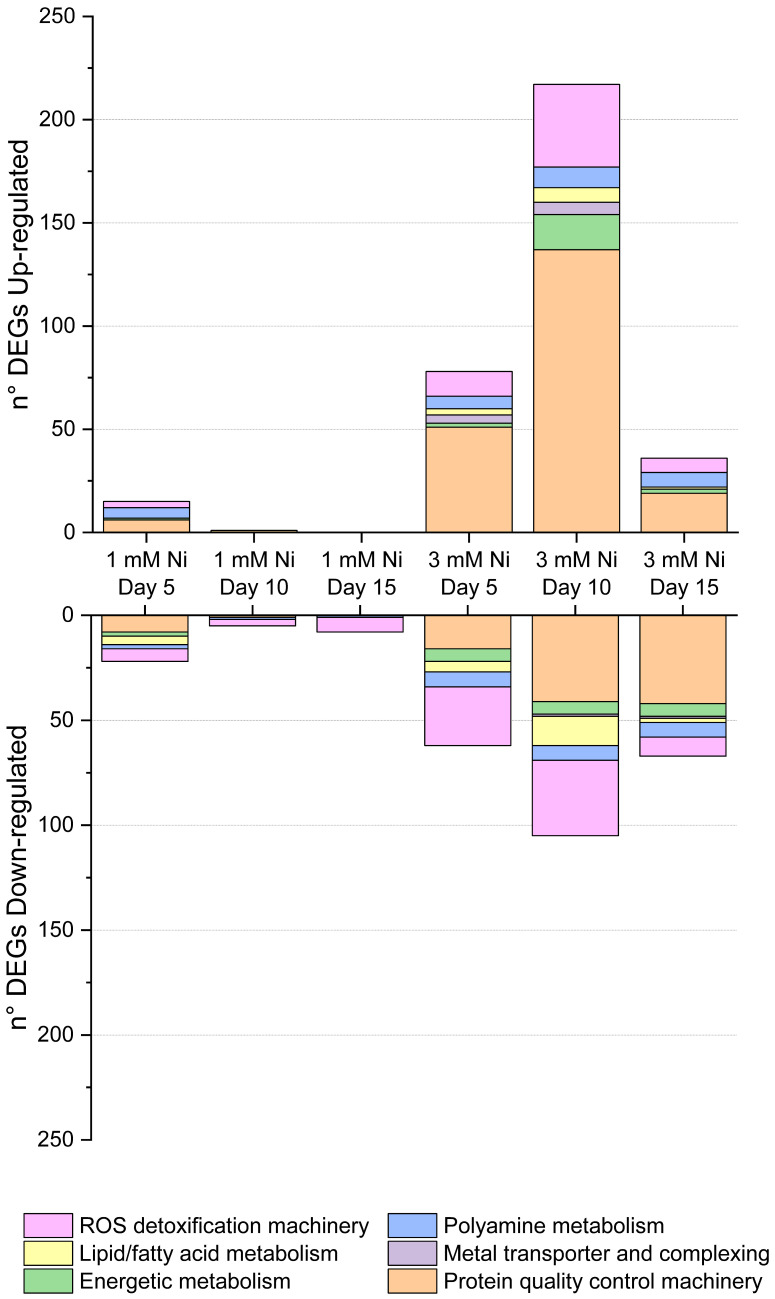
Dynamic regulation of differentially expressed genes associated with the specific cellular function during *C. merolae* exposure to 1 and 3 mM Ni. Up- and downregulated DEGs are grouped based on their metabolic function, including ROS detoxification pathways, lipid metabolism, energy metabolism, polyamine metabolism, metal transport and complexing, protein quality control, and DNA repair.

**Figure 4:**
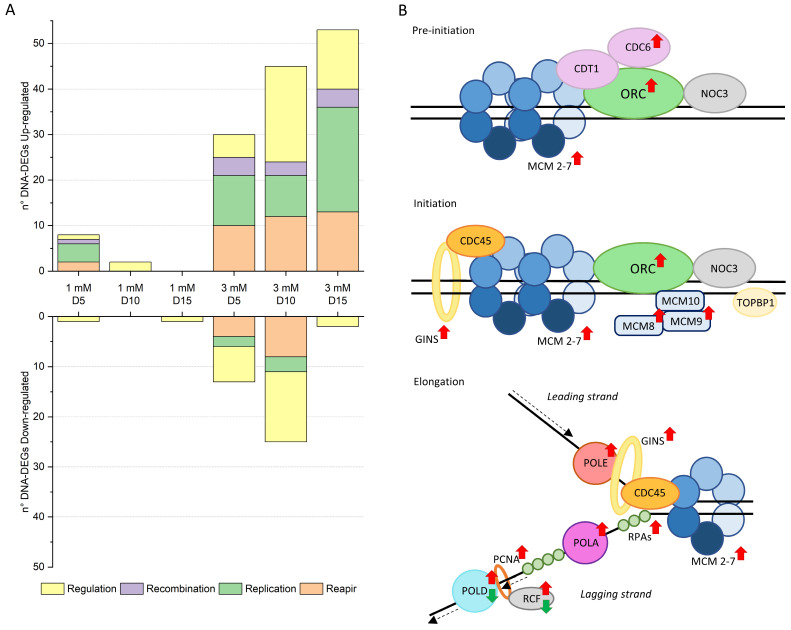
Ni effect on transcriptomic regulation of DNA metabolism. (**A**) DNA-related up- and downregulated DEGs classified by function. The DEGs related to different DNA function are divided into four categories: Repair, Replication, Recombination, and Regulation. The Repair and Replication categories include all entries that have a DNA repair or replication function, respectively. The Recombination category comprises DEGs that play a role in the recombination at the DNA or chromosomal levels, while the Regulation category clusters all entries whose function is associated with the regulation of various cellular processes, such as the cell cycle, chromosome segregation, histone modification, and DNA repair and replication. For the DEGs that have multiple functions (e.g., helicase), the entry is shown in all the relevant categories. The figure is based on data reported in Table S2. (**B**) Ni transcriptomic regulation of DNA replication machinery from pre-initiation to elongation phases. Red and green arrows represent up- and downregulated DEGs, respectively. For a description of the Ni treatment and timepoints, see Table S1. Adapted from Shultz et al. (2007) [24].

**Figure 5:**
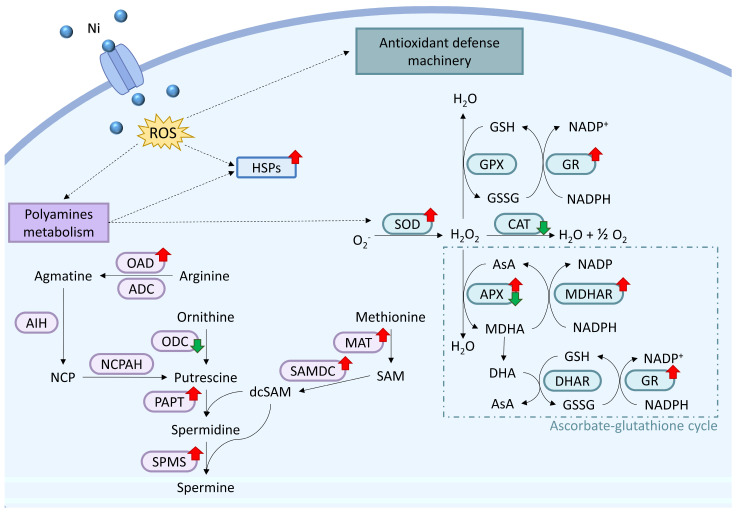
Ni-oxidative response machinery in *C. merolae*: antioxidant enzymatic defense and polyamine metabolism. Nickel, upon entering *C. merolae* cells, causes an increase in ROS levels, which upregulates the enzymatic antioxidant system, polyamine (PA) metabolisms, and heat-shock proteins (HSPs). PAs, in turn, upregulate HSPs and superoxide dismutase (SOD). For a description of timepoints and displayed enzymes, see Table S1. The dotted arrow indicates an upregulation of the metabolic pathway and specific molecular components. The red and green arrows correspond to up- or down-regulation of specific components, respectively. OAD, ornithine/arginine decarboxylase; ADC, arginine decarboxylase; AIH, agmatine iminohydrolase; NCPAH, N-carbamoyl putrescine amidohydrolase; ODC, ornithine decarboxylase; PAPT, putrescine aminopropyl transferase; SPMS, spermine synthase; MAT, methionine adenosyl transferase; SAMDC, S-adenosylmethionine decarboxylase; GPX, glutathione peroxidase, GR, glutathione reductase; CAT, catalase; APX, aspartate peroxidase; MDHAR, monodehydroascorbate reductase; DHAR, dehydroascorbate reductase; NCP, N-carbamoyl putrescine; dcSAM, decarboxylated S-adenosylmethionine; SAM, S-adenosyl methionine; GSH, glutathione; GSSG, glutathione disulfide; Asa, ascorbate; MDHA, monodehydroascorbate; DHA, dehydroascorbate.

**Figure 6:**
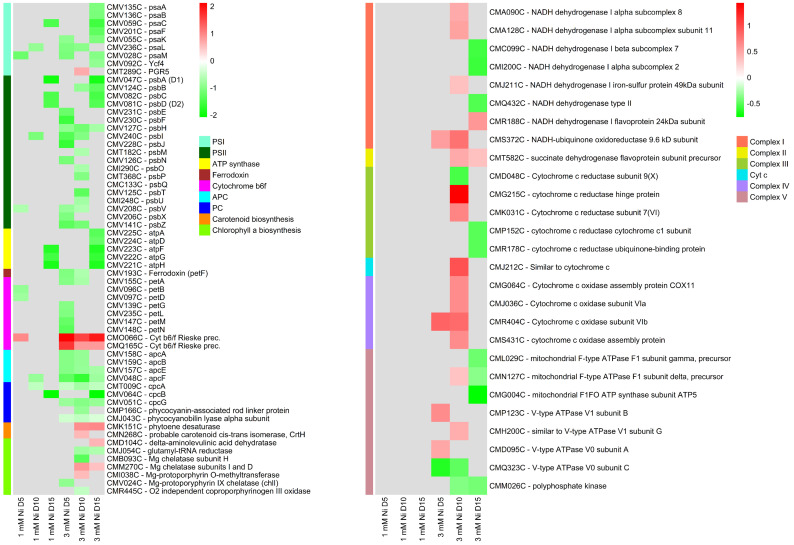
Transcriptomic regulation in *C. merolae* related to molecular components involved in cellular energy metabolism. On the left, a heatmap of DEGs of the photosynthetic apparatus or involved in pigment biosynthesis. On the right, a heatmap of DEGs involved in oxidative phosphorylation in the mitochondria. Data were obtained from three biological replicas (*n* = 3).

**Figure 7:**
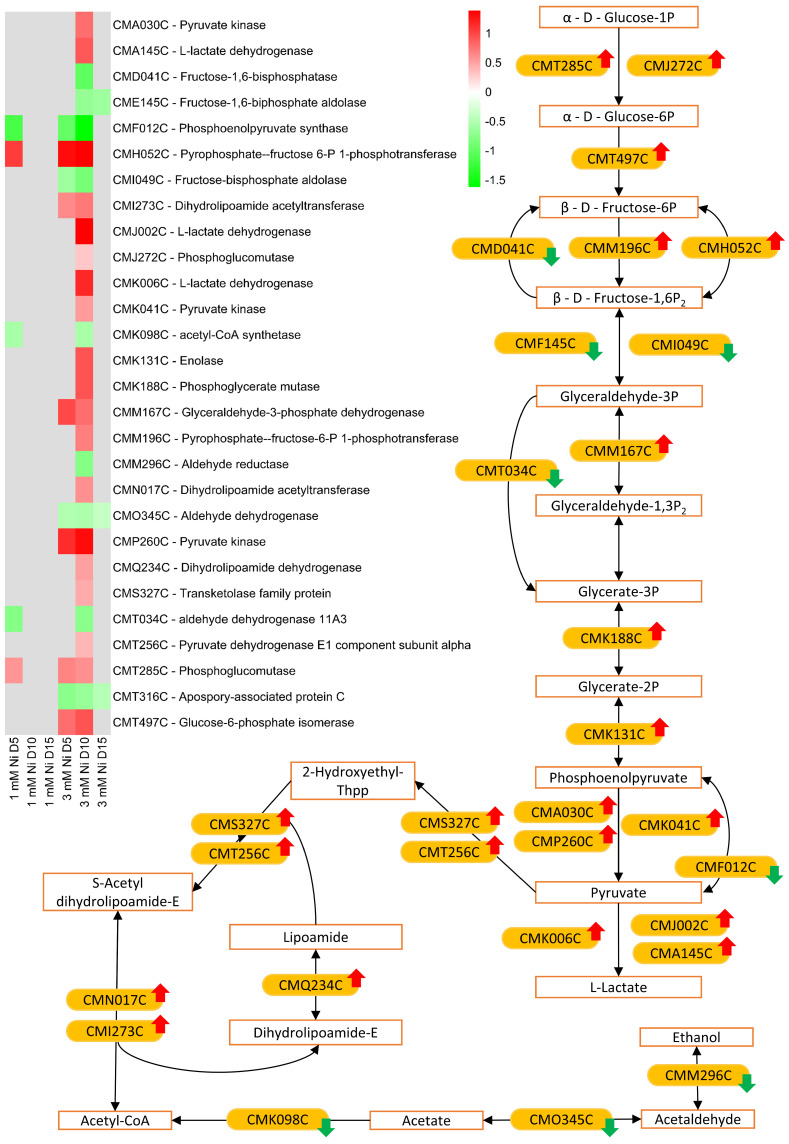
Transcriptomic regulation of glycolysis pathway in *C. merolae* cells exposed to Ni. The up- and downregulation of transcripts involved in glycolysis pathway is depicted with red and green arrows, respectively. The same color coding is used for DEGs in the heatmap (left) for days 1, 5, and 15. Data were obtained from three biological replicas (*n* = 3).

**Figure 8:**
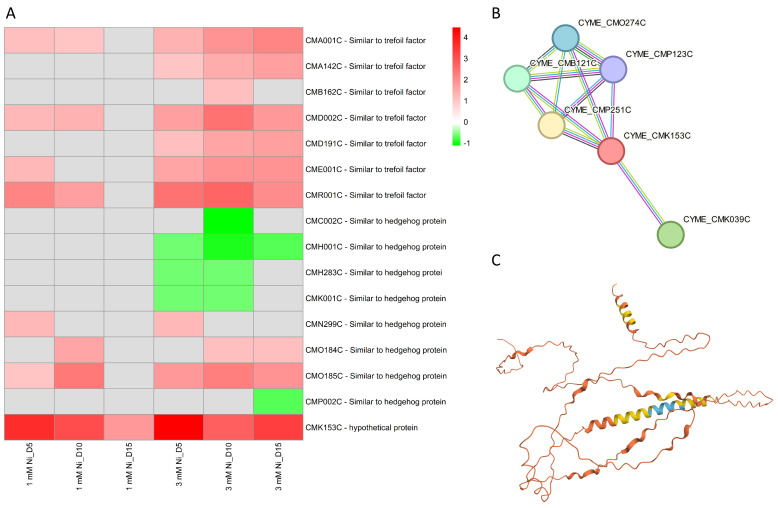
Transcriptomic analysis of ubiquitous DEGs in Ni-treated *C. merolae* cells. (**A**) Heatmap of DEGs involved in various signaling pathways. (**B**) Protein–protein interaction scheme obtained from the STRING analysis of the hypothetical protein *CMK153C*. (**C**) Structure of the *CMK153C* protein as predicted via the AlphaFold webtool (Jumper et al., 2021 [59]). The different color of the protein structure represents the per-residue model confidence score (pLDDT): dark blue—very high (pLDDT > 90), light blue—high (90 > pLDDT > 70), yellow—low (70 > pLDDT > 50) and orange—very low (pLDDT < 50). Data were obtained from three biological replicas (*n* = 3).

## Data Availability

The data discussed in this publication have been deposited into NCBI’s Gene Expression Omnibus [79] and are accessible through GEO Series accession number GSE284716 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284716 (accessed on 19 December 2024)).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26104813/s1.

# Supplementary material for: Transcriptomics Reveals an Energy-Saving Metabolic Switch in an Extremophilic Red Microalga Cyanidioschyzon merolae Under Nickel Stress
**Source:** Int J Mol Sci. 2025 May 17;26(10):4813. doi: 10.3390/ijms26104813
**Supplement:** Supplementary file 1

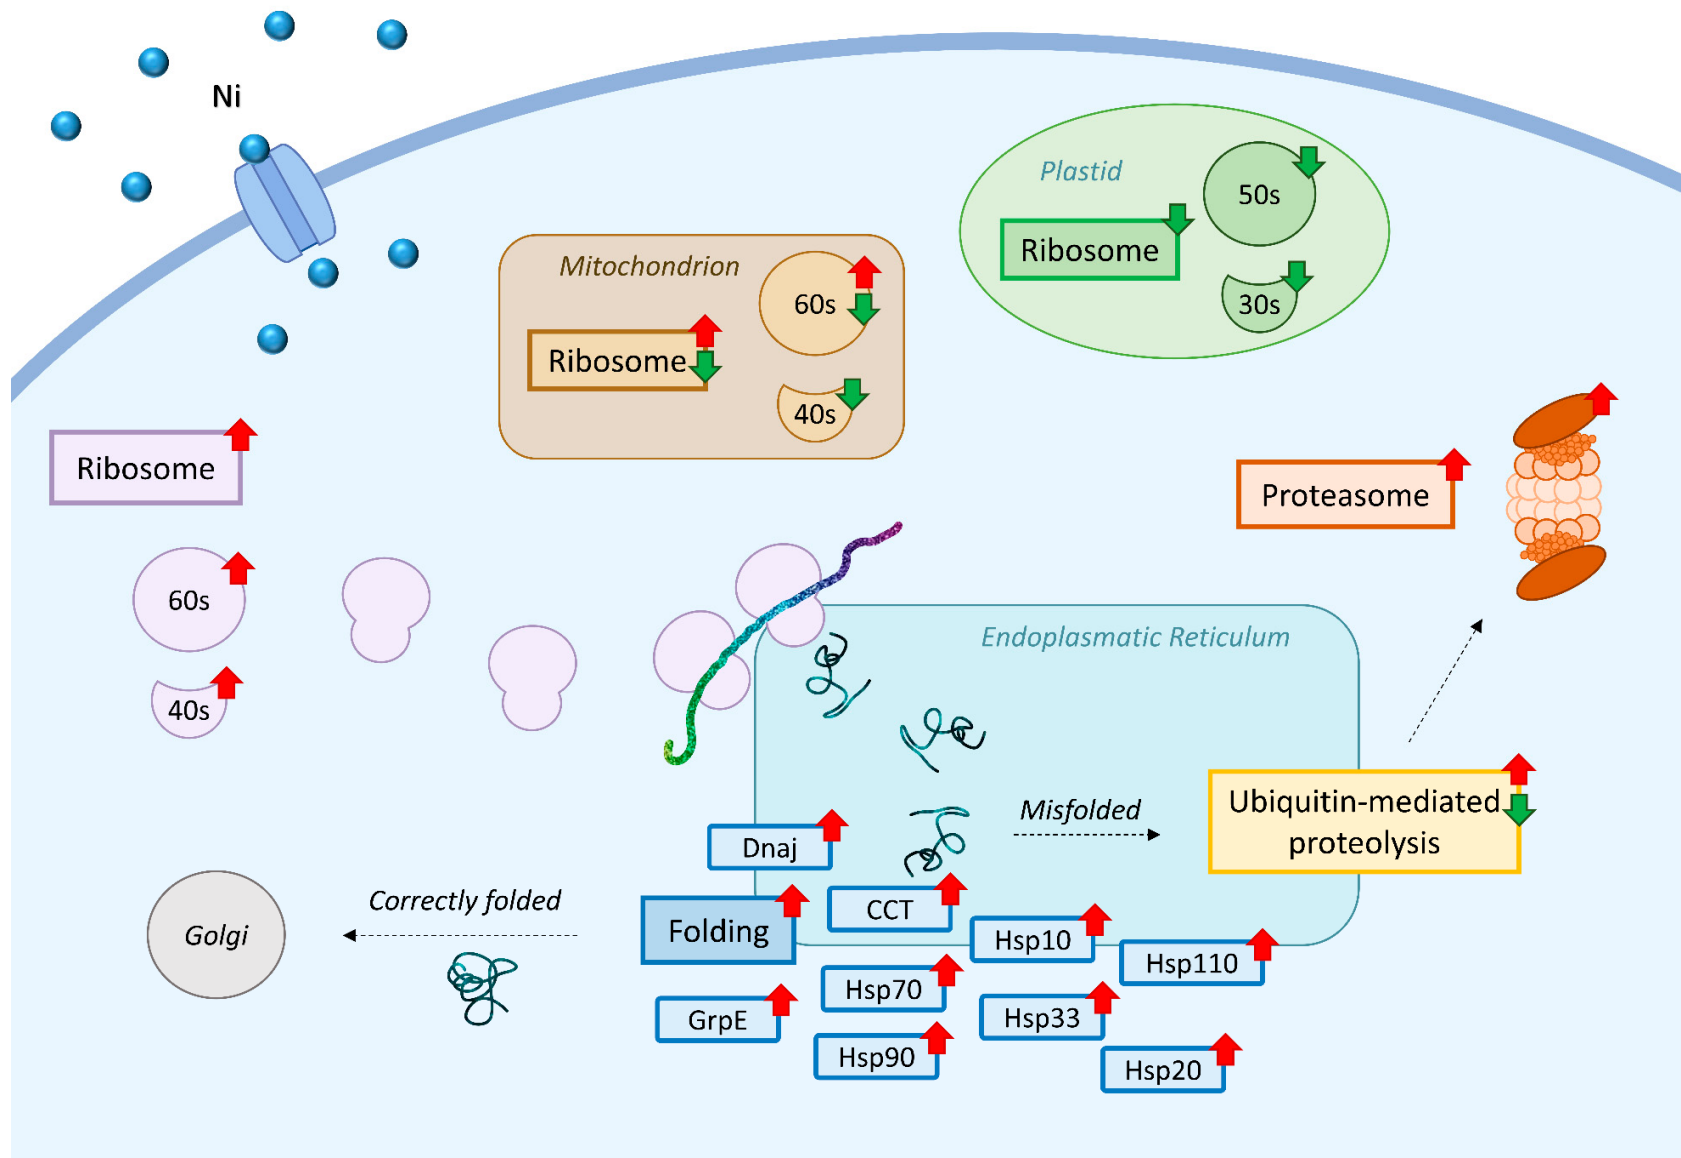

**Figure S1. Transcriptomic regulation of protein synthesis, folding and degradation.** The diagrammatic representation of the up- and downregulation of molecular components and pathways for protein synthesis, folding, and degradation in *C. merolae* cells exposed to high Ni levels. Transcriptional remodelling is shown for the cytoplasm, mitochondrion, plastid, and endoplasmic reticulum.

**Table S1. Differentially regulated genes of various functionalities.** The table presents all the DEGs discussed in the main manuscript, categorized by their biological functions: protein quality control machinery, lipid-fatty acid metabolism, polyamine metabolism, metal transporter and complexing, ROS detoxification machinery, and energy metabolism. For each DEG, the gene name, accession number, and colour-coded expression pattern are provided for samples of *C. merolae* cells treated with 1 and 3 mM Ni. Upregulated and downregulated genes are highlighted in shades of red and green, respectively. The data are based on three biological replicas ( $n = 3$ ).

probable DNA cytosine-5 -methyltransferase 3  
 probable DNA mismatch repair protein MutL/Mlh/Pms-like  
 probable DNA polymerase alpha, subunit B  
 probable DNA repair protein RadA  
 probable DNA repair protein SPR18 - Structural maintenance of  
 chromosomes protein 5 - SMC5  
 probable DNA replication licensing factor MCM2 - MCM9 like  
 probable flap structure-specific endonuclease 1 - XPG/Rad2  
endonuclease  
 probable G2/mitotic-specific cyclin 1  
 probable proliferating cell nuclear antigen (PCNA)  
 probable replication protein A  
 probable spindle checkpoint protein kinase MPS1  
 replication factor C subunit 1 (RFC1)  
 replication factor C subunit 2  
 similar to anti-silencing factor - Histone chaperone ASF1-like  
 similar to candidate tumor suppressor - ING family  
 similar to cell division cycle protein CDC6  
 similar to cell polarity protein alp13 (MRG)  
 similar to chromatin accessibility complex 1  
 similar to DNA apurinic or apyrimidinic site lyase ARP  
 similar to DNA replication licensing factor MCM8  
 similar to DNMT1 associated protein 1  
 similar to endonuclease III  
 similar to meiotic nuclear division protein Mnd1  
 similar to methyl transferase  
 similar to microtubule-associated protein  
 similar to microtubule-associated protein, RP/EB family  
 similar to nucleosome/chromatin assembly factor C  
 similar to origin recognition complex subunit 1  
 similar to origin recognition complex subunit 4  
 similar to PCAF histone acetylase complex subunit

CMR026C  
 CMI169C  
 CMF127C  
 CMK251C  
 CMH246C  
 CMO137C  
 CMG106C  
 CMI227C  
 CMS101C  
 CMC123C  
 CMB064C  
 CMR028C  
 CMF110C  
 CMG143C  
 CMQ358C  
 CME082C  
 CMS194C  
 CMQ472C  
 CMG142C  
 CMT087C  
 CMN257C  
 CMD139C  
 CMG028C  
 CMN180C  
 CMP130C  
 CMJ156C  
 CMQ367C  
 CMS112C  
 CMT300C  
 CMO046C

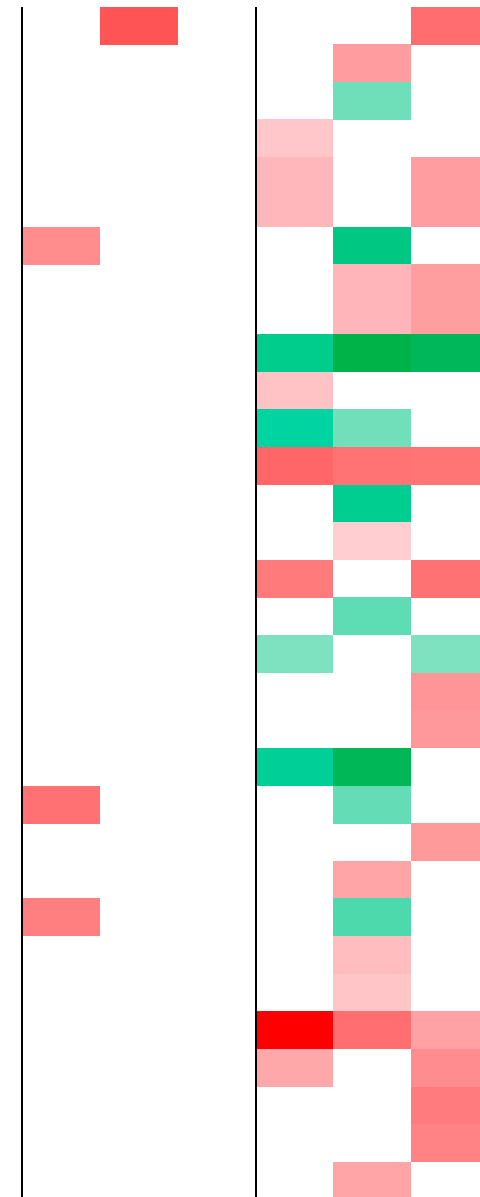

26S proteasome regulatory subunit RPN2  
 26S proteasome regulatory subunit RPN6  
 26S proteasome regulatory subunit RPN7  
 26S proteasome regulatory subunit RPN8  
 26S proteasome regulatory subunit RPN9  
 30S ribosomal protein S14 (rps14)  
 30S ribosomal protein S16 (rps16)  
 30S ribosomal protein S18 (rps18)  
 30S ribosomal protein S2 (rps2)  
 30S ribosomal protein S3 (rps3)  
 30S ribosomal protein S5 (rps5)  
 30S ribosomal protein S6 (rps6)  
 40S ribosomal protein S10  
 40S ribosomal protein S11  
 40S ribosomal protein S14  
 40S ribosomal protein S15  
 40S ribosomal protein S15A  
 40S ribosomal protein S16  
 40S ribosomal protein S17  
 40S ribosomal protein S18  
 40S ribosomal protein S19  
 40S ribosomal protein S2  
 40S ribosomal protein S20  
 40S ribosomal protein S21  
 40S ribosomal protein S23  
 40S ribosomal protein S24  
 40S ribosomal protein S25  
 40S ribosomal protein S26  
 40S ribosomal protein S27  
 40S ribosomal protein S27A, ubiquitin fusion protein  
 40S ribosomal protein S3  
 40S ribosomal protein S3A

CMQ283C  
 CMS045C  
 CMG170C  
 CMT431C  
 CMQ395C  
 CMV137C  
 CMV084C  
 CMV213C  
 CMV218C  
 CMV170C  
 CMV180C  
 CMV079C  
 CMJ285C  
 CMO287C  
 CMH046C  
 CMG109C  
 CMI202C  
 CMP007C  
 CMT402C  
 CMB004C  
 CMR148C  
 CMA082C  
 CMG057C  
 CMQ051C  
 CMI059C  
 CMA114C  
 CMM240C  
 CMN126C  
 CMT197C  
 CMN125C  
 CMN148C  
 CMS189C

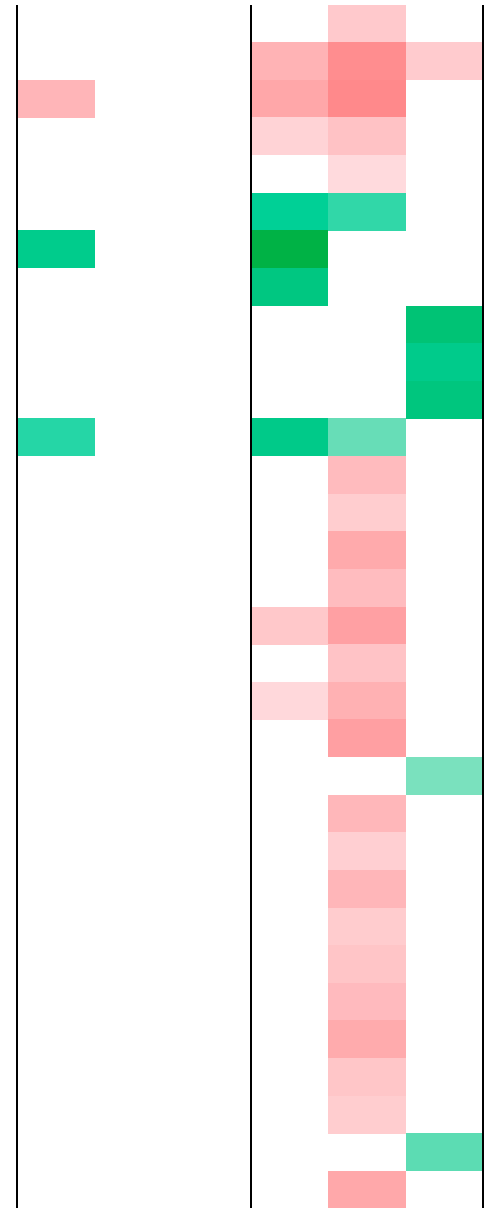

60S ribosomal protein L23A  
60S ribosomal protein L24 homolog  
60S ribosomal protein L26  
60S ribosomal protein L27  
60S ribosomal protein L27A  
60S ribosomal protein L29  
60S ribosomal protein L3  
60S ribosomal protein L32  
60S ribosomal protein L34  
60S ribosomal protein L35A  
60S ribosomal protein L36  
60S ribosomal protein L37A  
60S ribosomal protein L38  
60S ribosomal protein L39  
60S ribosomal protein L4  
60S ribosomal protein L5  
60S ribosomal protein L6  
60S ribosomal protein L7  
60S ribosomal protein L7A  
60S ribosomal protein L8  
60S ribosomal protein L9  
anaphase-promoting complex subunit 2 (Apc2)  
ATP-dependent clp protease ATP-binding subunit (clpC)  
ATP-dependent Clp protease, ATP-binding subunit ClpB  
ATP-dependent Hsl protease ATP-binding subunit HslU, heat shock  
protein HslU  
box C/D snoRNP component Nop58  
Cdc20  
chaperonin containing TCP1, subunit 1  
chaperonin containing TCP1, subunit 2  
chaperonin containing TCP1, subunit 3  
chaperonin containing TCP1, subunit 5

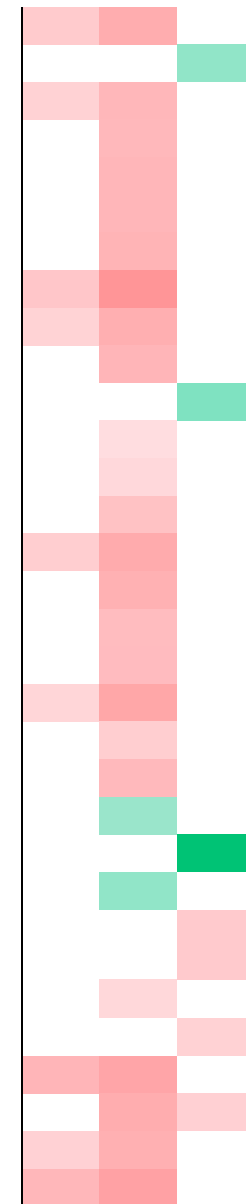

chaperonin containing TCP1, subunit 6a  
 chaperonin containing TCP1, subunit 6a  
 chaperonin containing TCP1, subunit 7  
 chaperonin containing TCP1, subunit 8  
 chloroplast molecular chaperone GrpE  
 chloroplast ribosomal protein L15 precursor  
 chloroplast ribosomal protein S21 precursor  
 chloroplast translation elongation factor G  
 chloroplast chaperonin CPN60, precursor  
 cullin 1  
 DegP protease  
 DnaJ homolog, subfamily A  
 DnaK; Hsp70-type chaperone  
 eukaryotic translation elongation factor 2  
 eukaryotic translation initiation factor eIF-2B alpha subunit  
 eukaryotic translation initiation factor eIF-2B delta subunit  
 eukaryotic translation initiation factor eIF-2B epsilon subunit  
 eukaryotic translation initiation factor eIF-3 subunit H  
 eukaryotic translation initiation factor eIF-4F  
 eukaryotic translation initiation factor eIF-5A  
 glutamyl-tRNA amidotransferase subunit A  
 heat shock protein Hsp70, cytosolic  
 heat shock protein of Hsp90 family  
 heat shock protein of Hsp90 family  
 hsp90 co-chaperone p23  
 hypothetical protein  
 hypothetical protein  
 hypothetical protein  
 hypothetical protein  
 hypothetical protein  
 hypothetical protein

CME197C  
 CMG005C  
 CMT558C  
 CMT318C  
 CMT423C  
 CMQ292C  
 CMB032C  
 CMK150C  
 CMB021C  
 CMT046C  
 CMM292C  
 CML030C  
 CMV163C  
 CMS428C  
 CMR269C  
 CMT047C  
 CMR397C  
 CMS354C  
 CMQ348C  
 CMS351C  
 CMM318C  
 CMP145C  
 CMA061C  
 CMQ224C  
 CMQ190C  
 CMB107C  
 CMM163C  
 CMD103C  
 CMJ088C  
 CMD173C  
 CMO203C  
 CMM121C

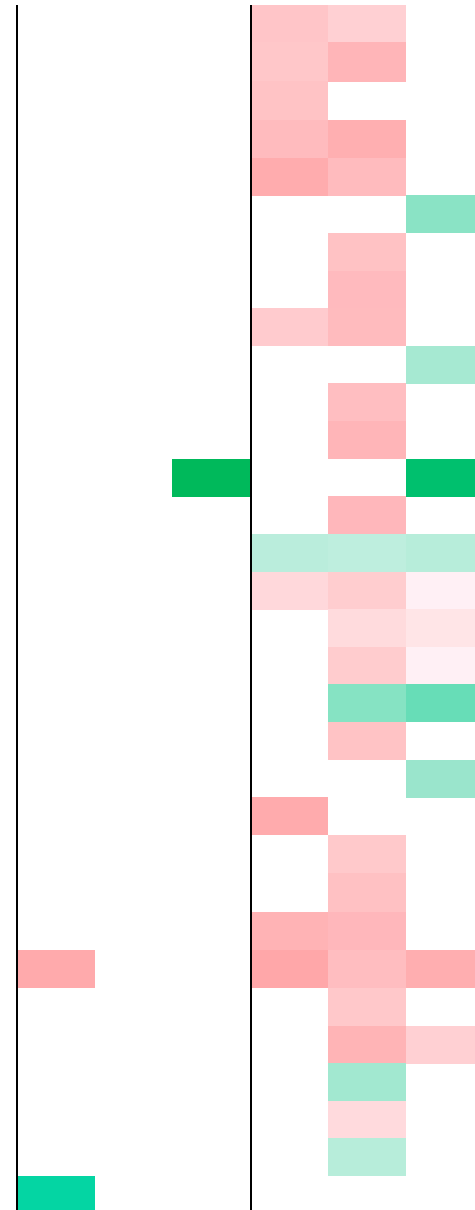

probable trigger factor  
 probable ubiquitin conjugating enzyme E2  
 probable ubiquitin fusion degradation protein Ufd4p  
 probable ubiquitin-conjugating enzyme E2  
 probable ubiquitin-conjugating enzyme E2  
 probable zinc protease  
 protease IV  
 putative ribosomal protein 3 (ycf65)  
 serine protease  
 similar to 60S ribosomal subunit biogenesis protein Nip7p  
 similar to ATP binding protein  
 similar to cell division cycle protein cdc16 - Apc6  
 similar to chaperone grpE  
 similar to DnaJ family molecular chaperone  
 similar to dnaJ protein  
 similar to general negative regulator of transcription cdc39  
 similar to heat shock protein Hsp33  
 similar to mitochondrial inner membrane protease IMP1  
 similar to nuclear import protein NPL4  
 similar to processing protease  
 similar to protease  
 similar to protein with DnaJ domain  
 similar to ribosomal protein S1  
 similar to ribosome biogenesis protein SSF1  
 similar to ring finger protein  
 similar to SUMO-1-specific protease  
 similar to translation initiation factor IF-3  
 similar to translational activator GCN1  
 similar to ubiquitin carboxyl-terminal hydrolase 10  
 similar to ubiquitin conjugating enzyme E2  
 similar to ubiquitin conjugating enzyme E2  
 similar to ubiquitin fusion-degradation protein 1

CMI148C  
 CMR010C  
 CMI198C  
 CMB015C  
 CMG136C  
 CMI130C  
 CMP160C  
 CMV085C  
 CML185C  
 CMN108C  
 CMB065C  
 CMF102C  
 CML088C  
 CMB036C  
 CMF076C  
 CMF162C  
 CMR268C  
 CMB077C  
 CMH273C  
 CMO083C  
 CMO341C  
 CMI136C  
 CMI199C  
 CMQ177C  
 CME171C  
 CML324C  
 CMT223C  
 CMH194C  
 CMP333C  
 CMP178C  
 CMQ038C  
 CMK008C

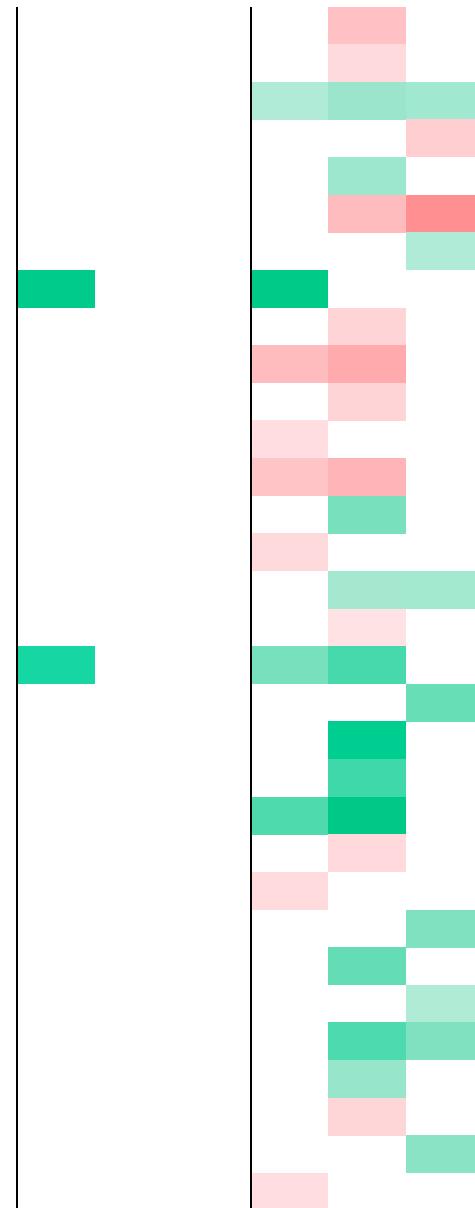

Phosphoglucosyltransferase  
Phosphoglycerate mutase  
phyocyanin-associated rod linker protein  
phyocyanobilin lyase alpha subunit  
phytoene desaturase  
polyphosphate kinase  
probable carotenoid cis-trans isomerase, CrtH  
psaA  
psaB  
psaC  
psaF  
psaK  
psaL  
psaM  
psbA (D1)  
psbB  
psbC  
psbD (D2)  
psbE  
psbF  
psbH  
psbI  
psbJ  
psbM  
psbN  
psbO  
psbP  
psbQ  
psbT  
psbU  
psbV  
psbX

[illegible]

[illegible]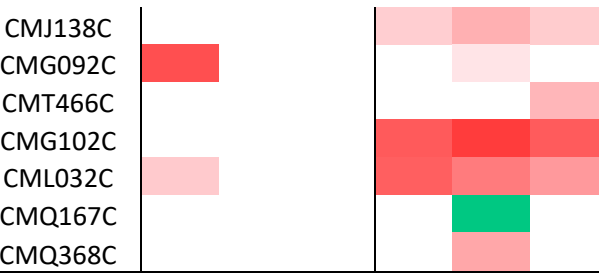

**Table S2. DEGs related to DNA maintenance.** The table shows the total number of differentially expressed genes involved in DNA maintenance obtained from 1 and 3 mM Ni-treated cells at various time points. The DEGs are stratified across four categories: Repair, Replication, Recombination and Regulation. Repair and Replication categorizes entries with DNA repair or replication functions. The Recombination category groups all DEGs with a role in recombination at the DNA or chromosomal level. Regulation category encompasses DEGs with functions related to cell cycle, chromosome segregation, and histone modification. In cases where DEGs have multiple functions (e.g., helicase), the entry is reported in all relevant categories. All entries report the gene name and locus (with CYME\_ removed, for *C. merolae* genes). Where appropriate, the functional analysis of a gene is refined to either the functional domain of the protein or the protein itself. Tables S1 and S2 provide the basis for Figures 5 and 6 of the main manuscript, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

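RNA of *C. merolae* cultures was sequenced after poly(A) selection in 29 libraries of 10 conditions. The untreated cultures gave 3 libraries on each of days 0, 5, 10 and 15, those at 3 mM Ni 3 on each of days 5, 10 and 15, and those at 1 mM Ni 3 on days 5 and 10 and 2 on day 15. The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 to the ASM9120v1 assembly of Ensembl, removed optical duplicates with GATK MarkDuplicates and counted reads per gene with HTSeq-count on the reverse strand, and they deposited these counts without normalization. All values are whole numbers. By its default, HTSeq-count leaves out reads that align to several places, which lowers the counts of similar genes such as those of the trefoil, hedgehog and Mps1 families. The coordinates of *CMG189C*, *CMI207C*, *CMK199C*, *CMN061C* and *CMS422C* overlap those of another gene, and counting by strand keeps such pairs apart only where the strands differ. Conditions, days and replicates were read from the sample labels, and gene names from the annotation in RefSeq by locus tag.

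The libraries held 2602444 to 4067107 counts (median 3121668), and the median gene had 213 to 456 counts per library. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and its fold change is given as a lower bound. Normalized values are in CPM, the counts scaled to library size with TMM factors. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, in a single quasi-likelihood fit of all 29 libraries with 1 coefficient per condition. The filter by expression kept 4796 genes and left out 188. The common dispersion was 0.0419, a biological coefficient of variation of 0.205, with 4.41 prior degrees of freedom. P-values were adjusted by the method of Benjamini and Hochberg over all tested genes, and a gene with an adjusted p under 0.05 was counted as a DEG, with no minimum fold change. Standard errors come from the fitted log2 fold change and its F statistic.

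Each treatment was compared with the untreated control of the same day, 3 mM with 1 mM Ni on each day, and the response at 3 mM Ni between successive days by an interaction contrast. Untreated cultures of days 5, 10 and 15 were also compared with day 0. The exact permutation test was used for the share of counts on chloroplast genes. Of treated and untreated libraries without overlap, chance gives 10% with 3 against 3 libraries and 20% with 2 against 3, as an average over the splits of the libraries. As genes vary together, the share of a single split can lie far from it. In counts simulated for all 29 libraries, 200 genes were changed by known factors in 1 comparison of 6 libraries. Genes were drawn independently and with the same spread in each library, and the planted changes were larger than those of most DEGs. Among the 4780 genes of its step edgeR recovered 194 with 11 false calls among 205. Among the 4796 genes of its step DESeq2 recovered 98% with 9.26% of its calls false.

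Gene sets were taken from words of the gene descriptions or from the genome that encodes the gene, and genes described in other words are outside them, among them SMC1 to SMC5, most MCM genes and the CCT subunits other than 6a. The 17 sets were all chloroplast-encoded genes (190 tested) and among them photosynthesis, ribosomal protein and other genes, mitochondrion-encoded genes (17 tested), and nucleus-encoded photosynthesis, cytosolic ribosomal protein, proteasome, CCT, DNA replication, SMC, glycolysis, tricarboxylic acid cycle, peroxisome, ABC transporter, trefoil factor and hedgehog genes. Each was tested in 6 comparisons with camera of limma 3.58.1 on log-CPM (prior count 2, preset correlation between genes 0.01), adjusted over the 102 pairs, with fry and camera with the estimated correlation beside it. In 20 simulated sets of 40 genes all 3 tests called the 1 changed set and no other. Lists that the paper made from its own DEGs were only summarised, since they were chosen on these samples. The supplement's Table S1 could be read only in part, so its loci were not tested as a set.

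The genes named are those that the paper's text names by locus, at the doses and days of its sentence, those labelled in Figure 2C, at most the 2 largest changes of each list of Tables S1 and S2 and Figures 6, 7 and 8, and for each of the 6 comparisons with the control the 3 with the largest absolute log2 fold change among DEGs whose libraries did not overlap. Enzymes that the paper names without a locus were matched by gene description before their values were seen. The locus *CMP365C* of the text is not in the table of counts and *CMO274C* had too few counts to be tested.

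These choices, the sets, the rule for named genes and the following alternatives were fixed before the data were examined: DESeq2's size factors in the edgeR fit, nuclear genes only, no filter beyond 1 count, at least 10 counts in every library, the compared conditions alone in the fit, a fold change over 1.5, DESeq2 1.42.0 with its Wald test and with lfcShrink of type normal, limma-voom without and with the culture label as a replicate block, the day 0 control, and each library of the compared conditions left out in turn. Blocks by the rank of the culture label, the fits without a library outside the compared conditions, the camera tests of changes between days the comparison with the labels of the 3 mM Ni libraries 3C exchanged and the simulations of unchanged cultures with the control libraries drawn as well were chosen after results had been seen. Leaving out a library of 1 mM Ni on day 15 would leave 1, so no test was made there. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The reads, physiological measurements and images were not analysed here, as the deposited table holds counts alone.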

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

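The tests of a batch shared by culture labels and of exchanged labels, those of the changes between days without the untreated day 15 library C1 and the count of control libraries at the floor were chosen after the results had been seen; the splits of the libraries were not. The response of cytosolic ribosomal protein genes to 3 mM Ni differed between days 10 and 15. The median change of the log2 fold change was -0.87, lower on day 15 in 63 of 63 genes (camera adjusted p = 1.23e-27, fry adjusted p = 0.042), and for proteasome genes it was -0.57, lower in 27 of 28 (camera adjusted p = 1.5e-07, fry adjusted p = 0.042). With camera's correlation estimated from the data neither passed (camera adjusted p = 0.546 for both). No single gene passed for this change (0, with 1058 at an unadjusted p under 0.05). With a real number of 0, each of the splits of the libraries has at least as many (100 of 100), which decides nothing, and the largest number among them was 1250.

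Over the 29 fits that each left out 1 library, the ribosomal median lay between -0.95 (without the 3 mM Ni day 10 library 3C) and -0.75 (without the 3 mM Ni day 15 library 3C) and the proteasome median between -0.75 (without the 3 mM Ni day 10 library 3C) and -0.46 (without the untreated day 15 library C3). Camera called both in all 29 fits and fry the first in 9 and the second in 10, its highest adjusted p being 0.144 for both without the 3 mM Ni day 10 library 3B. The untreated day 15 library C1, which lies apart from the others, is argued against as the cause, since without it the medians were -0.818 and -0.526. A batch shared by libraries of the same rank in the culture labels stays open (permutation p = 0.00019). An exchange of labels between the 3 mM Ni libraries 3C of days 5 and 10 (largest distance 0.413 from a library of the other day) is argued against here, since both medians kept their direction and size without the day 10 library. A biological explanation, a response that subsides between the days, was not tested beyond this change and may hold alone or together with a batch.

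Other sets changed their 3 mM response by camera at its preset correlation but not by fry. From day 5 to day 10 the medians were 0.35 for chloroplast-encoded genes, 0.31 for their photosynthesis genes, 0.48 for their ribosomal protein genes, 0.32 for their other genes, 0.47 for cytosolic ribosomal protein genes (63 of 63 higher), 0.20 for proteasome genes and 0.41 for the 7 cohesin, condensin and SMC6 genes. Cytosolic ribosomal protein genes kept camera's call in all 29 fits without 1 library. Their median ranged from 0.14 (without the untreated day 5 library C3) to 0.71 (without the 3 mM Ni day 5 library 3C). The ranges over the fits without 1 library, for the sets that lost camera's call in at least 1 of them, were chloroplast-encoded genes (0.11 to 0.55, highest camera adjusted p = 0.0722 without the untreated day 5 library C5), their photosynthesis genes (0.21 to 0.50, highest camera adjusted p = 0.132 without the untreated day 5 library C5), their ribosomal protein genes (0.08 to 0.90, highest camera adjusted p = 0.195 without the untreated day 10 library C1), their other genes (0.02 to 0.49, highest camera adjusted p = 0.2 without the untreated day 5 library C5), proteasome genes (0.11 to 0.37, highest camera adjusted p = 0.284 without the untreated day 5 library C3) and the 7 cohesin, condensin and SMC6 genes (0.29 to 0.56, highest camera adjusted p = 0.199 without the untreated day 5 library C3). From day 10 to day 15 they were -0.80 for the 2 CCT genes, which lost camera's call without the untreated day 15 library C3 (-0.75, camera adjusted p = 0.0658), and 0.44 for DNA replication genes, higher in 21 of 23 (camera adjusted p = 0.00199, fry adjusted p = 0.176). The last was 0.268 without the untreated day 15 library C1, which kept its direction, so C1 is argued against as its whole cause. The shared batch stays open here, and so does the exchange of labels for the changes from day 5 to day 10.

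The paper compares each treatment with an untreated control and does not report how the controls changed with time. Against day 0, 1904 genes were DEGs in the untreated cultures on day 5 (974 up, 930 down), 1918 on day 10 (1011 up, 907 down) and 1729 on day 15 (934 up, 795 down) with edgeR at an adjusted p under 0.05. Of the 10 splits of the 6 libraries, 1 gave as many on each day, the real one, and the largest numbers among the others were 687, 0 and 198. With 10 splits that share is never under 0.1. The age of the culture and the day of harvest and library preparation cannot be told apart, because each day has its own libraries and no batch labels are given. These comparisons were not repeated without single libraries, and no biological explanation was tested.

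Among the 3 genes with the largest change of each comparison, 4 are not named in the paper's text, and in all 4 every control library of the day held 3 counts or fewer, so that only a lower bound of the fold can be given. Under 3 mM Ni these were *CMR119C* on day 5 (at least 1.71-fold higher, 2 to 12 counts against 0), *CMR322C* on day 10 (at least 4.03-fold higher, 8 to 14 counts against 0), *CMR295C* on day 10 (at least 10.7-fold higher, 22 to 45 counts against at most 1) and *CMT320C* on day 15 (at least 1.52-fold higher, 4 to 8 counts against 0), each with every treated library above every untreated one, as the rule by which they were taken required. Counts at the floor are an explanation of the size of the fitted changes. In the fits that each left out 1 library, edgeR called *CMR119C* in 3 of 6 (edgeR adjusted p = 0.175 without the 3 mM Ni day 5 library 3C), *CMR322C* in 4 of 6, the filter having removed it without 3A or 3B, *CMR295C* in 6 of 6 and *CMT320C* in 3 of 6 (edgeR adjusted p = 0.086 without the 3 mM Ni day 15 library 3D). Reads shared between similar genes were not tested, and none of the 4 has a description. The dose of Ni stays open as the biological explanation.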

How the results depend on the processing

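The replicate blocks by rank of the culture label, and the fits without a library outside the conditions compared, were chosen after the results had been seen; the other settings were not. The numbers of DEGs were 23, 7 and 0 at 1 mM Ni and 489, 1402 and 494 at 3 mM Ni on days 5, 10 and 15, with 436 genes at an unadjusted p under 0.05 at 1 mM Ni on day 15. DESeq2's size factors in the edgeR fit, a fit of nuclear genes only and a filter of at least 1 count left each of the 11 numbers, with those for the differences between doses and days, within 1.5 times its value. The same held for the 6 comparisons with the control when a fold change over 1.5 was required as well. Of the calls at 1 mM Ni on day 5, 87% were upregulated and 72.4% with nuclear genes only, and on day 10 85.7% against 100% with DESeq2's size factors. Where at least 10 counts in every library were required, 1 mM Ni on day 10 had 1 DEG.

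DESeq2's Wald test gave 202, 31 and 1 DEGs at 1 mM Ni on the 3 days, 72, 635 and 3 between the doses, against 4, 410 and 0 with edgeR (213 at an unadjusted p under 0.05 on day 15), and 4 and 180 for the changes of the 3 mM Ni response from day 5 to 10 and from day 10 to 15, against 0 and 0 (with 254 and 1058 at an unadjusted p under 0.05). It shared 121, 31 and 1 DEGs between the doses on the 3 days, where edgeR shared 20, 7 and 0, and 1 gene was upregulated in all 6 comparisons, where edgeR had 0. In counts simulated for 1 comparison, 9.26% of DESeq2's calls and 5.37% of edgeR's were false. With shrunken fold changes over 1.5, DESeq2 left 166, 27 and 1 DEGs at 1 mM Ni. A fit of the compared conditions alone gave 2 and 76 at 1 mM Ni on days 5 and 10, 121 and 13 at 3 mM Ni on days 5 and 15, 249 between the doses on day 5, and 1 and 73 shared on days 5 and 10. Limma-voom without a block gave 11 at 1 mM Ni on day 5 and, between the doses, 10 on day 5 and 2 on day 15. Against the untreated control of day 0 there were 1399, 1832 and 1304 DEGs at 1 mM Ni on the 3 days, 1743 and 1522 at 3 mM Ni on days 5 and 15, and 272 genes were upregulated in all 6 comparisons. This control replaces the effect of Ni with that of Ni and days of culture together. For the other settings the cause was not tested. Under DESeq2, the ratio of the summed DEGs at 3 mM to those at 1 mM Ni was 12.3, and 9.37 with shrinkage, against 79.5 with edgeR. With the day 0 control it was 1.08.

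Libraries with the same culture label did not deviate together: the mean correlation of their deviations from the condition means was -0.0589 over 18 pairs (-0.498 to 0.232). With the culture label as a replicate block in limma-voom there were 12 DEGs at 1 mM Ni on day 5, 325 at 3 mM Ni on day 15, 10 between the doses on day 5 and 2 on day 15. Glycolysis genes at 3 mM Ni on day 10, with a median of 0.55, and tricarboxylic acid cycle genes at 3 mM Ni on day 5 (0.29) no longer passed camera under this block. The medians of ABC transporter genes on day 15 (0.046) and of mitochondrion-encoded genes on day 5 (0.057) changed sign at 3 mM Ni, and no other set median printed in the text changed its call or direction. Blocks by rank of the culture label (A with 1, B with 2 and so on) gave, with the ranks taken within a day, 15 and 48 at 1 mM Ni on days 5 and 10, 1545 at 3 mM Ni on day 5, 89, 1412 and 6 between the doses on the 3 days, and 1 and 135 for the changes between days. With the ranks over all days as a block there were 11 at 1 mM Ni on day 5, 9 between the doses on day 5 and 2 on day 15.

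Single libraries moved the numbers of DEGs by more than 1.5 times. Across the fits that each left out 1 library, they ranged at 1 mM Ni on day 5 from 6 (without the untreated day 5 library C5) to 1425 (without the untreated day 5 library C3) and on day 10 from 2 (without the untreated day 10 library C5) to 51 (without the untreated day 15 library C1), and on day 15 from 0 to 1 without the 3 mM Ni day 10 library 3C. The ranges at 3 mM Ni were 179 (without the 3 mM Ni day 5 library 3C) to 1157 (without the untreated day 5 library C3) on day 5, 642 (without the 3 mM Ni day 10 library 3B) to 1752 (without the untreated day 15 library C1) on day 10 and 57 (without the 3 mM Ni day 15 library 3D) to 843 (without the untreated day 15 library C3) on day 15. Between the doses they were 0 (without the 1 mM Ni day 5 library 1C) to 59 (without the untreated day 15 library C1) on day 5, 5 (without the 3 mM Ni day 10 library 3B) to 876 (without the 3 mM Ni day 10 library 3C) on day 10 and 0 to 2 without the untreated day 15 library C1 on day 15. For the change of the response from day 5 to day 10 they were 0 to 19 without the 3 mM Ni day 10 library 3C, and from day 10 to day 15 0 to 460 without the 3 mM Ni day 10 library 3C. Without the untreated day 15 library C1 the doses shared 159 DEGs on day 5 and 50 on day 10. A single gene was upregulated in all 6 comparisons in a fit of this kind, without the 3 mM Ni day 10 library 3C, with 0 in others. The ratio of the summed DEGs at both doses lay between 2.36 (without the untreated day 5 library C3) and 224 (without the untreated day 5 library C5), over 1 in each of the 27 fits. Leaving out either 1 mM Ni library of day 15 would leave a single library in that arm, so this comparison was not run without them.

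Of the 56 set medians of comparisons with the control printed in the text, 36 passed camera at its preset correlation and none of these with the correlation estimated from the data, which leaves every median as it was. These medians were -0.91, -0.54 and -0.93 at 3 mM Ni on days 5, 10 and 15 for chloroplast-encoded genes, -0.98, -0.52 and -0.93 at 3 mM Ni on days 5, 10 and 15 for their photosynthesis genes, -1.74, -0.30 and -1.68 at 1 mM Ni on days 5, 10 and 15 and -0.92 and -1.34 at 3 mM Ni on days 5 and 15 for their ribosomal protein genes, -0.90, -0.59 and -0.73 at 3 mM Ni on days 5, 10 and 15 for their other genes. They were 0.42 and 0.90 at 3 mM Ni on days 5 and 10 for cytosolic ribosomal protein genes, 0.35 and 0.57 at 3 mM Ni on days 5 and 10 for proteasome genes, 0.75 and 0.79 at 3 mM Ni on days 5 and 10 for CCT subunit 6a genes, 0.54 and 1.13 at 3 mM Ni on days 5 and 15 for DNA replication genes, 0.47 and 0.24 at 3 mM Ni on days 10 and 15 for the 7 cohesin, condensin and SMC6 genes. In the remaining families they were 0.28 and 0.56 at 3 mM Ni on days 5 and 10 for glycolysis genes, 0.29 and 0.45 at 3 mM Ni on days 5 and 10 for tricarboxylic acid cycle genes, -0.32 and -0.45 at 3 mM Ni on days 5 and 10 for peroxisome genes, 0.86, 1.01 and 0.95 at 1 mM Ni on days 5, 10 and 15 and 1.13, 1.63 and 2.01 at 3 mM Ni on days 5, 10 and 15 for trefoil factor genes. Fry, which permits correlated genes, did not call 15 of them: chloroplast-encoded genes at 3 mM Ni on days 5, 10 and 15, their photosynthesis genes at 3 mM Ni on days 10 and 15, their ribosomal protein genes at 1 mM Ni on days 5, 10 and 15 and at 3 mM Ni on days 5 and 15, their other genes at 3 mM Ni on days 5, 10 and 15, cytosolic ribosomal protein genes at 3 mM Ni on day 5, trefoil factor genes at 1 mM Ni on day 15. In simulated sets of 40 genes with independent genes, each of the 3 tests called the 1 changed set of 20 and no other.

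The glycolysis median at 3 mM Ni on day 10 (0.56) also lost its camera call with DESeq2's size factors (0.58) and with nuclear genes only (0.54). Nuclear genes only also took the call from glycolysis genes (0.27) and tricarboxylic acid cycle genes (0.28) at 3 mM Ni on day 5. Against the untreated control of day 0, 12 medians at 3 mM Ni changed direction: cytosolic ribosomal protein genes to -0.70 on day 5 and -0.29 on day 10, glycolysis genes to -0.75, -0.50 and -0.69 on days 5, 10 and 15, ABC transporter genes to 0.10 on day 5 and 0.080 on day 15, mitochondrion-encoded genes to 0.49 on day 5, and on day 15 proteasome genes to -0.030, tricarboxylic acid cycle genes to -0.013, nucleus-encoded photosynthesis genes to -0.23 and CCT subunit 6a genes to 0.44. Under the same control 8 medians no longer passed camera: chloroplast-encoded ribosomal protein genes at 1 mM Ni on day 10 (-0.46) and at 3 mM Ni on day 5 (-0.062), trefoil factor genes at 1 mM Ni on day 15 (0.90), and at 3 mM Ni proteasome genes (0.15), CCT subunit 6a genes (0.71) and peroxisome genes (-0.21) on day 5 and tricarboxylic acid cycle genes on days 5 (0.27) and 10 (0.18). Another 4 at 3 mM Ni passed it only there: nucleus-encoded photosynthesis genes on day 5 (-0.91) and day 10 (-0.49), DNA replication genes on day 10 (1.35) and cytosolic ribosomal protein genes on day 15 (-0.83).

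Across the fits that each left out 1 library of the conditions compared, these set medians crossed camera's threshold or 0, and the library left out at each end is named by its culture label. At 3 mM Ni on day 5 the ranges were -0.80 (C3) to 0.31 (C4) for mitochondrion-encoded genes, -0.55 (C5) to -0.10 (C3) for nucleus-encoded photosynthesis genes, 0.031 (3C) to 0.57 (C3) for glycolysis genes, 0.22 (3C) to 0.43 (C3) for tricarboxylic acid cycle genes and -0.43 (3D) to -0.21 (3C) for peroxisome genes. On day 10 they were -0.75 (3C) to -0.033 (C3) for chloroplast-encoded ribosomal protein genes, 0.053 (C1) to 0.40 (C3) for DNA replication genes and 0.46 (3B) to 0.77 (C3) for glycolysis genes. At 3 mM Ni on day 15 they were -1.27 (C3) to 0.047 (C1) for chloroplast-encoded genes, -1.22 (C3) to -0.10 (C1) for chloroplast-encoded photosynthesis genes, -1.87 (C3) to 0.16 (C1) for chloroplast-encoded ribosomal protein genes, -1.08 (C3) to 0.045 (C1) for other chloroplast-encoded genes, -0.46 (C4) to 1.29 (C1) for mitochondrion-encoded genes and -0.15 (C1) to -0.027 (3D) for nucleus-encoded photosynthesis genes, and -0.12 (3D) to 0.088 (C1) for cytosolic ribosomal protein genes, -0.091 (C4) to 0.040 (C3) for CCT subunit 6a genes, 0.092 (C3) to 0.48 (C1) for the 7 cohesin, condensin and SMC6 genes, -0.045 (3D) to 0.073 (C1) for glycolysis genes, -0.061 (3C) to 0.10 (C4) for ABC transporter genes and -0.35 (C1) to 0.23 (C4) for hedgehog genes. Those at 1 mM Ni were -1.05 (1D) to -0.053 (1B) for chloroplast-encoded ribosomal protein genes on day 10 and -2.21 (C3) to 0.0040 (C1) for chloroplast-encoded ribosomal protein genes and 0.87 (C3) to 1.12 (C4) for trefoil factor genes on day 15. Without the untreated day 15 library C1, which is outside these comparisons, camera's call was also lost for tricarboxylic acid cycle genes on day 5 (0.29) and for CCT subunit 6a genes on day 10 (0.79) at 3 mM Ni, and the latter kept it in the fits without a library of the conditions compared, with medians from 0.68 (without the 3 mM Ni day 10 library 3A) to 0.93 (without the 3 mM Ni day 10 library 3C). The difference in the share of counts on chloroplast genes at 3 mM Ni on day 15, -1.16 percentage points, was -2.08 without C3 and 0.202 without C1, a change of sign that rests on C1.

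Of the 237 log2 fold changes of single genes printed in the text, 50 changed sign against the untreated control of day 0, where the days of culture add to the effect of Ni. At 3 mM Ni on day 5 these were *CMC043C* -0.62, *CMC150C* -0.53, *CMF110C* -0.091, *CML032C* -0.41, *CML080C* 1.05, *CMO012C* -1.15, *CMP123C* -0.014, *CMQ029C* -0.12, *CMR158C* -0.038, *CMT289C* -0.45 and *CMT423C* -0.99. On day 10 they were *CMA042C* 0.34, *CMA061C* -0.50, *CMB121C* 0.023, *CMC043C* -0.41, *CMC150C* -0.28, *CMG023C* 0.11, *CMJ134C* -0.011, *CMJ138C* 0.43, *CMK049C* 0.082, *CML032C* -0.092, *CML080C* 0.81, *CMN003C* 0.073, *CMN061C* 0.22, *CMN227C* -0.97, *CMO012C* -0.84, *CMQ029C* 0.026, *CMQ224C* -0.068, *CMR130C* -0.025, *CMS343C* -0.14, *CMT028C* 1.09, *CMT289C* -0.41, *CMT414C* -0.98 and *CMT423C* -0.77. On day 15 they were *CMA042C* 0.79, *CMF043C* -0.10, *CMF185C* 0.25, *CMI034C* 0.12, *CMI050C* -1.33, *CMJ014C* 0.28, *CMK049C* 0.042, *CML032C* -0.44, *CMM311C* 0.15, *CMP145C* 0.056, *CMQ029C* 0.27, *CMT289C* -0.93 and *CMT414C* -1.11. At 1 mM Ni they were *CMJ014C* 0.095 and *CML032C* -0.36 on day 5 and *CMJ014C* 0.29 on day 15. Among the other settings, 2 genes that were not DEGs and lay near 0 changed sign. *CMG023C* at 3 mM Ni on day 10 was 0.00434 with DESeq2's size factors, 0.011 with at least 10 counts in every library, 0.00401 with DESeq2 and 0.00391 with DESeq2's shrinkage. *CMM104C* at 3 mM Ni on day 5 was 0.00819 with DESeq2's size factors, 0.032 with at least 10 counts in every library, 0.031 in a fit of the compared conditions alone, 0.00847 with DESeq2, 2.19e-04 with the culture block and 0.00835 with DESeq2's shrinkage, and on day 10 0.00194 with at least 10 counts in every library.

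Without single libraries, 20 of the 237 log2 fold changes of single genes changed sign in at least 1 fit, and 97 lost and 27 gained a call. A fit without a library of the conditions compared has less power, so a lost call alone does not show that the library was unusual. Those that changed sign without the untreated day 15 library C1 ranged, over the fits without 1 library, as follows: *CMG023C* -0.018 to 0.13 at 3 mM Ni on day 15, *CMI034C* -0.17 to 0.10 at 3 mM Ni on day 15, *CMI050C* -0.34 to 0.24 at 3 mM Ni on day 15, *CMJ014C* -0.12 to 0.12 at 1 mM Ni on day 15, *CMJ014C* -0.13 to 0.11 at 3 mM Ni on day 15, *CMP145C* -0.90 to 0.44 at 3 mM Ni on day 15, *CMV047C* -5.03 to 0.032 at 1 mM Ni on day 15, *CMV047C* -4.42 to 0.64 at 3 mM Ni on day 15, *CMV063C* -4.25 to 0.056 at 1 mM Ni on day 15 and *CMV064C* -5.23 to 0.13 at 3 mM Ni on day 15. The other ranges, each with the library that changed the sign, were without the untreated day 5 library C3 *CMA052C* -0.18 to 0.030 at 3 mM Ni on day 5, *CMJ014C* -0.028 to 0.14 at 3 mM Ni on day 5 and *CMM104C* -0.036 to 0.020 at 3 mM Ni on day 5, without the 3 mM Ni day 10 library 3C *CMG023C* -0.060 to 0.025 at 3 mM Ni on day 10, without the untreated day 5 library C4 *CMJ014C* -0.17 to 0.020 at 1 mM Ni on day 5 and *CMQ029C* -0.080 to 0.21 at 3 mM Ni on day 5. On the same terms they were without the untreated day 10 library C5 *CMM104C* -0.050 to 0.0049 at 3 mM Ni on day 10, without the 3 mM Ni day 15 library 3C *CMQ029C* -0.13 to 0.047 at 3 mM Ni on day 15, without the untreated day 15 library C3 *CMT289C* -0.046 to 0.20 at 3 mM Ni on day 15, without the untreated day 10 library C1 *CMT414C* -0.018 to 0.10 at 3 mM Ni on day 10.

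In all, 489 of the values recomputed for single genes fell below the threshold and 126 rose past it, against 3196 that changed neither call nor direction. For 206 of 237 gene values the filter of at least 10 counts in every library gave a value, since it removed the other genes, and nuclear genes only gave none for chloroplast genes. Depth limits the genes near the floor of 3 counts: among the DEGs, 4, 10 and 12 at 3 mM Ni on days 5, 10 and 15 had every control library at or under it, so that only a lower bound of their fold can be given.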

Differences from the paper's values

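The paper gives 252 DEGs for 1 mM Ni, where 30 were found with edgeR as the sum over the 3 days. Of the alternatives set before the data were examined, DESeq2's Wald test (234) and DESeq2 with shrunken fold changes over 1.5 (194) came within 1.5 times the paper's value and the others did not, and so did leaving out the untreated day 15 library C1 (357), which was chosen for days 5 and 10 after the values were seen. The paper's ratio of over 10 between the doses is a lower limit, which the 79.5 here meets, as does the 12.3 with DESeq2's Wald test. The ratio lay below that limit with DESeq2 with shrunken fold changes over 1.5 (9.37), against the day 0 control (1.08) and without the untreated day 5 library C3 (2.36) or the untreated day 15 library C1 (7.6). For *CMK153C* at 3 mM Ni on day 5 the paper gives an increase of 22-fold, where edgeR gave 163-fold. DESeq2 with shrinkage, which the paper's methods state, gave 22.2-fold, and no other alternative set before the data were examined closed the gap.

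Table S2 gives the number of DEGs of DNA maintenance, and the values beside it are how many of its legible loci were DEGs with edgeR in the direction given. At 1 mM Ni the paper has 8 upregulated on day 5, against 1 of 7 loci, which DESeq2's Wald test (6) and the fit without the untreated day 5 library C3 (7) brought within 1.5 times the paper's value. For its 2 on day 10 there was 1, and none of the alternatives set before the data were examined closed the gap. The single downregulated locus the paper counts at 1 mM Ni on day 5 (1) was not a DEG (0, with 7 of all 107 loci lower at an unadjusted p under 0.05), and DESeq2's Wald test, the fit without the untreated day 5 library C3 and, chosen after the values were seen, the fit without the untreated day 15 library C1 called it (1 each). At 3 mM Ni on day 5 the paper counts 23 upregulated, against 13. DESeq2's Wald test (21), limma-voom (16), the culture label as a replicate block (16) and leaving out the untreated day 5 library C3 (18) closed the gap, as did, chosen after the values were seen, the fits without the untreated day 10 library C1 (17), the untreated day 15 library C1 (21) and the 3 mM Ni day 15 library 3C (17). Of the downregulated ones the paper counts 11, against 6, and the gap closed under DESeq2's Wald test (10), limma-voom (8), the culture label as a replicate block (8), without the untreated day 5 library C3 (9) and, chosen after the values were seen, without the untreated day 15 library C1 (10) or the 3 mM Ni day 10 library 3C (9). The other alternatives set before the data were examined did not close these gaps.

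In Fig. 2A, read by eye, the paper has about 87 upregulated DEGs at 1 mM Ni on day 5, about 19 on day 10 and about 3 on day 15, where edgeR gave 20, 6 and 0. Its downregulated DEGs there number about 120, about 13 and about 11 in Fig. 2A, read by eye, against 3, 1 and 0. On day 15, 436 genes in both directions had an unadjusted p under 0.05. DESeq2's Wald test gave 84 and 18 upregulated and 118 and 13 downregulated on days 5 and 10, and DESeq2 with shrunken fold changes over 1.5 gave 68 and 17, and 98 and 10. No other alternative set before the data were examined closed the gaps of days 5 and 10, and none closed those of day 15. At 3 mM Ni on day 15 the paper has about 360 downregulated DEGs in Fig. 2A, read by eye, against 220 with edgeR. This gap closed with DESeq2's Wald test (355) and without the untreated day 15 library C3 (490) or C4 (397), and under no other alternative set before the data were examined.

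In the following statements the result here differs for single genes, with log2 fold changes and the settings under which a gene was called in the paper's direction. DESeq2 stands there for its Wald test, whose p-values the shrinkage leaves as they are. The replicate blocks by rank were not run for single genes. The paper has the MCM genes upregulated at both doses. At 1 mM Ni on day 5, *CMD025C* had 1.39 (edgeR adjusted p = 0.174), *CMP356C* had 1.02 (edgeR adjusted p = 0.228), *CMF173C* had 1.06 (edgeR adjusted p = 0.18), *CMJ261C* had 1.45 (edgeR adjusted p = 0.177) and *CMR234C* had 1.26 (edgeR adjusted p = 0.115), called against the day 0 control and without the untreated day 5 library C3, and on days 10 and 15 against the day 0 control for the same genes (-0.21 and 1.60 for *CMD025C*, -0.41 and 1.12 for *CMP356C*, -0.27 and 1.52 for *CMF173C*, -0.31 and 1.49 for *CMJ261C* and -0.23 and 1.18 for *CMR234C* with edgeR). MCM4, at the locus of Table S2, had 1.61 at 3 mM Ni on day 15 (edgeR adjusted p = 0.0518) and was called with nuclear genes only, with DESeq2, against the day 0 control, without the untreated day 15 library C4 and without the 3 mM Ni day 15 library 3C. The paper also has RFC2 and SMC5 upregulated. Neither was a DEG with edgeR in any of the 6 comparisons. At its highest value, RFC2 (*CMF110C*) had 0.54 at 3 mM Ni on day 5 (edgeR adjusted p = 0.0656) and was called with DESeq2, without the untreated day 5 library C3 and without the untreated day 15 library C1 (a fit chosen after the values were seen). SMC5 (*CMH246C*) had 0.71 at 3 mM Ni on day 15 (edgeR adjusted p = 0.0758) and was called with DESeq2 and without the untreated day 15 library C3.

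Of the ascorbate-glutathione cycle, which the paper has upregulated, APX (*CMC150C*) was on day 15 of 3 mM Ni a downregulated DEG, at -0.48 (edgeR adjusted p = 0.0493), while on day 10 it had 0.41 (edgeR adjusted p = 0.05) and was called with DESeq2's size factors, with at least 10 counts in every library, in a fit of the compared conditions alone, with DESeq2, without the 3 mM Ni day 10 library 3C and without the untreated day 15 library C1 (a fit chosen after the values were seen). MDHAR was in no comparison a DEG with edgeR, and at its highest value *CMT414C* had 0.38 at 3 mM Ni on day 15 (edgeR adjusted p = 0.0843) and was called with DESeq2 and without the untreated day 15 library C3. The paper states that biotin biosynthesis rose during recovery, where *CMK049C* had -0.26 (edgeR adjusted p = 0.157) and -0.31 (edgeR adjusted p = 0.151) and *CMG023C* -0.02 (edgeR adjusted p = 0.909) and 0.06 (edgeR adjusted p = 0.766) at 3 mM Ni on days 10 and 15, called as upregulated in none of the fits made for single genes. For APX, MDHAR and biotin synthesis the paper's text gives no locus, and genes were matched by description. As 2853 of 4984 genes have a description, the authors may have meant other genes, and these differences need not contradict the paper. DnaJ, upregulated in the paper, had 1 locus up and 1 down on day 5 and 1 up and 2 down on day 10 of 3 mM Ni, with the same numbers under DESeq2. The paper has the small HSP20 upregulated on day 10 of 1 mM Ni, where *CMJ101C* had 2.16 (edgeR adjusted p = 0.0994) and was called in a fit of the compared conditions alone, with DESeq2, against the day 0 control and without the untreated day 15 library C1 (a fit chosen after the values were seen).

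Chloroplast-encoded ribosomal protein transcripts are downregulated in both treatments in the paper, whereas none of 35 was a DEG at 1 mM Ni with edgeR (22, 2 and 11 lower at an unadjusted p under 0.05). DESeq2's Wald test called 5, 1 and 0 of them, 13 were called on day 5 without the untreated day 5 library C3 and 1 on day 10 without the 1 mM Ni day 10 library 1D. In lipid metabolism the paper has KCS, a desaturation gene and phosphatidylinositol genes upregulated. At 3 mM Ni on day 10 these were not DEGs with edgeR: *CMD118C* had 0.74 (edgeR adjusted p = 0.0505) and was called with DESeq2's size factors, with at least 10 counts in every library, in a fit of the compared conditions alone, with DESeq2, against the day 0 control, without the 3 mM Ni day 10 library 3C and without the untreated day 15 library C1 (a fit chosen after the values were seen). *CMR130C* had 0.35 (edgeR adjusted p = 0.0515) and was called with DESeq2's size factors, with at least 10 counts in every library, with DESeq2, with limma-voom, with the culture block, without the untreated day 10 library C3, without the 3 mM Ni day 10 library 3C and without the untreated day 15 library C1 (a fit chosen after the values were seen). *CME109C* had 0.40 (edgeR adjusted p = 0.0554) and was called with DESeq2's size factors, with at least 10 counts in every library, in a fit of the compared conditions alone, with DESeq2 and without the untreated day 15 library C1 (a fit chosen after the values were seen). *CMM125C* had 0.34 (edgeR adjusted p = 0.078) and was called with DESeq2, against the day 0 control and without the 3 mM Ni day 10 library 3C. The chloroplast AccA gene *CMV056C*, downregulated in the paper, had -1.29 at 3 mM Ni on day 15 (edgeR adjusted p = 0.071) and was called with DESeq2 and without the untreated day 15 library C3 or C4. On day 10 it had -0.66 (edgeR adjusted p = 0.276) and was called in a fit of the compared conditions alone. For *CMR054C*, downregulated in the paper, the 3 values at 3 mM Ni were 0.36 (edgeR adjusted p = 0.306), 0.15 (edgeR adjusted p = 0.638) and 0.61 (edgeR adjusted p = 0.0945), called as downregulated in none of the fits made for single genes and as upregulated against the day 0 control on day 5 and without the untreated day 15 library C3 on day 15. The paper has *CMV121C* downregulated, and it was no DEG with edgeR. It had -2.29 at 3 mM Ni on day 15 (edgeR adjusted p = 0.0758) and was called with DESeq2 and without the untreated day 15 library C3 or C4, and it had -2.67 at 1 mM Ni on day 5 (edgeR adjusted p = 0.0964) and was called with DESeq2, without the untreated day 5 library C3 and without the untreated day 15 library C1 (a fit chosen after the values were seen).

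Among the transporters, the paper has CmATM/HMT-1 downregulated on day 10, whereas *CMN105C* had -0.95 at 3 mM Ni on day 10 (edgeR adjusted p = 0.0525) and was called with nuclear genes only, in a fit of the compared conditions alone, with DESeq2, without the 3 mM Ni day 10 library 3C and without the untreated day 15 library C1 (a fit chosen after the values were seen). For CmMTP2, downregulated in the paper on day 5 of both doses, *CMC075C* had -0.58 at 1 mM Ni on day 5 (edgeR adjusted p = 0.0946) and was called with DESeq2, against the day 0 control, without the untreated day 5 library C3 and without the untreated day 15 library C1 (a fit chosen after the values were seen). As to the Na transporter, upregulated in the paper on day 5 of both doses, *CML032C* had 0.62 at 1 mM Ni on day 5 (edgeR adjusted p = 0.101) and was called with DESeq2, without the untreated day 5 library C3 and without the untreated day 15 library C1 (a fit chosen after the values were seen). On the same day it had 0.57 at 3 mM Ni on day 5 (edgeR adjusted p = 0.0603) and was called with DESeq2, with limma-voom, with the culture block, without the untreated day 5 library C3, without the 3 mM Ni day 5 library 3E and without the untreated day 15 library C1 (a fit chosen after the values were seen). Trefoil factor genes rise at all timepoints of both doses in the paper, and at 1 mM Ni on day 15 none of the 7 in Fig. 8A was a DEG with edgeR or DESeq2 (6 at an unadjusted p under 0.05), although 5 of them, *CMA001C*, *CMD002C*, *CMD191C*, *CME001C* and *CMR001C*, were upregulated in all 6 comparisons against the day 0 control. *CMK153C*, which the paper has as the one transcript upregulated in all conditions, had 3.33 at 1 mM Ni on day 15 (edgeR adjusted p = 0.254) and was called with DESeq2 and against the day 0 control. It was the 1 gene upregulated in all 6 comparisons with DESeq2's Wald test and without the 3 mM Ni day 10 library 3C.

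*CMR269C* is in the paper the most consistently downregulated transcript across conditions. At 1 mM Ni it was -0.13, -0.19 and -0.32 on the 3 days and not a DEG (edgeR adjusted p = 0.467, 0.643 and 0.536; called against the day 0 control), and at 3 mM Ni it ranked 226 of 229, 675 of 682 and 218 of 220 downregulated DEGs by fold change. The paper counts *CMM104C* and *CMO314C* among the most repressed genes, by a fold whose scale it does not give. *CMM104C* had 0.00 (edgeR adjusted p = 0.988), -0.03 (edgeR adjusted p = 0.844) and -0.22 (edgeR adjusted p = 0.167) at 3 mM Ni on the 3 days, called against the day 0 control on each of them and on day 15 under DESeq2's Wald test and DESeq2 with shrinkage as well. *CMO314C* was a DEG at 3 mM Ni on days 5 and 15, where it ranked 206 of 229 and 210 of 220 downregulated DEGs with log2 fold changes of -0.45 and -0.41, and it had -0.26 at 3 mM Ni on day 10 (edgeR adjusted p = 0.0711) and was called with DESeq2, against the day 0 control and without the untreated day 15 library C1 (a fit chosen after the values were seen). Fig. 2C labels 4 chloroplast genes as downregulated at 1 mM Ni on day 15, *CMV064C* at -5.00, *CMV047C* at -4.46, *CMV063C* at -3.68 and *CMV221C* at -4.52 (edgeR adjusted p = 0.536 each). None of the fits that gave these genes an adjusted p called them, and there is none from nuclear genes only or without a 1 mM Ni day 15 library.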

Other observations

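The tests of the untreated day 5 library C3, of the 3 mM Ni libraries 3C of days 5 and 10 and of the rank in the culture labels were chosen after the results had been seen; those of library size, of poly(A) selection, of the untreated day 15 library C1 and the splits were not. Each number of DEGs was compared with those of the other splits of the same 6 libraries, 10 in all, the real one included, so that the share is never under 0.1. As many DEGs as the real split were found in 1 split at 1 mM Ni on day 5 (23 DEGs) and in 2 on day 10 (7), in 2, 1 and 1 at 3 mM Ni on days 5, 10 and 15 (489, 1402 and 494), and in 1 and 1 between the doses on days 5 and 10 (4 and 410). At 1 mM Ni on day 10 the split that grouped C1 with 1A and 1B gave 18. For 3 mM Ni on day 5 the split that grouped C3 with 3C and 3D gave 566 and that with 3C and 3E 417. These splits follow the untreated libraries that lie apart, and for day 5 the pair C3 and 3C of the same rank. With the rank within a day as a replicate block, the number at 3 mM Ni on day 5 was 1545 and that at 1 mM Ni on day 10 was 48. The largest numbers of the other splits were 21 and 54 at 3 mM Ni on days 10 and 15. For the change of the 3 mM response from day 5 to day 10 there were 0 DEGs (254 at an unadjusted p under 0.05). With a real number of 0, each of the splits has at least as many (100 of 100), which decides nothing, and the largest number among them was 1854. Day 15 at 1 mM Ni has 2 treated libraries and was not split.

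More genes were DEGs at 3 mM than at 1 mM Ni. A difference in library size is argued against, since the median total of the 3 mM libraries was 0.983 times that of the 1 mM libraries. On day 5 the excess may rest on the untreated day 5 library C3: without it the number at 3 mM Ni was 0.812 times that at 1 mM Ni (1157 and 1425 DEGs). On day 10 that library is argued against as the cause, with 113 times as many at 3 mM Ni without it. The difference between the doses itself was tested by the DEGs between them, given above.

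Of the 29 libraries, 11 lay nearer the mean of another condition than that of their own, by root mean square log2 difference, 5 of them untreated and 6 treated. The untreated day 5 library C3 lay 0.733 from the other libraries of its condition and 0.359 from the untreated mean of day 10, whose own libraries lay up to 0.413 from the mean of the other 2. A mislabelled sample may explain it, and a culture ahead of the others of its day, which was not tested, stays open. The untreated day 15 library C1 was nearest the mean of 1 mM Ni on day 10, at 0.945, against 0.99 from its own condition and at most 0.395 for the libraries of 1 mM Ni on day 10, which argues against a label of another condition in the study. More chloroplast RNA carried over is argued against as the whole cause: over nuclear genes alone the smaller distance of C1 from the other 2 libraries was 0.872, against at most 0.756 for replicate pairs without it. Its cause stays open, and no biological explanation was tested.

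The 3 mM Ni libraries 3C of days 5 and 10 were each nearer to the libraries of the other day than to those of their own. The day 5 library lay 0.47 and 0.486 from 3D and 3E of its day and 0.409 and 0.413 from 3A and 3B of day 10, and the day 10 library lay 0.51 and 0.519 from 3A and 3B of its day and 0.373 and 0.367 from 3D and 3E of day 5. Labels exchanged between the 2 libraries are a candidate explanation, with a largest distance of 0.413 after the exchange. The distances between the other 2 libraries of each day were smaller, 0.196 and 0.197, so that the exchange would not make these libraries as alike as those. With the 2 labels exchanged, edgeR gave 315 DEGs at 3 mM Ni on day 5 and 1766 on day 10, against 489 and 1402. Cultures that differ in how far their response has run stay open as the biological explanation, untested. All values in the text keep the deposited labels.

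Chloroplast-encoded transcripts were lower at 3 mM Ni. Poly(A) selection that carried over less chloroplast RNA may explain this: on day 5 the median log2 fold change of chloroplast-encoded photosynthesis genes minus that of the other chloroplast-encoded genes was -0.0817, a fall of about the same size in both. A fall of all chloroplast transcripts in the cells would give the same values and stays open. The 15 photosynthesis genes encoded in the nucleus did not pass as a set on day 5 (median -0.45, camera adjusted p = 0.292). Of them 13 were lower and 2 higher, both upregulated DEGs. That test therefore does not show that the nuclear genes stayed unchanged, and a fall of theirs would not come from chloroplast RNA carried over. At 3 mM Ni the medians of photosynthesis, ribosomal protein and other genes were -0.52, -0.40 and -0.59 on day 10. On day 15 they were -0.93, -1.34 and -0.73, less even than on day 5, and rested on the untreated day 15 library C1. At 1 mM Ni on day 5 the ribosomal protein median, -1.74, lay below that of the photosynthesis genes. On day 15 the difference in the share of counts on chloroplast genes at 3 mM Ni, -1.16 percentage points, was 0.202 without the untreated day 15 library C1.

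Libraries of the same rank in the culture labels (A with 1, B with 2 and so on) deviated together from their condition means within a day. Over 15 such pairs the mean correlation was 0.363, over 0.1 in 13 of them, and 0.423, 0.293 and 0.373 by day. Permuting the ranks within conditions gave a median of -0.00187 and as large a mean in 18 of 100000 permutations (p = 0.00019). As the pairing was noticed in these data and tested on them, a batch shared by cultures of the same rank, such as position in the incubator or library preparation, is a hypothesis, and the labels give no batch to compare with. With the rank within a day as a replicate block in limma-voom (consensus correlation 0.491), there were 15, 48 and 0 DEGs at 1 mM Ni and 1545, 1971 and 709 at 3 mM Ni on days 5, 10 and 15, with 436 genes at an unadjusted p under 0.05 at 1 mM Ni on day 15 with edgeR. With the rank over all days as a block the consensus correlation was 0.0369, and with the culture label -0.0538.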
